# Counteracting H3K4 methylation modulators Set1 and Jhd2 co-regulate chromatin dynamics and gene transcription

**DOI:** 10.1038/ncomms11949

**Published:** 2016-06-21

**Authors:** Saravanan Ramakrishnan, Srijana Pokhrel, Sowmiya Palani, Christian Pflueger, Timothy J. Parnell, Bradley R. Cairns, Srividya Bhaskara, Mahesh B. Chandrasekharan

## Abstract

Histone H3K4 methylation is connected to gene transcription from yeast to humans, but its mechanistic roles in transcription and chromatin dynamics remain poorly understood. We investigated the functions for Set1 and Jhd2, the sole H3K4 methyltransferase and H3K4 demethylase, respectively, in *S. cerevisiae*. Here, we show that Set1 and Jhd2 predominantly co-regulate genome-wide transcription. We find combined activities of Set1 and Jhd2 via H3K4 methylation contribute to positive or negative transcriptional regulation. Providing mechanistic insights, our data reveal that Set1 and Jhd2 together control nucleosomal turnover and occupancy during transcriptional co-regulation. Moreover, we find a genome-wide co-regulation of chromatin structure by Set1 and Jhd2 at different groups of transcriptionally active or inactive genes and at different regions within yeast genes. Overall, our study puts forth a model wherein combined actions of Set1 and Jhd2 via modulating H3K4 methylation−demethylation together control chromatin dynamics during various facets of transcriptional regulation.

## Abstract (web summary)

Histone H3K4 methylation affects gene transcription from yeast to humans. Here, the authors show that Set1 and Jhd2, the only H3K4 methyltransferase and H3K4 demethylase, respectively, in budding yeast, co-regulate both positive and negative transcription mediated by nucleosomal turnover and occupancy.

Histone post-translational modifications regulate chromatin structure and dynamics during many nuclear processes. One modification—histone H3 lysine-4 methylation (H3K4me)—is well-studied in the context of gene transcription. H3K4me exists in three states—monomethyl (me1), dimethyl (me2) or trimethyl (me3). H3K4me1 is connected to transcriptional enhancer functions and to gene repression in metazoans^1^,^2^, and linked to nucleosome dynamics and chromatin remodeling at stress-responsive genes in yeast^3^. H3K4me2 is linked to ongoing transcription as well as gene repression in yeast^4^,^5^,^6^,^7^. In general, H3K4me3 is considered a universal hallmark of active transcription, as genome-wide studies from yeast to humans have shown a strong correlation between active transcription and the occurrence of H3K4me3 around transcriptional start sites (TSSs)^8^,^9^,^10^. Specific protein domains or ‘reader' modules present in many chromatin modifying or remodeling complexes, which function to alter the local chromatin structure, recognize the H3K4 methyl marks^11^. Nevertheless, functions for H3K4 methylation in regulating transcription and chromatin structure are far from completely understood.

Studies in *Saccharomyces cerevisiae* or budding yeast have provided valuable insights into the regulation and functions of H3K4 methylation. Set1 is the sole H3K4 methyltransferase in yeast^12^,^13^, where it is present along with other regulatory proteins in a complex termed COMPASS (complex associated with Set1)^14^,^15^. Set1 is targeted to the sites of transcription initiation by virtue of its association with the serine-5 phosphorylated form of RNA polymerase II (Pol2)^16^. Set1 and the H3K4 residue are required for gene expression at many yeast loci and under various growth regimes^7^,^17^,^18^,^19^,^20^,^21^. Jhd2 is the JARID-family H3K4 demethylase in yeast^22^,^23^,^24^,^25^. Jhd2 also functions at transcribed genes^26^ and has a key role in activating transcription at protein-coding genes during sporulation^27^. Therefore, Set1, Jhd2 and H3K4 methylation have a positive role during transcription.

Set1 and its associated COMPASS subunits are required to repress transcription at protein-coding and non-coding RNA genes under normal and stress conditions^5^,^21^,^28^,^29^. Recent studies have suggested a significant role for Set1-mediated H3K4 methylation during gene repression in yeast^21^. Jhd2 is essential for repressing antisense and intergenic non-coding RNA transcription during gametogenesis^27^. Thus, Set1, Jhd2 and H3K4 methylation have all been also linked to transcriptional repression. In these reported studies, Set1 or Jhd2 is proposed to regulate transcription, either via the control of antisense transcription or by influencing nucleosome organization, or both^5^,^21^. Collectively, studies described above have ascribed either a positive or a negative role for Set1 or Jhd2 during transcriptional regulation at certain yeast genes, but common functional target genes of Set1 and Jhd2 are not known. Also, whether Set1 and Jhd2 via modulating H3K4 methylation regulate chromatin structure and dynamics remains to be understood.

Using the genetic model system of *S. cerevisiae*, we examined the role for its single H3K4 methyltransferase, Set1, and its sole H3K4 demethylase, Jhd2, on gene transcription and chromatin structure through targeted and genomic studies. Contrary to a simplistic model, we find that counteracting enzymes Set1 and Jhd2 mostly co-regulate transcription under normal growth conditions. We also report that the enzymatic activities of Set1 and Jhd2 through modulating H3K4 methylation contribute to positive or negative co-regulation of transcription at shared target genes. Importantly, Set1 and Jhd2 work together to impact nucleosomal turnover and occupancy at their common target genes. We report that Set1 and Jhd2 also co-regulate nucleosomal turnover and chromatin structure genome-wide across numerous genes in yeast. Overall, this study uncovers a novel mechanism wherein the joint activities of Set1 and Jhd2, via H3K4 methylation and demethylation, modulate nucleosomal turnover, chromatin dynamics and RNA Pol2 functions during transcriptional regulation.

## Results

### Set1 and Jhd2 co-regulate transcription at target genes

De-repression of *PHO5*, a phosphate-responsive gene, occurs in strain lacking either Set1 H3K4 methyltransferase (*set1Δ*)^30^ or Jhd2 H3K4 demethylase (*jhd2Δ*)^26^. Non-coding antisense transcription initiating from 3′ regions occurs at *PHO5* and other phosphate-responsive genes^31^,^32^. We asked whether opposing enzymes Set1 and Jhd2 work in a contrasting fashion to control either sense or antisense *PHO5* transcription. Strand-specific quantitative PCR (qPCR) showed that only *PHO5* sense transcript levels were increased in *set1Δ* and *jhd2Δ* compared to the control (Fig. 1a). Similar results were obtained for *PHO89*, another phosphate-responsive gene (Fig. 1a). Therefore, these results revealed an unexpected finding that both Set1 and Jhd2 are negative regulators that repress *PHO5* and *PHO89* sense transcription.

We then examined Set1 and Jhd2 functions in a global scale using an RNA sequencing (RNA-seq) experiment, where we measured stranded expression in wild type (WT), *set1Δ* and *jhd2Δ* strains. 

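The deleted genes were read in every library before anything else. *SET1* (YHR119W, chromosome VIII, 346043 to 349285, plus strand), the H3K4 methyltransferase, had 861, 908 and 822 counts in the 3 WT libraries, 863, 985 and 989 in the 3 *jhd2Δ* libraries and 46, 33 and 35 in the 3 *set1Δ* libraries. *JHD2* (YJR119C, chromosome X, 644304 to 646490, minus strand), the H3K4 demethylase, had 198, 173 and 169 counts in WT, 188, 183 and 155 in *set1Δ* and 0, 0 and 2 in *jhd2Δ*. After normalization *SET1* stood at 834 ± 44.6 counts (SD, n = 3 cultures) in WT and 42.4 ± 8.07 in *set1Δ*, and *JHD2* at 174 ± 20.3 counts in WT. Each strain was grown as 3 independent cultures in rich glucose medium (YPAD) to mid-log phase. WT and the precursor of *jhd2Δ* were made from the same MATa strain, and the other strains from WT. All carry *HTA1* and *HTB1* on a plasmid with the *HIS3* marker. In *jhd2Δ* and *set1Δ* the gene was replaced by a KanMX cassette. Total RNA was treated with DNase and depleted of ribosomal RNA before strand-specific libraries were made and sequenced on an Illumina HiSeq instrument. The sample labels name the TruSeq Stranded Total RNA kit, whereas the methods name the TruSeq RNA Sample Prep Kit v2 with a stranded protocol, and which of the 2 kits was used is left open here.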

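The authors aligned the reads with Novoalign (version 2.8.1 in the submitters' processing notes) to the sacCer3 genome joined with splice junctions, and counted reads per annotated gene and strand with the USeq package. Their tables give whole-number counts per library for 5712 sense and 5122 antisense transcripts. An antisense count is the number of reads on the strand opposite to the annotated gene. Sense counts summed to 7874153 to 8679152 (median 8561353) per library in WT, 7685050 to 7933237 (median 7927842) in *jhd2Δ* and 6903094 to 7435503 (median 7059913) in *set1Δ*. Antisense counts summed to 94812 to 104229 (median 102014) in WT, 89883 to 93374 (median 91126) in *jhd2Δ* and 72664 to 76374 (median 74744) in *set1Δ*, so that values on the antisense strand rest on far fewer reads. For every 100 sense counts there were 1.20 ± 0.0065 antisense counts in WT (SD, n = 3), 1.17 ± 0.014 in *jhd2Δ* and 1.05 ± 0.017 in *set1Δ*. Each *jhd2Δ* and each *set1Δ* library was below each WT library, and for either strain a 2-sided exact permutation test gave p = 0.1, the smallest that 3 cultures against 3 allow. The counts were normalized by TMM, sense and antisense separately, and tested with edgeR's quasi-likelihood test in a single fit over the 15 libraries of all 5 strains of the study. The low-count filter kept 5619 sense and 2640 antisense transcripts. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the paper.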

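Deletion of *JHD2* raised transcripts as different as *HO*, the endonuclease gene of mating-type switching, and *TOD6*, which encodes a repressor of ribosome biogenesis genes. *HO* went from 93.4 ± 25.6 normalized counts in WT to 445 ± 43.6 in *jhd2Δ* (SD, n = 3 each), a log2 fold change of 2.25 (standard error 0.15), and *TOD6* rose by 1.97 on the log2 scale. *HPF1*, whose reads may be shared with a near copy, and *YJL160C*, which encode cell wall proteins, fell with log2 fold changes of -2.62 and -2.34. In *set1Δ* *YNR064C*, which encodes an epoxide hydrolase, rose from 28.4 ± 7.52 to 135 ± 28.6 normalized counts (log2 fold change 2.24, standard error 0.20), and *SEO1*, which encodes a putative permease, rose by 2.05. *YIR042C* fell with a log2 fold change of -1.71 and *COS12* with -1.85, and *COS12* belongs to a subtelomeric family whose members may share reads. In the count of calls by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 390 sense transcripts rose and 296 fell in *jhd2Δ*, 12.2% of the 5619 tested. In *set1Δ*, 330 rose and 152 fell, 8.58% of those tested.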

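Antisense reads changed over genes of several kinds. Over *ISA1*, an iron-sulfur cluster assembly gene, antisense counts rose in *jhd2Δ* with a log2 fold change of 2.23 (standard error 0.32), and over *MTH1*, a regulator of glucose sensing, by 2.09. Over the hexose transporter gene *HXT1* they fell in both mutants, with log2 fold changes of -2.37 in *jhd2Δ* and -2.55 in *set1Δ*. In *set1Δ* the largest antisense rise was over *YAL018C*, from 2.14 ± 1.35 to 29.3 ± 9.37 normalized counts (SD, n = 3 each; log2 fold change 3.69). Antisense counts over *PDR5*, which encodes a multidrug transporter, fell in *set1Δ* with a log2 fold change of -2.64. The test called 74 antisense transcripts up and 90 down in *jhd2Δ*, and 186 up and 142 down in *set1Δ*, of 2640 tested. DESeq2 called 39 up and 36 down in *jhd2Δ*, and 100 up and 68 down in *set1Δ*. With the antisense counts scaled by the sense library sizes instead of their own, these were 51 up and 140 down, and 93 up and 341 down. Every one of these counts was lower by more than 1.5 times when the 1.5-fold threshold itself was tested (glmTreat in edgeR) instead of being applied to the estimate, with 175 up and 97 down on the sense strand in *jhd2Δ*, 78 up and 29 down in *set1Δ*, and 6 up and 11 down and 33 up and 31 down on the antisense strand.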

Bioinformatics analysis showed a change in the steady state levels of many sense and antisense transcripts in *set1Δ* and *jhd2Δ* compared to the control (that is, ≥1.5-fold up or down-regulation at a false discovery rate (FDR) ≤5%) (Table 1; Supplementary Data 1 and 2). We then identified transcripts differentially expressed in *set1Δ* and *jhd2Δ*. At a threshold of ≥1.5-fold change (FDR ≤5%), a very small number of transcripts showed differential expression in *set1Δ* compared to *jhd2Δ* (Table 2; Supplementary Fig. 1). 

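Transcripts that moved in opposite directions in the 2 deletions included *FLO1*, a flocculin gene whose reads may be shared with its paralogs. It had 135 ± 25.9 normalized counts in WT, 72.8 ± 14.8 in *jhd2Δ* and 922 ± 279 in *set1Δ* (SD, n = 3 each), log2 fold changes of -0.89 and 2.77. *MTD1*, an enzyme of folate-bound carbon metabolism, stood at -0.80 in *jhd2Δ* and 0.66 in *set1Δ*, and *ARG1*, an enzyme of arginine synthesis, at -0.80 and 0.61. Called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in each deletion against WT, 17 sense transcripts rose in *set1Δ* and fell in *jhd2Δ*, and 0 did the reverse. DESeq2 called 11 and 0. At an unadjusted p under 0.05 in both deletions and any fold, 146 lay above WT in *set1Δ* and below it in *jhd2Δ*, and 79 the other way round. On the antisense strand 3 rose in *set1Δ* and fell in *jhd2Δ*, and 2 did the reverse, with 1 and 0 by DESeq2 and 21 and 13 at an unadjusted p under 0.05 in edgeR. Leaving out single libraries gave 1 to 4 and 0 to 2. Testing the fold change threshold itself (glmTreat) left 0 of the sense transcripts that rose in *set1Δ* and fell in *jhd2Δ*, and they numbered 10 without WT replicate 1, with falls of more than 1.5 times also without WT replicate 3, *jhd2Δ* replicate 1 or *set1Δ* replicate 2. The direct comparison of *set1Δ* with *jhd2Δ* counts also transcripts that changed in a single deletion. In that test 282 sense transcripts were higher in *set1Δ* and 185 lower, and 202 antisense transcripts were higher and 160 lower, each count including the deleted genes. The 160 lower ones became 106 without *set1Δ* replicate 2, and scaling by the sense library sizes gave 132 higher and 282 lower. DESeq2 called 105 higher and 73 lower. *FLO1* was 3.66 higher in *set1Δ* on the log2 scale, and *RGI2* and *SPO75*, a gene of spore wall formation, were 2.61 and 2.60 higher.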

In a striking contrast, expression of a common set of 152 sense and 14 antisense transcripts were up regulated and another set of 66 sense and 18 antisense transcripts were down regulated in both *set1Δ* and *jhd2Δ* (Fig. 1b; Supplementary Fig. 2). Thus, these gene expression studies while identifying distinct target genes of Set1 or Jhd2 also uncovered a large common group of target genes where both Set1 and Jhd2 function as either positive or negative regulators of transcription. 

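Transcripts that rose in both deletions included *JJJ3*, which encodes a J-protein needed to make diphthamide, a modified residue of a translation factor. Its normalized counts were 21.5 ± 1.46 in WT, 90.05 ± 14.0 in *jhd2Δ* and 86.5 ± 4.83 in *set1Δ* (SD, n = 3 each), log2 fold changes of 2.06 and 2.00. *RRN11*, a subunit of the RNA polymerase I core factor, rose by 1.75 and 1.34 in *jhd2Δ* and *set1Δ*, and *BRE2*, which encodes a subunit of the Set1 complex itself, by 0.69 and 0.81. Among transcripts that fell in both, *MRK1*, a protein kinase gene, had log2 fold changes of -1.69 in *jhd2Δ* and -1.28 in *set1Δ*, *RTN2*, a reticulon gene, -1.10 and -1.20, and *GUT2*, the mitochondrial glycerol-3-phosphate dehydrogenase gene, -1.09 and -0.62. In both deletions 159 sense transcripts rose and 70 fell, with 22.9 and 8.01 in common for independent lists of these sizes. They are 40.8% and 48.2% of all transcripts that rose in *jhd2Δ* and in *set1Δ*, and 23.6% and 46.1% of those that fell. Antisense calls in common were 18 up and 33 down, against 5.21 and 4.84 for independent lists. DESeq2 gave 11 up and 8 down, and the strict filter left 7 down. The 33 became 21 without WT replicate 2, and scaling by the sense library sizes gave 7 up and 70 down. *MTH1* rose in both on that strand, by 1.46 in *set1Δ*, and antisense counts over *YKR043C* fell in both, with log2 fold changes of -2.10 and -2.75. Both lists come from the same 3 WT libraries. Unchanged groups and their shared WT group were simulated from the mean WT levels, with every library drawn anew and each transcript on its own. They had almost no calls that could be in common, so they do not measure this effect on the lists. Nor do they hold a state of the real WT cultures that moves many transcripts together. Part of the excess may come from the shared controls, as 3 WT libraries are too few to give each list its own controls. Across the 5619 sense transcripts, which are not independent replicates, Pearson's correlation of the 2 sets of log2 fold changes was 0.53 (0.48 in the simulation), with a covariance of 0.0835 (0.0075 in the simulation). On the antisense strand the correlation was 0.33 (0.45 in the simulation) and the covariance 0.107 (0.0567 in the simulation). The covariances leave out *SET1*, *JHD2* and *URA3*, without which the correlations were 0.55 on the sense and 0.35 on the antisense strand.

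**Figure D1:**
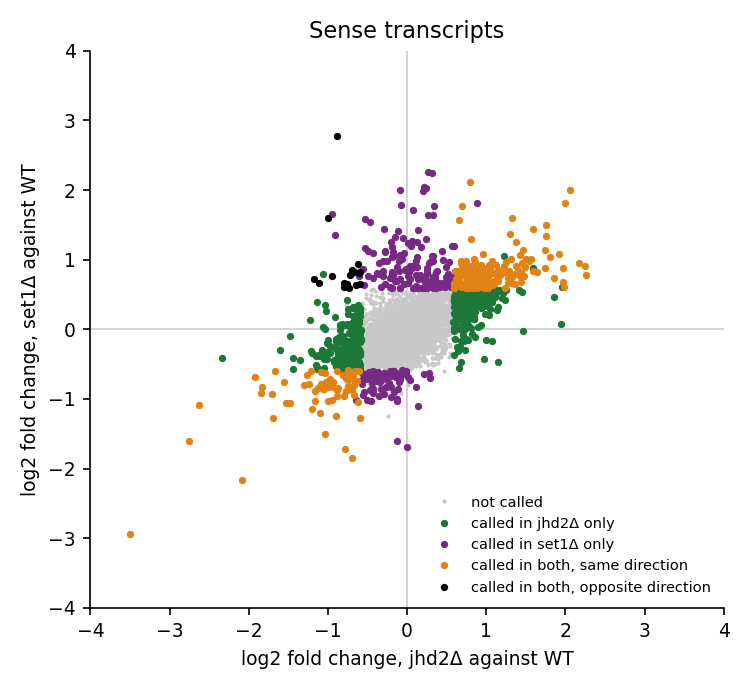
Sense log2 fold change in *set1Δ* against WT (vertical axis) plotted against that in *jhd2Δ* against WT (horizontal axis) for 5619 transcripts, 1 point each, with axes limited to 4 and 2 points beyond them, *JHD2* and *SET1*. Colours mark the 440 transcripts called in *jhd2Δ* alone, the 236 called in *set1Δ* alone, the 229 called in both in the same direction, which lie along the rising diagonal, and the 17 called in opposite directions.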

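Genes whose response differed between the deletions in the direct test of *set1Δ* against *jhd2Δ* included *SFG1*, which encodes a transcription factor of pseudohyphal growth. It had 170.3 ± 22.8 normalized counts in WT, 658 ± 90.2 in *jhd2Δ* and 179 ± 26.2 in *set1Δ* (SD, n = 3 each). Its log2 fold change against WT was 1.95 in *jhd2Δ* and 0.07 in *set1Δ*, and the difference of -1.88 had an adjusted p of 3.5e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For *YJL160C*, which fell in *jhd2Δ*, the log2 fold change in *set1Δ* was -0.41 and the difference between the deletions 1.93 (standard error 0.18). In the other direction, *SEO1* had a log2 fold change of 0.21 in *jhd2Δ* and was 1.84 higher in *set1Δ* than in *jhd2Δ* (standard error 0.13), and *OPT2*, an oligopeptide transporter gene, had 0.07 in *jhd2Δ* and 1.72 in *set1Δ*, a difference of 1.65 (adjusted p = 3.5e-09 from the same edgeR test). The rising transcripts of the common group had a median log2 fold change of 0.95 in *jhd2Δ* and 0.78 in *set1Δ*, and its falling transcripts -0.95 and -0.81. On the antisense strand these medians were 0.87 and 0.89 for rising and -1.27 and -1.34 for falling transcripts.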

Importantly, they showed for the first time that combined regulation of transcription by Set1 and Jhd2 is more pervasive than the anticipated counter-regulation.

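For some transcripts called in the same direction in both deletions, the size of the response differed. Among the sense transcripts up in both, 28 were called in the direct test of *set1Δ* against *jhd2Δ*, 25 lower in *set1Δ* and 3 higher. *DHR2*, which encodes an RNA helicase of ribosome assembly, was such a case, with a log2 fold change of 1.75 in *jhd2Δ* and 0.89 in *set1Δ*. Among those down in both, 13 were called in that test, 10 higher in *set1Δ* than in *jhd2Δ*, among them *RGI1*, with log2 fold changes of -1.83 and -0.83, and 3 lower, *CHA1*, *YIR042C* and *COS12*. Of the antisense transcripts down in both, 0 were called between the deletions by edgeR's quasi-likelihood test, 0 by DESeq2, and 1 was higher and 1 lower in *set1Δ* at an unadjusted p under 0.05. Of those up in both, 3 were called between the deletions. From the large set of transcripts that changed in the same direction in both deletions, beside the few that changed in opposite directions, the paper concludes that Set1 and Jhd2, although they act on H3K4 methylation in opposite ways, regulate transcription together more often than against each other.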

To identify biological processes co-regulated by Set1 and Jhd2, we performed gene ontology (GO) analysis, which showed genes for glycogen or energy reserve metabolism were enriched in sense transcripts down regulated in *set1Δ* and *jhd2Δ* (*P*-value ≤0.001, hypergeometric distribution) (Fig. 1c; Supplementary Data 3). 

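Glycogen genes fell in both deletions, and more of them in *jhd2Δ*. *GLC3*, which encodes the glycogen branching enzyme (chromosome V, 133120 to 135234), went from 8724 ± 1539 normalized counts in WT to 3125 ± 175 in *jhd2Δ* and 4202 ± 859.7 in *set1Δ* (SD, n = 3 each), log2 fold changes of -1.48 (standard error 0.12) and -1.05 (standard error 0.12). *GSY1*, a glycogen synthase gene, fell with -1.26 and -0.66, and *PGM2*, the major phosphoglucomutase gene, with -1.16 and -0.88. *GPH1*, the glycogen phosphorylase gene, fell in *jhd2Δ* (-1.44) and stood at -0.56 in *set1Δ*, short of the 1.5-fold threshold. Of 25 genes of glycogen and trehalose metabolism, 16 fell and 9 did not pass the test in *jhd2Δ*, and 7 fell and 1 rose in *set1Δ*, with the same counts when adjusted over the list alone. The gene that rose in *set1Δ* was *RGI2* (log2 fold change 1.66). The direct test of *set1Δ* against *jhd2Δ* called 9 members higher in *set1Δ* than in *jhd2Δ*, also 9 when adjusted over the list alone. As a set the genes stood apart from all others by camera in both deletions at its preset correlation, but the adjusted p was 0.16 in *jhd2Δ* and 0.41 in *set1Δ* with an estimated correlation. The 6 energy reserve genes that the paper names (*GLC3*, *GIP2*, *RGI1*, *GSY1*, *IGD1* and *PGM2*) fell in both deletions, all 6 in each, also when adjusted over the list alone. They were chosen on these samples and are not independent evidence of the direction. The list of 25 covers the same pathway and may hold some of these 6, so that its counts are not fully independent either. *GIP2*, a regulatory subunit of a protein phosphatase, had log2 fold changes of -0.89 in *jhd2Δ* and -0.96 in *set1Δ*. Genes that rise as glucose runs out were read beside them. Of 27 glucose-repressed genes 8 fell and 19 did not pass the test in *jhd2Δ*, and 2 fell and 2 rose in *set1Δ*, the same when adjusted over the list alone. For this list the adjusted p was 0.24 in *jhd2Δ* and 0.73 in *set1Δ* with an estimated correlation. The *set1Δ* cultures also stood further apart from each other. A score taken as the mean log2 level of ribosome biogenesis genes minus that of the glycogen and trehalose genes had an SD of 0.32 between the *set1Δ* cultures, 0.10 between the *jhd2Δ* cultures and 0.065 between the WT cultures.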

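*SER3* (YER081W, chromosome V, 322686 to 324095, plus strand) encodes the phosphoglycerate dehydrogenase that begins serine synthesis. It was among the most lowered transcripts of both deletions, with 20081 ± 1615 normalized counts in WT, 1769 ± 91.3 in *jhd2Δ* and 2611 ± 337 in *set1Δ* (SD, n = 3 each). The log2 fold changes were -3.50 (standard error 0.091, adjusted p = 4.4e-15) and -2.94 (standard error 0.088, adjusted p = 2.0e-14) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *CHA1* (YCL064C, chromosome III, 15798 to 16880, minus strand) encodes the deaminase that breaks down serine and threonine. It fell from 2860.2 ± 330.3 to 1182 ± 31.7 normalized counts in *set1Δ*, a log2 fold change of -1.27 (adjusted p = 3.3e-08 from the same edgeR test). In *jhd2Δ* it had 1894 ± 259 counts and a log2 fold change of -0.59, just past the 1.5-fold threshold. That call in *jhd2Δ* ended in the test of the threshold itself (glmTreat), in a fit of the 2 strains alone (-0.58) and in the authors' deposited table (-0.57). Leaving out single libraries gave -0.70 to -0.49 and ended it without *SET1-G990E* overexpression replicate 2, *SET1* overexpression replicate 2, WT replicate 1 or 2, or *jhd2Δ* replicate 1 or 2. Of 18 genes of serine and one-carbon metabolism, 4 fell and 14 did not pass the test in *jhd2Δ*, and 2 fell and 3 rose in *set1Δ*, the same when adjusted over the list alone. Besides *SER3* and *CHA1*, *SHM2*, the cytosolic serine hydroxymethyltransferase gene, fell in *jhd2Δ* with -0.68 and stood at 0.31 in *set1Δ*. *GCV2*, a subunit gene of glycine decarboxylase, rose in *set1Δ* with 1.01.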

A closer inspection of the down regulated genes revealed *SER3* and *CHA1* genes involved in serine metabolism (Supplementary Fig. 3a), and well-studied models for intergenic transcription and chromatin-mediated regulation^33^, respectively. 

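*SRG1* is a noncoding RNA that starts upstream of *SER3* on the same strand and whose transcription across the *SER3* promoter represses *SER3*. It is annotated on chromosome V from 322212 to 322762, so that its end overlaps the start of *SER3* and reads there may belong to either. Its normalized counts were 882 ± 25.0 in WT, 597 ± 40.4 in *jhd2Δ* and 573 ± 23.3 in *set1Δ* (SD, n = 3 each), with every library of either deletion below every WT library. The log2 fold change was -0.56 in *jhd2Δ* (standard error 0.069, adjusted p = 2.4e-06), short of the 1.5-fold threshold, and -0.62 in *set1Δ* (standard error 0.070, adjusted p = 2.1e-06), past it, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The call in *set1Δ* ended in the test of the threshold itself (glmTreat), and the value in *jhd2Δ* passed the threshold without *jhd2Δ* replicate 1 (-0.61).

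**Figure D2:**
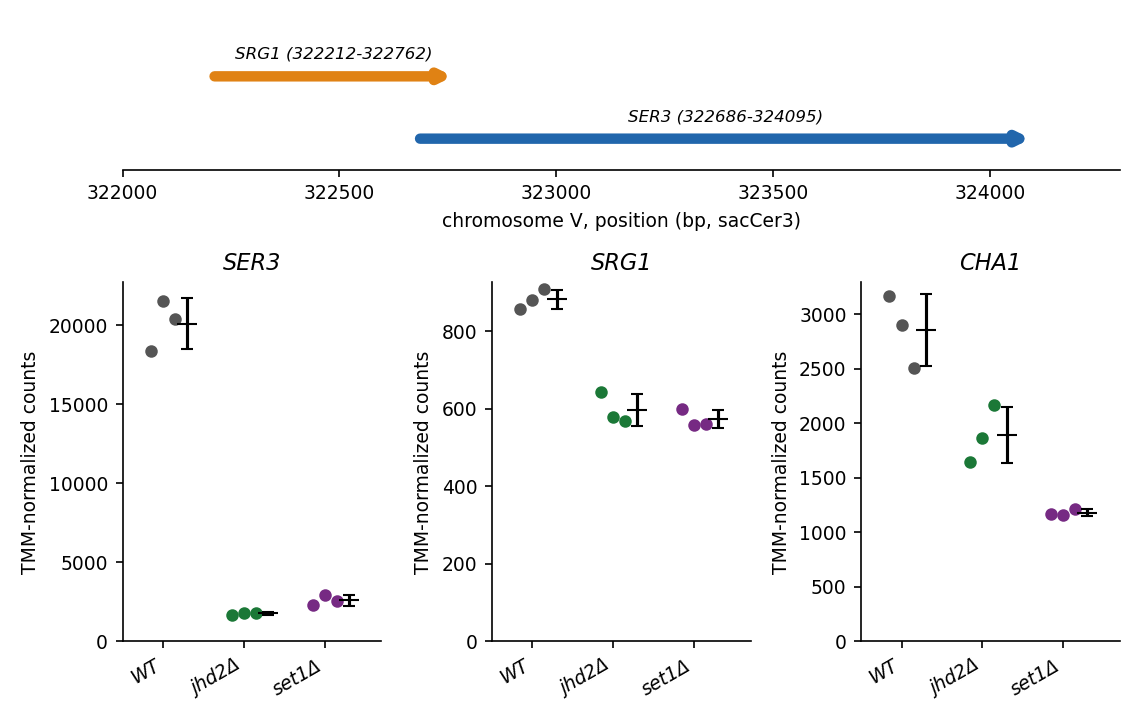
The map shows *SRG1* and *SER3* as arrows on chromosome V (horizontal axis, position in bp of sacCer3), and the plots show TMM-normalized sense counts (vertical axis, linear) of *SER3*, *SRG1* and *CHA1* in WT, *jhd2Δ* and *set1Δ*, with 1 point per culture and the mean ± SD of 3 cultures beside the points. *SER3* lies between 18337 and 21526 in WT, between 1664 and 1830.4 in *jhd2Δ* and between 2294 and 2966 in *set1Δ*.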

Down-regulation of *SER3* was not due to increased expression of *SRG1* (ref. 34) (Supplementary Fig. 3b), suggesting direct regulation of *SER3* transcription by Set1 and Jhd2. Thus, Set1 and Jhd2 positively regulate transcription at a shared set of target genes, such as, those involved in amino acid or glycogen metabolism.

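Amino acid genes beyond *SER3* and *CHA1* were read as a list of 40 synthesis genes under the activator Gcn4. In *jhd2Δ* 3 fell and 37 did not pass the test, in *set1Δ* 4 rose and 36 did not pass it, with the same counts when adjusted over the list alone. The genes that fell in *jhd2Δ* were *ARG1*, *ARG4*, for the last enzyme of arginine synthesis (-1.01, and -0.42 in *set1Δ*), and *MET6*, the methionine synthase gene (-0.84, and 0.06 in *set1Δ*). In *set1Δ* the largest rises were of *SNO1* and *SNZ1*, genes of vitamin B6 synthesis (1.20 and 1.12, beside 0.05 and -0.28 in *jhd2Δ*). In the direct test 5 members were higher in *set1Δ* than in *jhd2Δ* by edgeR's quasi-likelihood test, 5 when adjusted over the list alone, and camera gave an adjusted p of 0.026 with an estimated correlation. Fisher's exact test above the median level ended the result for the list (adjusted p = 0.70).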

Since Set1 and Jhd2 negatively regulate *PHO5* and *PHO89* sense transcription (Fig. 1a), we compared the up- or down regulated transcripts common to *set1Δ* and *jhd2Δ* to all 127 phosphate-responsive genes in yeast^33^,^35^,^36^. Sense transcript levels for genes involved in inorganic phosphate regulation or utilization and polyphosphate metabolism were increased in *set1Δ* and *jhd2Δ* (Fig. 1d). 

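The sodium-phosphate cotransporter gene *PHO89* (chromosome II, 796798 to 798522) rose from 187 ± 8.30 normalized counts in WT to 745 ± 11.6 in *jhd2Δ* and 660.4 ± 54.5 in *set1Δ* (SD, n = 3 each), log2 fold changes of 1.99 (standard error 0.083) and 1.82 (standard error 0.084). *PHO5* (chromosome II, 429548 to 430951), the main secreted acid phosphatase gene, rose from 1299 ± 65.3 to 2257 ± 160.4 in *jhd2Δ* and 5645 ± 232 in *set1Δ*, log2 fold changes of 0.80 and 2.12. The rise of *PHO5* was 1.32 larger in *set1Δ* on the log2 scale (adjusted p = 3.7e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PHO11* and *PHO12*, acid phosphatase genes so alike that they may share reads, rose by 1.33 and 1.24 in *jhd2Δ* and by 1.60 and 0.96 in *set1Δ*. *SPL2*, an inhibitor of low-affinity phosphate transport, rose by 1.31 and 1.01, and *PHM6* by 1.60 and 1.44. Of the 16 phosphate-responsive genes of Fig. 1d, 11 rose and 5 fell in *jhd2Δ*, and 11 and 5 in *set1Δ*, also when adjusted over the list alone. The paper chose these genes on these samples, so that the counts are not independent evidence of their direction. Rising members that belong to other processes were *BUD23* (rRNA methylation, 1.32 and 0.75), *LAS1* (rRNA processing, 0.65 and 0.74), *PRS4* (nucleotide precursor synthesis, 0.70 and 0.84) and *PPR1* (activator of pyrimidine genes, 0.80 and 0.77). With an estimated correlation the adjusted p of this list in camera was 0.056 in *jhd2Δ* and 0.11 in *set1Δ*.

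**Figure D3:**
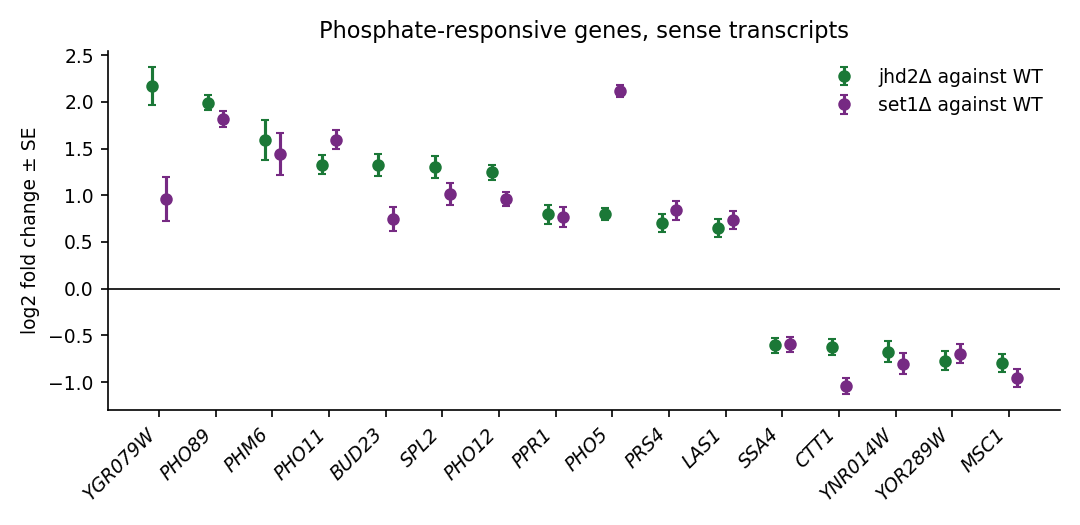
Sense log2 fold change against WT (vertical axis) of the 16 phosphate-responsive genes of Fig. 1d (horizontal axis, ordered by the value in *jhd2Δ*) in *jhd2Δ* and *set1Δ*, as points with bars of 1 standard error from edgeR. *YGR079W*, with 2.17 in *jhd2Δ* and 0.96 in *set1Δ*, and *PHO5* show the widest gaps between the 2 strains, and 5 genes lie below 0 in both.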

A decrease in sense transcript levels for certain phosphate-responsive genes was also observed in these mutants (for example, *MSC1*, *CTT1*) (Fig. 1d). Therefore, Set1 and Jhd2 promote as well as repress transcription at phosphate-responsive genes, when cells are in YPD medium containing abundant inorganic phosphate^37^. 

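*CTT1*, the cytosolic catalase gene, had 1669.6 ± 175 normalized counts in WT, 1084 ± 23.7 in *jhd2Δ* and 810.2 ± 86.3 in *set1Δ* (SD, n = 3 each), log2 fold changes of -0.62 (standard error 0.083) and -1.04 (standard error 0.085). *MSC1* fell from 3409.7 ± 456 to 1967 ± 88.6 and 1759.7 ± 273, log2 fold changes of -0.79 in *jhd2Δ* and -0.95 in *set1Δ*. The other falling genes of Fig. 1d were *SSA4*, a heat-inducible Hsp70 chaperone gene (-0.61 in *jhd2Δ* and -0.60 in *set1Δ*), *YOR289W* (-0.77 in *jhd2Δ* and -0.70 in *set1Δ*) and *YNR014W* (-0.67 in *jhd2Δ* and -0.81 in *set1Δ*). All 5 were called in both deletions by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, chosen by the paper on these samples. Those of *SSA4* ended in both deletions without WT replicate 2 (-0.57 in each), in *jhd2Δ* without its replicate 1 (-0.50) and in *set1Δ* without its replicate 2 (-0.51). *CTT1*, *SSA4* and *MSC1* also belong to a list of 35 genes of the general stress response under Msn2 and Msn4, of which 19 fell and 16 did not pass the test in *jhd2Δ* and 8 fell and 27 did not pass it in *set1Δ*, the same when adjusted over the list alone. With an estimated correlation the adjusted p of that list in camera was 0.056 in *jhd2Δ* and 0.14 in *set1Δ*. At the preset correlation and under every other alternative with all libraries it passed in both deletions.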

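A list of 20 genes of the Pho4 regulon shares *PHO89*, *PHO5*, *PHO11*, *PHO12*, *SPL2* and *PHM6* with Fig. 1d, whose genes were in view when it was written. In *jhd2Δ* 8 members rose and 12 did not pass the test, and in *set1Δ* 7 rose and 13 did not pass it, by edgeR's quasi-likelihood test with the same counts when adjusted over the list alone. The adjusted p in camera was 0.056 in *jhd2Δ* and 0.11 in *set1Δ* with an estimated correlation. *PHO84*, the high-affinity phosphate transporter gene, had 3540.2 ± 196 normalized counts in WT, 7305 ± 179.8 in *jhd2Δ* and 4345 ± 358 in *set1Δ* (SD, n = 3 each). It rose in *jhd2Δ* (log2 fold change 1.04, standard error 0.068) and stood at 0.30 in *set1Δ*. *CTF19*, a kinetochore gene, rose in *jhd2Δ* with 0.74 and had 0.09 in *set1Δ*.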

Set1 represses transcription at ribosome biogenesis or Ribi genes^21^. 

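Genes for the assembly of ribosomes rose in both deletions, and more of them in *jhd2Δ*. *REI1*, which acts in the last steps of large subunit assembly, went from 176 ± 11.2 normalized counts in WT to 617 ± 124 in *jhd2Δ* and 363 ± 57.9 in *set1Δ* (SD, n = 3 each), log2 fold changes of 1.81 (standard error 0.14) and 1.04 (standard error 0.15). *SSF1*, a large subunit assembly gene whose product has a close paralog, rose by 1.75 and 1.14. Of 79 genes of small subunit assembly, 55 rose in *jhd2Δ* and 28 in *set1Δ*, and of 73 genes of large subunit assembly 49 and 22. None fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or by DESeq2, and 1 large subunit gene was lower in *set1Δ* at an unadjusted p under 0.05. The counts adjusted over the list alone were 55 and 28 for the small and 49 and 22 for the large subunit. The median log2 fold changes of the small subunit genes were 0.79 in *jhd2Δ* and 0.52 in *set1Δ*, and those of the large subunit genes 0.73 and 0.46. In the direct test 15 small subunit and 7 large subunit genes were lower in *set1Δ* than in *jhd2Δ*. The score that sets ribosome biogenesis genes against glycogen and trehalose genes ranged from -1.23 to -0.64 in the *set1Δ* cultures and from -1.79 to -1.66 in the WT cultures. With an estimated correlation the adjusted p of both lists in camera was 0.056 in *jhd2Δ* and 0.16 in *set1Δ*. At the preset correlation of camera and under every other alternative with all libraries, both lists passed in both deletions. The highest adjusted p among those other alternatives was 2.3e-07 in *jhd2Δ* and 1.7e-05 in *set1Δ*, both by fry.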

GO analysis of the shared sense transcripts up regulated in *set1Δ* and *jhd2Δ* showed enrichment for genes involved in ribosomal RNA processing and ribosome biogenesis (*P*-value ≤10^−20^, hypergeometric distribution) (Fig. 1e; Supplementary Data 3). Therefore, Set1 and Jhd2 are negative regulators of transcription at a sub-set of Ribi genes in addition to phosphate-responsive genes.

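Related groups were read beside the ribosome biogenesis genes. Of 27 genes for RNA polymerases I and III and their factors, 10 rose in *jhd2Δ* and 6 in *set1Δ*, among them *RPA12*, a subunit of polymerase I (0.83 and 0.74). Of 30 tRNA modification genes 15 rose in *jhd2Δ* and 10 in *set1Δ*, among them *TRM2*, a tRNA methyltransferase gene (1.42 and 0.80), and *DUS1*, a dihydrouridine synthase gene (1.57 and 1.01). No member of either list fell by edgeR or DESeq2 (2 tRNA modification genes were lower in *set1Δ* at an unadjusted p under 0.05), and adjusting over the list alone gave 10 and 6 polymerase genes and 15 and 10 tRNA genes in *jhd2Δ* and *set1Δ*. The adjusted p of the polymerase list in camera with an estimated correlation was 0.056 in *jhd2Δ* and 0.16 in *set1Δ*, and that of the tRNA list 0.056 and 0.22. At the preset correlation both lists passed in both deletions. Otherwise, with all libraries, only Fisher's exact test above the median level ended a call, for the polymerase list in *set1Δ* (adjusted p = 0.25). The ribosomal protein genes gave few calls. Of 137 cytosolic ribosomal protein genes, many of them near-identical pairs that may share reads, 3 rose in *jhd2Δ* and 1 fell in *set1Δ* by edgeR's quasi-likelihood test, with medians of 0.12 and 0.07, and 3 and 1 when adjusted over the list alone. Of 66 mitochondrial ribosomal protein genes 1 fell in *jhd2Δ* (1 adjusted over the list alone, 0 by DESeq2). In *set1Δ* 0 were called by edgeR or DESeq2, with 19 lower and 2 higher at an unadjusted p under 0.05.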

Since the effects on gene expression for *set1Δ* and *jhd2Δ* were largely identical, we asked whether a combined double mutant would produce a synergistic effect. We created a yeast strain deleted for both *SET1* and *JHD2* (*set1Δjhd2Δ*) (Fig. 2a, lane 4). qPCR showed an increase in the transcript levels for the co-repressed target genes (*PHO5*, *PHO89*, and Ribi genes *LCP5* and *DBP8*) and a decrease for the co-activated target genes (*SER3* and *CHA1*) in *set1Δjhd2Δ* double mutant compared to the WT control (Fig. 2b,c; Supplementary Fig. 4). However, no additive effect on target gene expression or repression was observed in the *set1Δjhd2Δ* double mutant when compared to the single mutants (*set1Δ* or *jhd2Δ*) (Fig. 2b,c; Supplementary Fig. 4). Therefore, Set1 and Jhd2 contribute equally to positive or negative transcriptional co-regulation at their shared target genes.

### Transcription is dependent on Set1 and Jhd2 activities

We asked whether enzymatic activity of Set1 or Jhd2 or their common target (H3K4) is required for target gene regulation. We generated strains expressing catalytic-dead alleles of *SET1* or *JHD2*, *set1-C1019A*^38^ or *jhd2-H427A*^22^, respectively (Fig. 2a, lanes 3, 11–13). We also generated strains expressing WT H3 or an H3 mutant allele with a lysine to arginine substitution at position 4 (H3K4R). qPCR showed increased expression of the co-repressed target genes and decreased expression of the co-activated target genes in *set1-C1019A* and *jhd2-H427A* mutants compared to the control—a result very similar to that obtained for the *set1Δ* and/or *jhd2Δ* deletion mutants (Fig. 2b,c; Supplementary Fig. 4). Similar results were obtained for the *H3K4R* mutant (Supplementary Fig. 5). Collectively, these findings mechanistically link the catalytic activities of Set1 and Jhd2, and the H3K4 residue to transcriptional co-regulation at the shared target genes.

To examine the role for H3K4 methylation in target gene regulation, we overexpressed the Jhd2 demethylase in yeast, which decreased global H3K4me3 and subtly increased bulk H3K4me1 (Fig. 2a, lanes 14–16). qPCR showed that transcripts for co-repressed target genes were generally increased upon Jhd2 overexpression (Fig. 2b; Supplementary Fig. 4), suggesting a role for H3K4me1 and H3K4me3 in their transcriptional regulation. However, unlike in the *set1Δ* mutant, decrease in bulk H3K4me3 upon Jhd2 overexpression did not decrease *SER3* and *CHA1* transcript levels (Fig. 2c). Therefore, Set1 and Jhd2 co-activate target gene expression either through a general maintenance of H3K4 methylation or alternatively, via maintaining H3K4me1 and/or H3K4me2 levels.

To further explore the role for H3K4 methylation in target gene regulation, we generated yeast strains constitutively expressing Set1-G990E, a dominant hyperactive form of Set1 (ref. 38), or expressing WT Set1. Expression of Set1-G990E increased global H3K4me3 at the expense of bulk H3K4me1 (Fig. 2d). We examined genome-wide gene expression by stranded RNA-seq in Set1 or Set1-G990E overexpression strains, which showed altered steady state levels of sense and antisense transcripts (Supplementary Fig. 6; Supplementary Data 1 and 2). 

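The overexpressed gene was read first. *SET1* had 38917, 35966 and 42631 counts in the 3 libraries of the strain that overexpresses wild type *SET1* and 42512, 41856 and 40284 in the 3 of the strain that overexpresses *SET1-G990E*. Normalized, these were 41141 ± 345 and 38161 ± 1678 counts (SD, n = 3 each), log2 fold changes of 5.63 (standard error 0.082) and 5.52 (standard error 0.082) against WT. *JHD2* was at 183 ± 20.1 and 183 ± 24.1 normalized counts in these strains. Both carry a Flag-tagged *SET1* allele behind the *ADH1* promoter, joined to a *URA3* marker, and G990E is a substitution that makes the enzyme hyperactive. *URA3* (chromosome V, 116167 to 116970), the orotidine phosphate decarboxylase gene, rose with the marker, from 214 ± 50.6 counts in WT to 1219 ± 42.9 and 1208 ± 81.5, log2 fold changes of 2.51 and 2.49. The libraries were made and counted with those of the deletion strains. Sense counts per library summed to 6927103 to 7838774 (median 7377485) for *SET1* overexpression and 8041292 to 8947346 (median 8216804) for *SET1-G990E* overexpression, and antisense counts to 81218 to 93191 (median 85475) and 97290 to 106762 (median 105183). For every 100 sense counts there were 1.17 ± 0.015 and 1.23 ± 0.046 antisense counts (SD, n = 3 each). The comparison with WT used the same 3 WT libraries and the same fit as the deletions.

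**Figure D4:**
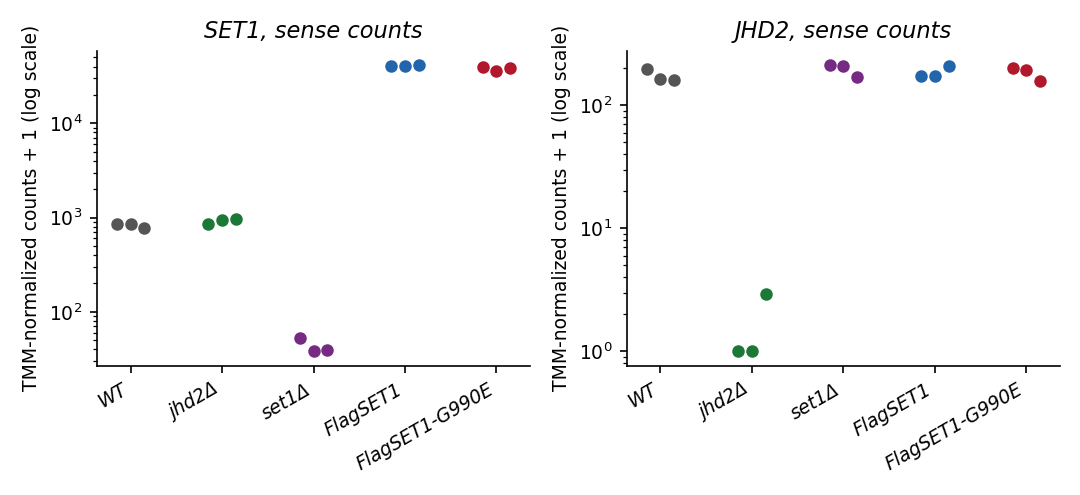
TMM-normalized sense counts + 1 of *SET1* (left) and *JHD2* (right) on a log scale (vertical axes) in WT, *jhd2Δ*, *set1Δ* and the strains that overexpress *SET1* (FlagSET1) and *SET1-G990E* (FlagSET1-G990E), with 1 point per culture and 3 cultures per strain (horizontal axes). *SET1* lies between 782 and 859.9 counts in WT, between 37.1 and 51.7 in *set1Δ* and between 36231 and 41535 over both overexpression strains.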

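Among the transcripts that rose most was *BTN2*, which encodes a protein that handles misfolded proteins under stress. It went from 2371 ± 512 normalized counts in WT to 8539 ± 453 under *SET1* overexpression and 8402 ± 543 under *SET1-G990E* overexpression (SD, n = 3 each), log2 fold changes of 1.85 and 1.83. *INO2*, an activator of phospholipid synthesis genes, rose by 1.14 and 1.85. The largest fall in both strains was of *URA1*, the dihydroorotate dehydrogenase gene of pyrimidine synthesis, from 6260.1 ± 180.2 to 1273 ± 41.0 and 1408 ± 55.9 counts. *MDH2*, the cytosolic malate dehydrogenase gene, fell with log2 fold changes of -1.92 and -1.90, and *HXK1*, a hexokinase gene, with -1.69 and -1.82. The hexose transporter gene *HXT6* fell with -2.09 and -1.96 and may share reads with its near copy *HXT7*. Antisense counts over *KEL2*, which acts in cell fusion, rose by 1.25 and 1.86, and over *OPI1*, the repressor of phospholipid genes, fell with log2 fold changes of -1.71 and -1.56. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 214 sense transcripts rose and 218 fell under *SET1* overexpression, and 374 rose and 299 fell under *SET1-G990E* overexpression. On the antisense strand 31 rose and 62 fell, and 94 rose and 84 fell, where DESeq2 called 11 up and 30 down, and 46 up and 47 down. Testing the 1.5-fold threshold itself (glmTreat) left 57 up and 86 down and 166 up and 119 down on the sense strand, and 2 up and 7 down and 16 up and 10 down on the antisense strand. Between the overexpression strains 11 sense transcripts were higher and 2 lower with *SET1-G990E*, of which glmTreat left 0 (DESeq2 called 14 and 2, and 11 and 2 had an unadjusted p under 0.05 by glmTreat in edgeR). Of these counts, the 31 rising antisense transcripts became 16 without *SET1* overexpression replicate 1 and were lower by more than 1.5 times also without its replicate 3 or WT replicate 1, the 62 falling ones became 36 without its replicate 3 and were lower also without WT replicate 2, and the 94 became 61 without *SET1-G990E* overexpression replicate 2. Scaled by the sense library sizes, antisense calls under *SET1-G990E* overexpression were 113 up and 65 down. The transcripts that differ between the overexpression strains include *BNA5*, a gene of NAD synthesis (0.77), and *ADE17*, a gene of purine synthesis (-0.82). The 11 higher ones became 4 without *SET1-G990E* overexpression replicate 2 and were fewer by more than 1.5 times also without *SET1* overexpression replicate 1, and the 2 lower ones became 4 without *SET1-G990E* overexpression replicate 3.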

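Some transcripts moved in 1 direction whether a gene was deleted or overexpressed. *YGR035C*, a gene of unknown function, had log2 fold changes of 2.26, 0.78, 1.62 and 2.06 in *jhd2Δ*, *set1Δ*, *SET1* overexpression and *SET1-G990E* overexpression, and *TOD6* of 0.88 in *set1Δ*, 1.51 under *SET1* overexpression and 1.87 under *SET1-G990E* overexpression, besides its rise in *jhd2Δ*. *YMR206W* fell in all 4 strains, with -1.85, -0.91, -2.29 and -2.12, and *ISF1*, which acts in respiratory growth, with -1.24, -0.78, -1.79 and -1.61. In all 4 strains 102 sense transcripts rose and 47 fell by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For independent lists of these sizes 0.058 and 0.017 would be in common, and part of the excess may come from the shared controls. On the antisense strand 2 rose and 4 fell in all 4 (expected 0.0022 and 0.0036). DESeq2 gave 1 and 2. Those that rose were over *FYV5*, whose antisense reads may come from *ADF1* on the other strand, and *YLR264C-A* and those that fell over *MDH3*, *OPI1*, *LCL1* and *YLR179C*, of which *YLR264C-A*, *LCL1* and *YLR179C* are named after their values were seen. Over *MDH3*, a peroxisomal malate dehydrogenase gene, the log2 fold changes were -1.82, -1.26, -2.13 and -1.54. The 4 became 2 without WT replicate 2 and 8 without WT replicate 3, and with antisense counts scaled by the sense library sizes 1 rose and 14 fell in all 4. The 47 falling sense transcripts became 74 without *set1Δ* replicate 2. Testing the 1.5-fold threshold itself (glmTreat) left 16 up and 4 down.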

Comparing transcripts altered in Set1 or Set1-G990E overexpression strain to those altered in *set1Δ* or *jhd2Δ* revealed a large set of 96 up regulated and 45 down regulated sense transcripts common to all four strains (Fig. 2e), and very few shared antisense transcripts (Supplementary Fig. 6b). GO analysis showed Ribi genes (*P*-value <10^−20^, hypergeometric distribution) and energy reserve metabolism and glycogen biosynthesis genes (*P*-value <10^−4^, hypergeometric distribution) enriched in sense transcripts up- or down regulated in all four strains, respectively (Supplementary Fig. 7a,b; Supplementary Data 3). Therefore, transcriptional control at certain shared Set1 and Jhd2 target genes is very sensitive to any loss or gain in H3K4 methylation.

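Ribosome assembly genes rose when Set1 was overexpressed. *UTP18*, which acts in the first steps of small subunit assembly, had 261 ± 3.69 normalized counts in WT, 572 ± 38.0 under *SET1* overexpression and 728 ± 61.0 under *SET1-G990E* overexpression (SD, n = 3 each), log2 fold changes of 1.13 and 1.48, beside 1.48 in *jhd2Δ* and 0.89 in *set1Δ*. *MAK16*, which acts in large subunit assembly, rose by 0.92 and 1.55. Of the 79 small subunit genes 36 under *SET1* overexpression and 50 under *SET1-G990E* overexpression rose, and of the 73 large subunit genes 26 under *SET1* overexpression and 47 under *SET1-G990E* overexpression. Of 27 RNA polymerase I and III genes 9 and 13 rose in these strains, and of 30 tRNA modification genes 11 and 17. All these counts were the same when adjusted over the list alone. With an estimated correlation camera gave each of these 4 lists an adjusted p of 0.085 under *SET1* overexpression and 0.079 under *SET1-G990E* overexpression. At its preset correlation all 4 passed in both strains. Glycogen genes fell. The log2 fold changes of *GSY1* were -1.64 and -1.57 and those of *PGM2* -1.66 and -1.61, and *GLC3* stood at 2959 ± 187 and 2980.1 ± 99.4 counts. Of the 25 glycogen and trehalose genes 16 fell in each strain, also when adjusted over the list alone, with adjusted p = 0.091 and 0.13 with an estimated correlation. The 6 energy reserve genes that the paper names, which were chosen on these samples and are not independent evidence, all fell in both strains, also when adjusted over the list alone. Some of these 6 may belong to the list of 25 as well. Of the 35 stress response genes 18 under *SET1* overexpression and 20 under *SET1-G990E* overexpression fell, of 46 respiration genes 14 under *SET1* overexpression and 15 under *SET1-G990E* overexpression, and of the 27 glucose-repressed genes 8 in each strain, the same when adjusted over the list alone. In *jhd2Δ* and *set1Δ*, 13 and 2 respiration genes fell. The adjusted p with an estimated correlation was 0.085 and 0.079 for the stress list and the respiration list and 0.16 and 0.18 for the glucose-repressed list. These lists, and that of glycogen and trehalose genes, passed in both overexpression strains at the preset correlation of camera.

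**Figure D5:**
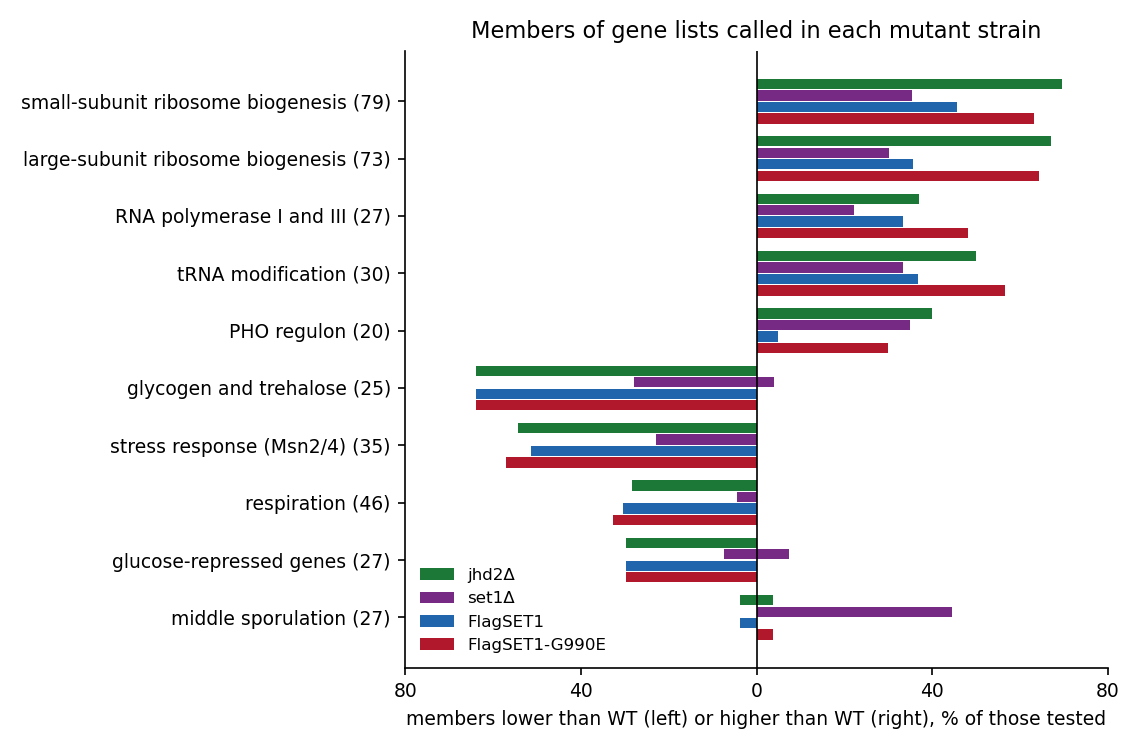
Percent of the tested members of 10 gene lists (vertical axis, number tested in brackets) called higher than WT (bars to the right of 0) or lower (bars to the left) in *jhd2Δ*, *set1Δ* and the strains that overexpress *SET1* (FlagSET1) and *SET1-G990E* (FlagSET1-G990E), with 1 bar per strain. Bars of the ribosome and tRNA lists point right and those of the glycogen, stress and respiration lists left in all 4 strains, apart from 1 glycogen and trehalose gene that rose in *set1Δ*, and the middle sporulation bar is long in *set1Δ* alone, where 12 of 27 genes rose.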

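Some genes moved the same way in the strain without the methyltransferase and in the strains without the demethylase or with more methyltransferase. *RRS1*, a gene of large subunit assembly, had log2 fold changes of 0.95, 1.08, 0.78 and 1.02 in *jhd2Δ*, *set1Δ*, *SET1* overexpression and *SET1-G990E* overexpression, and *ALD4*, a mitochondrial aldehyde dehydrogenase gene, of -1.06, -0.86, -1.13 and -1.08. Over all such transcripts the median log2 fold changes in the same order were 1.11, 0.80, 0.80 and 1.07 for those that rose and -1.00, -0.79, -1.14 and -1.09 for those that fell. In the direct test of *set1Δ* against *jhd2Δ*, 26 of the rising ones were called, 24 of them lower in *set1Δ*, and 8 of the falling ones, each higher in *set1Δ*. More overexpression calls were in common with *jhd2Δ* than with *set1Δ*. *SET1-G990E* overexpression and *jhd2Δ* had 309 up and 203 down, against 26.0 and 15.8 for independent lists, and *SET1* overexpression and *jhd2Δ* 184 up and 156 down, against 14.9 and 11.5 for independent lists. With *set1Δ* the calls in common were 151 up and 55 down, against 22.0 and 8.09 for independent lists for *SET1-G990E* overexpression, and 107 up and 54 down, against 12.6 and 5.90 for independent lists for *SET1* overexpression. The overexpression strains shared 202 up and 178 down, against 14.2 and 11.6 for independent lists. Opposite calls between *set1Δ* and the overexpression strains were fewer. Under *SET1* overexpression 13 transcripts fell that rose in *set1Δ*, and under *SET1-G990E* overexpression 16, with 1 the other way in each, *SET1* itself. Pearson's correlation of log2 fold changes was taken across the 5619 transcripts, which are not independent replicates. It was 0.77 for *jhd2Δ* and *SET1* overexpression, beside 0.49 in the simulation of unchanged groups with a shared WT group. For *jhd2Δ* and *SET1-G990E* overexpression it was 0.84 (0.50 in the simulation). For *set1Δ* it was 0.41 with *SET1* overexpression (0.48) and 0.44 with *SET1-G990E* overexpression (0.49), and for the overexpression strains 0.92 (0.49). The covariances in this order leave out *SET1*, *JHD2* and *URA3* and were 0.117, 0.147, 0.0580, 0.0722 and 0.129, each beside a simulated 0.0075. Without these genes the correlations were 0.82, 0.88, 0.45, 0.48 and 0.91. Each covariance lay above the simulated value. As the simulation holds no state of the real WT cultures, part of the excess may come from the shared controls. From genes for ribosome biogenesis and energy reserves that respond alike to loss of the methyltransferase, loss of the demethylase and overexpression of the methyltransferase, the paper concludes that transcription of certain shared targets is sensitive to any loss or gain of H3K4 methylation.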

### Set1 and Jhd2 co-localize and regulate H3K4 methylation

We then examined the global distribution and levels of H3K4me1, H3K4me2 and H3K4me3 at shared target genes in *set1Δ* and *jhd2Δ* mutants. We used a modified ChIP-seq (chromatin immunoprecipitation and DNA sequencing) procedure^39^,^40^, where defined quantities of a reference epigenome (*Candida glabrata*) were mixed with the samples before immunoprecipitation, which allowed us to accurately calibrate and quantitatively measure the enrichment of H3K4 methyl marks in WT and *jhd2Δ* strains. Before using *C. glabrata* as the reference epigenome, we confirmed the occurrence of H3K4 methylation in this organism (Supplementary Fig. 8).

Analysis of quantitative ChIP-seq (qChIP-seq) data showed that genes co-repressed by Set1 and Jhd2 were enriched with H3K4me3 at their 5′-ends and H3K4me1 and H3K4me2 at their 3′-ends in the WT strain (Fig. 3a), an occupancy profile considered typical for H3K4 methylation at active yeast genes^41^. The Set1 and Jhd2 co-activated target genes contained higher levels of H3K4me1 and H3K4me2 than H3K4me3 (Fig. 3b), revealing a novel class of active yeast genes containing an atypical H3K4 methylation occupancy profile significantly different from that of an average active yeast gene^41^ and at the co-repressed target genes (Fig. 3a). At both co-repressed and co-activated target genes, H3K4me3 was increased and H3K4me1 and H3K4me2 were decreased in *jhd2Δ* compared to the control (Fig. 3a,b; Supplementary Fig. 9a,b). This finding suggests that Jhd2 demethylates H3K4me3 to maintain relative amounts of the three H3K4 methyl marks at shared target genes. Next, analyses of published ChIP-seq datasets for H3K4 methylation in *set1Δ* mutant^42^ showed no enrichment across all shared target genes (Supplementary Fig. 10a,b). In addition, qChIP-seq of H3K4 methylation in the strain expressing hyperactive Set1-G990E showed increased H3K4me3, and decreased H3K4me1 and H3K4me2 at co-repressed or co-activated target genes (Fig. 3c,d; Supplementary Fig. 9a,b). These results confirm that Set1 regulates H3K4 methylation at shared target genes. Interestingly, H3K4me1 and H3K4me2 are reduced at target genes in all three mutants (*set1Δ*, *jhd2Δ* and Set1-G990E), which implicate a functional role for H3K4me1 and/or H3K4me2 marks in Set1 and Jhd2-mediated transcriptional co-regulation. Taken together, these results demonstrate that Set1 and Jhd2 control H3K4 methylation dynamics during transcriptional co-regulation at their shared target genes.

We performed ChIP-seq to then map the genome-wide binding locations for Set1 and Jhd2 on chromatin. To increase ChIP efficiency of these proteins, chromatin was prepared from nuclei isolated from formaldehyde cross-linked yeast cells and digested with micrococcal nuclease (MNase). Analysis of ChIP-seq data showed physical association of both Set1 and Jhd2 at co-activated or co-repressed target genes (Fig. 3e,f). Moreover, Jhd2 occupancy was enriched at TSSs and promoter upstream regions and Set1 occupancy was enriched over coding regions of the co-repressed target genes (Fig. 3e). Set1 and Jhd2 occupancies were dispersed across the co-activated target genes, albeit Jhd2 levels were much higher than Set1 (Fig. 3f). Therefore, Set1 and Jhd2 directly associate with and modulate H3K4 methylation levels at target genes during transcriptional co-regulation.

### Set1 and Jhd2 co-regulate chromatin structure

To uncover the underlying molecular mechanisms, we asked whether Set1 and Jhd2 control chromatin structure at their common target genes. To test this possibility, we explored the impact of loss of either Set1 or Jhd2 on nucleosome occupancy at a global scale. We examined nucleosomal architecture across the genome by high-throughput sequencing of mononucleosomes isolated from WT, *set1Δ* and *jhd2Δ* strains following MNase digestion (Supplementary Fig. 11). Nucleosome occupancy maps were generated from the MNase-seq reads obtained for each strain. We subtracted the normalized nucleosome occupancy in a mutant strain from that in the control strain to generate a differential map (Fig. 4a,b, panels labelled Δnucleosome occupancy). To examine promoters, we scored nucleosome occupancy in windows flanking the TSSs (Fig. 4a,b).

To aid in visualization, we sorted the nucleosomal occupancy changes occurring in *set1Δ* and *jhd2Δ* mutants relative to WT at the TSS across all yeast genes into six categories using a *k*-means clustering algorithm. The co-repressed target genes contain well-positioned nucleosomes, including a very well-positioned +1 nucleosome, and a distinct nucleosome-depleted region (NDR) upstream of TSS (Fig. 4a, panel labelled nucleosome occupancy in WT). This chromatin organization is considered typical for yeast genes and it is similar to that at ‘growth' or housekeeping genes^43^. In contrast, co-activated target genes lack a well-defined NDR and contain poorly aligned nucleosomes (Fig. 4b). This chromatin architecture resembles that reported for the ‘stress' genes^43^. These distinct chromatin conformations while reflecting the intrinsic nature of target genes also highlight the importance of Set1 and Jhd2 in co-regulating different types of gene ontologies represented by the respective target genes.

To determine the impact of Set1 and Jhd2 on nucleosomal or chromatin architecture at target genes, we examined the differential maps that showed loss or gain of nucleosome occupancy in the *set1Δ* and *jhd2Δ* mutants relative to the WT strain. At co-repressed target genes (Fig. 4a, panels labelled Δnucleosome occupancy), deletion of *SET1* or *JHD2* induced strikingly similar changes to nucleosomal architecture; a similar effect was also observed at co-activated target genes, where changes to the occupancies of nucleosomes were almost identical regardless of the loss of Set1 or Jhd2 (Fig. 4b). In general, both nucleosomal loss and gain were observed in *set1Δ* and *jhd2Δ*; however, effects were more consistent in co-repressed target genes, with prominent nucleosomal gains at −1 and/or +1 nucleosomes. The consistency of effects observed in the co-repressed target genes may simply reflect that these genes have a strong chromatin organization, as opposed to the lack of a consensus chromatin organization at the co-activated target genes.

Collectively, results from MNase-seq demonstrate that Set1 and Jhd2, despite their counteracting enzymatic activities, act in a concerted fashion to control nucleosome occupancy over regulatory and/or coding regions during transcriptional co-regulation.

### Set1 and Jhd2 co-regulate nucleosome turnover

Histone exchange (also known as histone or nucleosome turnover) refers to disassembly and reassembly of nucleosomes during DNA replication and transcription^44^. Histone turnover is most frequently associated with nucleosomes flanking gene promoters^45^ and is correlated with H3K4 methylation^46^. We asked whether Set1 and Jhd2 might control histone turnover to co-regulate nucleosomal occupancy and transcription at their target genes. Hence, we used recombination-induced tag exchange (RITE)^47^ method to differentially tag old and newly synthesized histone H3 within yeast cells. We tagged one of the two loci coding for histone H3 with a V5 epitope flanked by two *LoxP* recombination sites and followed by two Flag epitopes. In addition to the control WT strain, we created the RITE system in *set1Δ* and *jhd2Δ* mutants. To measure replication-independent and transcription-coupled nucleosome turnover, we arrested cells in G1 phase using α-factor. Epitope tag switch was accomplished by the addition of β-estradiol, which activated a constitutively expressed Cre recombinase fused to human oestrogen binding domain (Fig. 4c). To examine genome-wide nucleosome turnover, we isolated chromatin from G1-arrested cells for immunoprecipitation using anti-V5 or anti-Flag antibodies, which was followed by exonuclease digestion to trim DNA fragments before library preparation and sequencing (ChIP-nexus^48^). We calculated nucleosome turnover in control and mutant strains by determining the ratio between the Flag (new histone H3) and V5 (old histone H3) ChIP signal.

Analysis of ChIP-nexus data from the WT strain showed a high rate of nucleosome turnover around promoters with a progressive reduction over the coding regions of all yeast genes (Fig. 4d), agreeing with published results^45^ and validating our approach. We then examined nucleosome turnover at co-repressed or co-activated target genes in WT, *set1Δ* and *jhd2Δ* strains. At co-repressed target genes, a dramatic decrease in nucleosome turnover at promoters was observed in *jhd2Δ*, and to a lesser degree also in *set1Δ*, when compared to the control (Fig. 4e; Supplementary Fig. 12a). A low nucleosomal turnover rate could occur from poor histone H3 deposition or from rapid ejection of nucleosomes. Therefore, absence of Set1 or Jhd2 reduces histone turnover at promoters causing nucleosomal loss, which likely allows the binding of activators or RNA Pol2 and up-regulating transcription at co-repressed target genes. At co-activated genes, a higher rate of nucleosomal turnover was observed over coding regions, especially when compared to the average nucleosome turnover across all yeast genes and co-repressed target genes (compare Fig. 4d–f). A high nucleosomal turnover could result from increased histone H3 deposition or from increased cycles of nucleosome disassembly and reassembly. Deletion of *SET1* or *JHD2* increased nucleosomal turnover across the coding regions of co-activated target genes (Fig. 4f; Supplementary Fig. 12b). Therefore, loss of Set1 or Jhd2 further increases the already high nucleosomal turnover over coding regions, which likely impedes RNA Pol2 progression causing down-regulation of transcription at co-activated target genes.

Overall, results from RITE−ChIP-nexus experiments demonstrate that Set1 and Jhd2 co-regulate nucleosome turnover at their target genes.

### Set1 and Jhd2 co-regulate nucleosomal occupancy

To further understand the role for Set1 and Jhd2 in gene regulation, we examined the specific changes at canonical target genes. Set1 and Jhd2 positively co-regulate *SER3* and *CHA1* expression (Fig. 2c). While nucleosomal occupancy is increased at *SER3* (Fig. 5a), it is dramatically reduced over *CHA1* coding region in *set1Δ* and *jhd2Δ* (Fig. 5b). Increased nucleosomal occupancy and an MNase-resistant chromatin structure correlate with the high nucleosomal turnover at the co-activated genes (Figs 4f and 5a,b), and indicate increased histone deposition or a stable nucleosome assembly that could block RNA Pol2 progression. In contrast, low nucleosomal occupancy at *CHA1*, as evidenced by increased MNase digestion, in spite of a high nucleosomal turnover indicates rapid cycles of nucleosome assembly and disassembly, which could also adversely affect RNA Pol2 progression. Thus, Set1 and Jhd2 activities might co-regulate nucleosome assembly and/or disassembly to promote transcriptional elongation at various co-activated target genes.

Transcriptional repression at *PHO5* is a result of well-positioned promoter nucleosomes that occlude the binding sites for transcriptional activator Pho4 (ref. 49), as confirmed in our WT nucleosome occupancy track (Fig. 5c, see MNase-seq reads). Nucleosome occupancy over Pho4 binding site is decreased at *PHO5* and *PHO89* promoters in *set1Δ* and *jhd2Δ* (Fig. 5c; Supplementary Fig. 13), which likely increases accessibility to Pho4 and augments transcription, as indeed observed in our gene expression studies (Fig. 1a–d). Set1 and Jhd2 also co-repress Ribi genes (Figs 1 and 2). Nucleosomal occupancies at candidate Ribi genes showed no apparent change other than that commensurate with increased transcription (Supplementary Fig. 14a,b). However, we found a severe reduction in promoter nucleosomal turnover at all 236 yeast Ribi genes^50^ in *set1Δ* and *jhd2Δ* (Fig. 5d; Supplementary Fig. 12c). Therefore, Set1 and Jhd2 co-regulate histone turnover to retain promoter nucleosomes at phosphate-responsive and Ribi genes to likely restrict transcriptional initiation.

### Set1 and Jhd2 co-regulate genome-wide chromatin dynamics

We then mapped the nucleosomal occupancy and change relative to WT control for both *set1Δ* and *jhd2Δ* mutants at the TSSs across all yeast genes and grouped them using *k*-means clustering. Our analyses revealed distinct changes across all yeast genes (Fig. 6a–c), similar to that observed at the functional target genes (Fig. 4a,b). Importantly, changes are remarkably consistent between *jhd2Δ* and *set1Δ*, further establishing the co-regulation of chromatin structure by these opposing enzymes. ChIP-seq data showed genome-wide co-localization and co-regulation of H3K4 methylation dynamics by Set1 and Jhd2 at all six *k*-means clusters (Fig. 6d,e; Supplementary Figs 15 and 16). Clusters with high Set1 and Jhd2 occupancy showed a greater loss of nucleosomal occupancies in *jhd2Δ* and *set1Δ* (clusters 1–2 and 5–6, Fig. 6), further supporting the role for Set1 and Jhd2 in controlling chromatin structure. We also found a genome-wide co-regulation of nucleosomal turnover by Set1 and Jhd2 (Fig. 6g). Promoter nucleosomal turnover was severely reduced in *jhd2Δ* and to an extent in *set1Δ*, but nucleosomal turnover over coding regions was increased in both mutants (Fig. 6g). Collectively, these results revealed a remarkable genome-wide co-regulation of H3K4 methylation dynamics, nucleosomal turnover and chromatin structure by Set1 and Jhd2.

We then asked whether the distinct chromatin effects co-regulated by Set1 and Jhd2 are correlated with transcriptional activities of genes present in each of the six clusters. We surveyed the distribution of two Pol2 subunits, Rpb3 and Rpo21 (ref. 51), across each gene and ranked the genes in the same order as the nucleosome occupancy data (Fig. 6a,b) or as a mean cluster profile plot (Supplementary Fig. 17b). We determined the transcriptional frequency of genes in each cluster by intersecting them with groups of yeast genes categorized into five classes of increasing transcriptional rate (mRNA/h)^52^ (Fig. 6). Genes showing statistically significant intersection in these comparisons were subjected to GO analysis, which showed correlations between co-regulation of chromatin structure by Set1 and Jhd2 and transcriptional regulation at genes controlling specific biological process (Fig. 6h; Supplementary Data 4). We also examined changes to H3K4 methylation levels and nucleosomal turnover at these clusters in *set1Δ* and *jhd2Δ* strains. Our findings from these analyses are described below.

Set1 and Jhd2 regulate ribosomal protein and Ribi genes^21^,^26^,^27^,^53^ (Figs 1e and 5d), which are present within clusters 1 and 2, respectively. At clusters 1–2, Set1 and Jhd2 destabilize either one or both flanking nucleosomes while increasing histone turnover to retain promoter nucleosomes only in cluster 2 (Fig. 6a–c; Supplementary Figs 18 and 19). Cluster 3 contains the poorly transcribed genes with an apparently ‘stalled' Pol2 at the promoter (Table 3; Supplementary Fig. 17b). Set1 and Jhd2 co-regulate nucleosome removal at these ‘silent' genes in a histone turnover-independent mechanism (Fig. 6a,b; Supplementary Figs 18 and 19). At transcribed genes in clusters 4 and 5, Set1 and Jhd2 decrease histone turnover over coding regions (Supplementary Figs 18 and 19), and they decrease nucleosomal occupancy at cluster 4, but increase it at cluster 5 (Fig. 6a,b). Therefore, Set1 and Jhd2 co-regulate nucleosome disassembly and assembly at clusters 4 and 5, respectively, akin to the *SER3* and *CHA1* genes (Fig. 5a,b). Cluster 6 contains very high Pol2, Jhd2 and Set1 occupancies, a very high rate of histone turnover over coding regions and a distinct absence of an organized chromatin structure (Fig. 6c–f; Supplementary Figs 18 and 19), all of which correlate well with the high rate of transcription (Table 3). At cluster 6, Set1 and Jhd2 decrease +1 nucleosomal occupancy, but increase nucleosomal occupancy while decreasing histone turnover over coding regions (Fig. 6a,b; Supplementary Figs 18 and 19). Thus, Set1 and Jhd2 appear to co-regulate nucleosomes differently at different regions within highly transcribed genes. While Set1 and Jhd2 disrupt the +1 nucleosome around TSSs, they stabilize coding region nucleosomes during transcriptional elongation. Therefore, Set1 and Jhd2 co-regulate chromatin dynamics in distinct ways at different groups of yeast genes and at different regions within a gene.

## Discussion

Roles for Set1 in positive or negative regulation of transcription are known^5^,^12^,^17^,^21^,^54^. A positive or negative role for Jhd2 in protein-coding gene transcription^26^, while acting as a repressor of intergenic non-coding transcription during yeast gametogenesis^27^, is known. Here, we report that Set1 and Jhd2, two chromatin modifiers with opposing enzymatic functions, act in synergy at the same target genes: loss of one results in the same transcriptional response as the loss of the other at many yeast genes, implying a complex function of chromatin biology centred around maintaining the proper balance of histone marks by two opposing enzymes. Through a series of targeted and genome-wide experiments, we show that the chromatin environment helps to dictate the transcriptional response upon the loss of either enzyme. Genes repressed by the loss of Set1/Jhd2 have a chromatin signature distinct from genes that are activated by the loss of Set1/Jhd2. Part of this signature and response is the control of nucleosome occupancy and histone turnover, implying the role of H3K4 methylation in these activities and ultimately in transcriptional regulation. In summary, our study reveals a novel mechanism wherein combined activities of Set1 and Jhd2, via H3K4 methylation and demethylation, modulate nucleosomal turnover and chromatin dynamics during transcriptional regulation.

Here, we have shown that Set1 and Jhd2 co-repress transcription at *PHO5* and other yeast genes including Ribi genes. Our study shows that transcriptional co-repression occurs through combined action of Set1 and Jhd2 on promoter nucleosomal turnover, which allows nucleosome retention and inhibition of activator and/or RNA Pol2 binding (Fig. 7a). The Rpd3L histone deacetylase (HDAC) complex is linked to transcriptional repression at *PHO5* and Ribi genes^21^,^55^,^56^. Rpd3L complex subunits, Pho23 and Cti6, contain PHD domain that binds H3K4 methyl marks^57^. Rpd3 was also demonstrated to stabilize nucleosomes *in vivo* independent of its catalytic activity^58^. Therefore, one possibility is that combined Set1 and Jhd2 activities might modify promoter nucleosomes in a manner that facilitates association and/or action of HDAC complexes, such as, Rpd3L, resulting in reduced nucleosomal turnover and a repressive nucleosome formation. Chromatin remodelers, including RSC, are known to eject promoter nucleosomes^59^. RSC chromatin remodeling complex is required for *PHO5* promoter opening^60^, and Set1 and Jhd2 may regulate remodeler activity through modulation of H3K4 methylation.

Our studies show that Set1 and Jhd2 control nucleosomes over TSSs and/or coding regions to positively co-regulate transcription at certain target genes. Target genes under positive co-regulation are characterized by high H3K4me2 and H3K4me1 levels, possess high nucleosomal turnover across coding regions and packaged in a disorganized chromatin structure (Figs 3 and 4). One could postulate that Set1 and Jhd2 via maintaining H3K4me1-H3K4me2 levels control nucleosomal turnover over coding regions and regulate RNA Pol2 progression at these genes. We further postulate that Set1 and Jhd2 could co-regulate either nucleosomal assembly or disassembly at different target genes and at different regions within a gene, as in the case of *SER3* and *CHA1* genes (Fig. 5a,b) or genes in clusters 4–6 (Fig. 6). On the basis of our findings, we propose that Set1 and Jhd2 via H3K4 methylation–demethylation destabilize the +1 nucleosome likely to permit RNA Pol2 entry into the coding region (that is, regulation of initiation–elongation transition), whereas they stabilize or destabilize coding region nucleosomes to likely regulate RNA Pol2 progression during transcriptional elongation (Fig. 7b).

H3K4me3 is implicated in positive as well as negative transcriptional regulation^21^,^61^. H3K4me3 is remarkably enriched at the 5′-ends of vast majority of transcriptionally active as well as ‘silent' yeast genes (Supplementary Fig. 15). Thus, one possibility is that Set1 and Jhd2 might regulate nucleosomal turnover through targeting H3K4me3 levels during transcriptional co-regulation. H3K4me2 was shown to recruit Set3 HDAC complex to 5′-end of genes^4^ and is implicated in transcriptional fidelity^6^. A high level of H3K4me2 and H3K4me1 marks compared to H3K4me3 occurs at Set1 and Jhd2 co-activated target genes (Fig. 7b). Assuming H3K4me1 is a transitional state, one could propose H3K4me2 as the transcriptional activation mark at co-activated genes. Intriguingly, deletion of either *SET1* or *JHD2* leads to a genome-wide reduction in H3K4me2 mark (Supplementary Fig. 15a,b), which further implicates H3K4me2 as a key regulatory signal for nucleosomal turnover.

How might Set1 and Jhd2 via H3K4 methylation–demethylation control chromatin dynamics? A role for the H3 N-terminal tail in nucleosome stabilization was predicted using computational modelling^62^. Thus, one possibility is that addition or removal of methyl groups from the K4 residue in H3 N-terminal tail might stabilize or destabilize intra-nucleosomal interactions. Alternatively, Set1 and Jhd2 via H3K4 methylation–demethylation might regulate the functions of many chromatin modifying or remodeling complexes with an ability to alter histone–histone or histone–DNA interactions within a nucleosome, particularly those containing subunits with ‘reader' domains that bind modified or unmodified H3K4 residue. We propose two models: one, a sequential dual state model, where Set1 and Jhd2 act sequentially on the two K4 residues present in a nucleosome and sustain a methylation–demethylation cycle, which then signals nucleosomal retention or removal. In the second model, Set1 and Jhd2 might differentially target the two K4 residues to establish an asymmetrically modified nucleosome, which could act as a composite mark recognized by multiple ‘reader' modules present in chromatin modifying or remodeling complexes. Future investigations will discern which one of these scenarios underlies the Set1 and Jhd2-mediated co-regulation of nucleosomal turnover and chromatin dynamics.

## Methods

### DNA constructs

Plasmid p414ADHFlag was created by PCR amplifying a sequence coding for the Flag epitope, digesting it with Xba1 and Spe1 before ligation downstream of the *ADH1* promoter in vector p414ADH^63^. Plasmid p414ADHFlagSET1 was obtained by gap-repair approach in yeast; PCR products coding for Set1 N-terminal (amino acids 1–355) and C-terminal regions (amino acids 762–1080) were mobilized sequentially downstream of the Flag epitope in p414ADHFlag, linearized with PstI and transformed into yeast. PCR-based mutagenesis of the *SET1* 3′ORF was performed to create *SET1-G990E*. The gap-repair approach was used to then obtain p414ADHFlagSET1G990E. Plasmid to express catalytic-dead mutant of Set1 (set1-C1019A) in vector p426MET25 was described previously^38^. A fragment of the *SET1* 3′ORF region containing the mutation coding for C1019A was excised and used to replace the WT *SET1* sequence in p414ADHFlagSET1. To express WT Jhd2 or its catalytic-dead mutant (jhd2-H427A), the *JHD2-9myc* or *jhd2-H427A-9myc* ORF regions were mobilized into p424ADH from constructs described previously^22^. The *ADH1* promoter, coding sequence for WT or mutant *SET1* or *JHD2* and the *CYC1* transcription termination sequence were excised using KpnI and SacI from constructs described above, and mobilized into the same restriction sites in yeast integration vector pRS306 (ref. 64).

Plasmid to express N terminally V5 epitope-tagged Set1 was created as follows: plasmid p9Myc*SET1-LEU2* (ref. 17) (kindly provided by Dr Vincent Géli) was digested with HindIII and EcoRI. The resulting fragment was ligated to HindIII and EcoRI digested pRS306 to yield p9Myc*SET1-URA3*. Next, gBlocks gene fragment (Integrated DNA Technologies, IDT) was synthesized to contain sequence for eight copies of the V5 epitope tag flanked by 20 bp of promoter or coding region present immediately adjacent to *SET1* start codon in p9Myc*SET1-URA3*. A fragment of the *SET1* coding region also was amplified containing 20 bp homology to the 3′-end of the synthesized gene fragment and 20 bp homology to the region downstream of the SnaB1 site in *SET1* coding region at its 5′- and 3′-ends, respectively. The gene fragment and the PCR product were co-mobilized into Not1 and SnaB1 digested p9Myc*SET1-URA3* using sequence and ligation-independent cloning in order to obtain plasmid p8V5*SET1-URA3*. To create plasmid pMC001 containing the V5 to 2XFlag RITE cassette, the HA-6XHIS epitope tag in plasmid pMT004 (ref. 65) (a gift from Fred van Leeuwen, Addgene plasmid # 64759) was replaced with an IDT gBlocks gene fragment coding for two copies of the Flag epitope tag.

### Yeast strains and media

Yeast were grown in YPAD broth (1% yeast extract, 2% peptone, 2% dextrose and 0.004% adenine hemisulfate) at 30 °C to an OD A_600_ (optical density at absorbance 600 nm) of 0.8–1.0.

Detailed genotypes of yeast strains used in this study are listed in Supplementary Table 1. Strain HTABWT was made by transforming parental strain FY406 with a plasmid (*HTA1-HTB1*, *CEN*, *HIS3*) and subsequent plating on a medium containing 5-fluoroorotic acid to cure pSAB6. HTABWT serves as the WT control strain and the founder strain in this study. Genomic DNA isolated from *jhd2Δ* (Open Biosystems) was used as the template to PCR amplify 500 bp region upstream or downstream of the *JHD2* ORF replaced with the *KanMX4* cassette. Amplified PCR product was transformed into FY406 to replace the *JHD2* gene with the *KanMX4* cassette to obtain the deletion mutant (YZS652). Strain YMC70 was then obtained by transforming plasmid *HTA1-HTB1*, *CEN*, *HIS3* into YZS652 and shuffling out pSAB6 using 5-fluoroorotic acid^26^. A fragment containing 500 bp regions upstream and downstream of *SET1* ORF replaced by the *KanMX4* cassette was PCR amplified using genomic DNA isolated from YZS515, transformed into HTABWT to delete the *SET1* gene and obtain mutant strain YMC64 (ref. 26). The *NatMX4* cassette along with ∼40 bp sequence homologous to the *JHD2* promoter and 3′ terminator regions was amplified using vector pAG25 as the template, and transformed into YMC64 to create the double mutant strain YMC65. To overexpress Set1, Set1-G990E or Jhd2, plasmids described above harbouring *Flag-SET1*, *Flag-SET1-G990E* or *JHD2-9myc* driven by the *ADH1* promoter in pRS306 were linearized with Stu1 and integrated into the *URA3* locus in strain HTABWT. To express the catalytic-dead versions of Set1 or Jhd2, plasmids with *ADH1* promoter driven Flag-set1-C1019A or jhd2-H427A-9myc in pRS306 were digested with Stu1 and integrated into the *URA3* locus in YMC64 and YMC70, respectively. p8V5*SET1::URA3* was digested with SnaB1 and transformed into HTABWT to yield strain YMC127 expressing V5 epitope-tagged version of Set1.

Strains to measure histone H3 turnover were created as follows. YMC120 expressing the Cre recombinase was obtained by integrating MluI-digested pSS146 (ref. 65) (Addgene # 66740) into HTABWT. Strain YMC122 expressing histone H3 tagged with the RITE cassette (V5-LoxP-HphMX-LoxP-2xFlag) was then obtained by transforming YMC120 with a PCR product amplified using pMC001 as template and containing 40 bp sequence homology to either side of the stop codon in *HHT1* gene. To avoid interference from non-tagged H3 and to maintain the H3-H4 stoichiometry, the other gene coding for histone H3 (*HHT2*) and that coding for histone H4 (*HHF2*) were replaced with a *NatMX4* cassette in YMC122 in order to obtain strain YMC124. *SET1* or *JHD2* ORF was then replaced in YMC124 with the *KanMX4* cassette to obtain deletion mutants YMC125 and YMC128, respectively.

### Western blotting

To examine H3K4 methylation or epitope-tagged H3, cell extracts were prepared following the bead-beat procedure as described^66^. A twofold serial dilution of extracts were resolved in 15% SDS–PAGE and transferred onto a polyvinylidene difluoride (PVDF) membrane. The following antibodies were used in western blotting (dilutions used, source and catalogue numbers are indicated within parentheses): α-H3K4me1 (1:1,000, Active Motif, 39,297), α-H3K4me2 (1:10,000, Millipore, 07–030), α-H3K4me3 (1:7,500, Active Motif, 39,159), α-V5 (1:50,000, Bio-Rad, MCA1360) and α-Flag (1:5,000, Sigma, F3165). The histone H3 loading was monitored using α-H3 (1:2,000, Abcam, ab46765). Full-length images of the blots are shown in Supplementary Figs 20–22.

### Strand-specific reverse transcribed (RT)-qPCR

Yeast cells (10^7^) in mid-log phase were collected for total RNA extraction using the MasterPure yeast RNA purification kit (Epicentre). RNA was then digested with TURBO DNA-free (Life Technologies) to eliminate contaminating DNA and purified using RNeasy Kit (Qiagen). RNA concentration was measured using NanoDrop 2000 UV–vis Spectrophotometer (Thermo Scientific). To obtain sense or antisense strand-specific complementary DNA, total RNA (1–2 μg) was RT using the Transcriptor first-strand complementary DNA synthesis kit (Roche) and a reverse strand primer listed in Supplementary Table 2. To measure *SER3* and *CHA1* transcript levels, total RNA was reverse transcribed using oligo-dT primer. Transcript levels were assessed using qPCR in a Bio-Rad CFX Connect Real-Time PCR Detection System employing both forward and reverse primers (Supplementary Table 2). Fold-change in sense or antisense transcript level in a mutant was calculated using the 2^−ΔΔCT^ method relative to the respective transcript level in the WT control. Four independent biological replicates and triplicate PCR were performed.

### RNA-seq

Three independent cultures for strains HTABWT, YMC42, YMC43, YMC64 and YMC70 were grown to mid-log phase. A total of 3 × 10^8^ cells per culture were collected and washed with nuclease-free water (Sigma). Total RNA was isolated using RiboPure-Yeast Kit (Life Technologies). To eliminate residual DNA, total RNA was treated with 2 μl DNase I (TURBO DNA-free Kit; Life Technologies) for 45 min at 37 °C. RNA was digested once more using DNase I (RNase-Free DNase set; Qiagen) for 10 min at room temperature before purification using the RNeasy Kit (Qiagen). Before the library construction for RNA-seq, the quality of RNA was ascertained using Bioanalyzer (Agilent), and the RNA integrity number (RIN) for the samples ranged from 6.8 to 8.1. The Ribo-Zero Magnetic Gold Kit (Yeast) was used to remove ribosomal RNA from total RNA used for stranded RNA-seq. Library construction was performed using the Illumina TruSeq RNA Sample Preparation Kit version 2 and sequenced using the Illumina Hiseq2000 sequencer.

### ChIP-seq

Overall, 500 ml cultures each for the no-tag control (HTABWT), Jhd2-12V5 (YMC85) and 8V5-Set1 (YMC127) strains were grown to mid-log phase and cross-linked with 1% formaldehyde for 20 min at room temperature. Crosslinking was stopped using 125 mM glycine. Cells were washed extensively with 1 × phosphate-buffered saline (PBS). Four sets of 100 × 10^7^ cross-linked cells per strain were collected and stored at −80 °C. Cells were thawed, converted to spheroplasts using Lyticase (250 units, Sigma) and lysed with 0.25% Triton X-100 before isolating crude nuclei using a sucrose cushion. Nuclei were washed with micrococcal nuclease (MNase) digestion buffer (25 mM Tris–HCl pH 7.5, 50 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_) and resuspended in the same buffer before digesting chromatin with 20 units of MNase (Worthington Biochemicals) for 15 min at 37 °C. Digestion was stopped by adding 10 × stop buffer (50 mM Tris–HCl pH 7.5, 500 mM NaCl, 100 mM EDTA, 20 mM EGTA, 10% Triton X-100) and clarified by high-speed centrifugation (16,100*g* for 10 min at 4 °C). Clarified supernatants for each strain obtained from four sets of cross-linked cells were pooled together (∼4.5 ml).Overall, 50 μl was set aside for isolating control input DNA. The remaining soluble chromatin was split equally into four tubes (1.3 ml each) and pre-cleared using 25 μl blocked Dynabeads Protein G for 1 h at 4 °C with end-over-end rotation. Blocking of magnetic beads was performed at 4 °C with end-over-end rotation for >24 h using a solution made up of FA buffer (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate), 140 mM NaCl, bovine serum albumin (0.2 mg ml^−1^, New England Biolabs) and fish skin gelatin (0.5%, Sigma). Blocked beads were washed with binding buffer (MNase digestion buffer+1 × stop buffer) before use. A total of 15 μl α-V5 antibody (Bio-Rad, Catalogue No. MCA1360) was then added to pre-cleared chromatin and incubation was performed overnight at 4 °C with end-over-end rotation. And 50 μl blocked Dynabeads Protein G was added to capture the antigen–antibody complexes and incubation was continued for an additional 2.5 h. Beads were then sequentially washed 5 min each with end-over-end rotation at 4 °C as follows: three washes with FA buffer+140 mM NaCl, two washes with FA buffer+1000, mM NaCl, twice with FA buffer+500 mM NaCl, and one wash each with LiCl/NP40 buffer (10 mM Tris–HCl, pH 8.0, 250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate) and TE (10 mM Tris–HCl, pH 8.0, 1 mM EDTA). Elution, reverse crosslinking of ChIP and input DNA, RNase A and Proteinase K digestion steps were performed as described^66^. ChIP and input DNA were purified using Qiagen MinElute PCR Purification kit following manufacturer's protocol except two washes each of buffer QG and PE were performed. ChIP enrichment was examined by qPCR using SYBR green, which showed >100-fold enrichment for 8V5-Set1 and Jhd2-12V5 at the *PMA1* 5' region relative to the no-tag control. Library construction was performed using NEBNext Multiplex Oligos (Index Primers Set 1) and NEBNext ChIP-seq Library Prep Reagent Set for Illumina and sequenced using the Illumina Hiseq2000 sequencer.

### qChIP-seq

Control (HTABWT), Flag-SET1-G990E (YMC43) and *jhd2Δ* (YMC70) strains were grown to mid-log phase and cross-linked with 1% formaldehyde for 20 min at room temperature. Crosslinking was stopped using 0.125 mM glycine and cells were washed with 1 × PBS. Multiple aliquots of 40 × 10^7^ cross-linked cells each were prepared. *C. glabrata* (Anderson) Meyer et Yarrow Strain Designation: NCYC 388 (ATCC 36909) was grown at 25 °C (ref. 39) and subjected to formaldehyde crosslinking as described for budding yeast, and individual aliquots containing 20 × 10^7^ cells each were collected. Cross-linked *S. cerevisiae* (40 × 10^7^) and *C. glabrata* (20 × 10^7^) cells were mixed together in FA140+SDS buffer (50 mM HEPES-KOH, pH 7.5, 140 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 140 mM NaCl, 0.1% SDS) and lysed by bead beating. Lysates from two sets of *S. cerevisiae* and *C. glabrata* admixture (that is, 120 × 10^7^ cells in total) were pooled and sonicated in a Diagenode Bioruptor for 30 min (6 cycles of 5 min each, 30 s ON and 30 s OFF at high setting). Soluble chromatin was obtained after two sequential high-speed centrifugations of the sonicated lysate (16,100*g* for 5 min and 15 min). SDS was removed by dialysis as follows. Soluble chromatin obtained from four batches of control or mutant budding yeast and candida admixture were pooled, transferred to a 5 ml Float-A-Lyzer G2 dialysis device (3.5–5 kD MWCO) (Spectra/Por) and dialyzed initially for 2 h in 1 l FA140 buffer followed by an overnight dialysis in fresh 4 l FA140 buffer. Dialysate was centrifuged at 16,100*g* for 15 min at 4 °C. A 100 μl aliquot was set aside for isolating input DNA. The remaining dialysate was split equally into three tubes and pre-cleared using 50 μl blocked Dynabeads Protein A for 1 h at 4 °C with end-over-end rotation. Dynabeads Protein A were blocked with bovine serum albumin and fish skin gelatin as described above except bead blocking was done for 4 h. Pre-cleared lysate was combined with either α-H3K4me1 (20 μl, Active Motif) or α-H3K4me2 (10 μl, Millipore) or α-H3K4me3 (10 μl, Active Motif) antibody and 100 μl blocked Dynabeads Protein A, and incubated overnight at 4 °C with end-over-end rotation. Beads were initially washed with three times with FA140 buffer by inversion followed by sequential washes (5 min each with end-over-end rotation): FA140 buffer (2 times), FA1000 buffer (2 times), FA500 (2 times), LiCl/NP40 buffer (1 time) and TE (1 time). Elution of ChIP DNA, reverse crosslinking and purification of ChIP and input DNA, library preparation and sequencing were performed as described above. Two independent biological replicates were performed.

### Recombination-induced tag exchange (RITE)

YMC124, YMC125 and YMC128 were grown overnight in 125 ml YPAD medium containing hygromycin (200 μg ml^−1^).Overall, 40 × 10^7^ cells were set aside for western blotting of pre-switch cells. Overnight cultures were diluted 1:10 into fresh 270 ml YPAD medium and grown for 30 h. Cells were then grown overnight in the presence of 2 μM β-estradiol (E-8875, Sigma) to induce tag switch. And 40 ml overnight culture for each strain was diluted into 310 ml fresh YPAD medium. Cells were arrested in G1 phase by growing them for 4 h in the presence of α-factor (5 ng μl^−1^, Zymo Research). G1 cells from each strain were subjected to formaldehyde crosslinking and also collected for western blotting.

### ChIP-nexus

Cross-linked G1 cells for strains YMC124, YMC125 and YMC128 were lysed, sonicated and immunoprecipitated with α-V5 or α-Flag M2 (Sigma) antibody as described above for qChIP-seq. ChIP-nexus library preparation was performed following the procedure described by Zeitlinger and colleagues^48^. Briefly, ChIP DNA on beads was washed sequentially with buffer A (10 mM TE, 0.1% Triton X-100), buffer B (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 5 mM EDTA, 5.2% sucrose, 1.0% Triton X-100, 0.2% SDS), buffer C (5 mM Tris–HCl pH 8.0, 250 mM NaCl, 25 mM HEPES-KOH pH 7.5, 0.5% Triton X-100, 0.05% sodium deoxycholate, 0.5 mM EDTA) and buffer D (10 mM Tris–HCl pH 8.0, 250 mM LiCl, 0.5% NP40, 0.5% sodium deoxycholate, 10 mM EDTA). Bead-bound ChIP DNA was subjected to end repair, dA-tailing, Nexus adaptor ligation, 5′ overhang fill-in, 5′ end trim, λ exonuclease and RecJ f exonuclease digestions. Beads were washed with buffers A–D and equilibrated in 10 mM Tris–HCl, whose pH was same as that of the buffer used in the next enzymatic step. Finally, beads were washed three times with RIPA buffer (50 mM HEPES pH 7.5, 1 mM EDTA, 0.7% sodium deoxycholate, 1% NP40, 0.5 M LiCl). ChIP DNA was extracted from beads using an elution buffer (50 mM Tris–HCl pH 8.0, 10 mM EDTA, 1% SDS) and incubation at 65 °C in a Thermomixer with shaking. After addition of equal volume of TE, reversal of crosslinking was performed at 65 °C for 6 h followed by RNase A and Proteinase K digestion. ChIP DNA was subjected to phenol and phenol–chloroform extractions before addition of glycogen (10 μg μl^−1^) and ethanol precipitation. Purified DNA was dissolved in 12 μl water, and 1 μl was used in qPCR to check ChIP efficiency at the *PMA1* 5′ region. The remaining 11 μl ChIP DNA was denatured at 95 °C for 5 min followed by single-strand DNA circularization using CircLigase (Epicentre) at 60 °C for 1 h. The cut oligo was then annealed to the circularized single-strand DNA in a Thermocycler (95 °C for 1 min, 25 °C for 1 min (1% ramp), 25 °C for 30 min), linearized using FastDigest BamHI (Fisher Scientific) before ethanol precipitation. ChIP DNA libraries from control and mutant strains were PCR amplified using universal and bar-coded primers present in the NEBNext Multiplex Oligos Index Primers Set 1. Library DNA was gel purified using Qiagen MinElute Gel Extraction kit and subjected to single end sequencing in Illumina Hiseq2000 sequencer. Two independent biological replicates were performed.

### MNase-seq

Three independent mid-log phase cultures (OD A_600_ of 0.8–1.00) for HTABWT, YMC64 (*set1Δ*) and YMC70 (*jhd2Δ*) were cross-linked with 1% formaldehyde as described^66^. A total of 33 × 10^7^ cells per culture were collected, washed twice with 1 × PBS and once with spheroplasting buffer (1M Sorbitol, 10 mM Tris–HCl pH 7.5, 15 mM 2-mercaptoethanol and protease inhibitors (PIs): 1 mM PMSF, 1 μg ml^−1^ aprotinin, 1 μg ml^−1^ leupeptin, 1 μg ml^−1^ pepstatin A). Cross-linked cells were resuspended in 1 ml fresh spheroplasting buffer before adding Lyticase (500 units; Sigma) and incubation in a 37 °C water-bath shaker for 15–20 min with gentle agitation. Spheroplasts were washed twice with 25 ml wash buffer (50 mM Tris pH 7.5, 100 mM KCl, 2.5 mM MgCl_2_, 400 mM Sorbitol and PIs), resuspended in MNase digestion buffer (50mm Tris pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_ and 0.1% Triton X-100 and PIs) and digested with 10 units of MNase (Micrococcal Nuclease, Worthington Biomedical) at 37 °C for 15 min. Digestion was stopped by adding 100 μl 10 × stop buffer (50 mM Tris–HCl pH 7.5, 500 mM NaCl, 100 mM EDTA, 20 mM EGTA, 10% Triton X-100 and 1% sodium deoxycholate). After centrifugation, soluble chromatin (500 μl) was mixed with an equal amount of elution solution (1% SDS, 100 mM sodium bicarbonate) and NaCl (200 mM final concentration), reverse cross-linked for 5 h at 65 °C and ethanol precipitated overnight at −20 °C. After centrifugation, the DNA pellet was washed with cold 70% ethanol, air-dried, dissolved in nuclease-free water. RNase A (2 μl of 10 mg ml^−1^ stock, Qiagen) digestion was performed at 37 °C for 30 min followed by Proteinase K digestion (2 μl, Roche) for 1 h at 42 °C in the presence 1 × Proteinase K digestion buffer (10 mM Tris–HCl pH 8.0, 5 mM EDTA, 0.5% SDS). DNA was purified using Qiagen PCR purification kit and eluted in 50 μl nuclease-free water. DNA concentration was measured using NanoDrop 2000 UV–vis Spectrophotometer (Thermo Scientific). An aliquot was resolved in 2.0% agarose gel and stained with ethidium bromide to check the extent of MNase digestion (supplementary Fig. 5). Equal amount of purified DNA (10 ng) was subjected to library construction using the NEBNext ChIP-seq Library Prep Reagent Set for Illumina and resolved in an 1.5% agarose gel. Adaptor-ligated and index primer-containing amplified DNA corresponding to mononucleosomes was purified using the Qiagen Gel Extraction Kit essentially following the manufacturer's protocol, except incubation to melt the gel was performed at 37 °C for 30 min. The library was then subjected to 50 bp single read sequencing in an Illumina Hiseq2000 sequencer.

### Bioinformatics analysis

Illumina sequencing reads were aligned to the *S. cerevisiae* genome (SGD release R64, UCSC SacCer3) using Novocraft novoalign software. For RNA-seq, the reads were aligned using an index to both the genome and known splice junctions, and splice junction alignments were converted into genomic coordinates. For the reference genome, reads were aligned to the *C. glabrata* genome (Ensembl Fungi release 30, GCA_000002545.2). MNase-seq and ChIP-seq alignments were filtered for a minimum mapping quality of 13. In most cases, with the exception of RNA-seq analysis, alignments from biological replicates were merged after the replicates were deemed to be sufficiently correlative. Replicates were compared by generating a raw alignment coverage track and performing a Pearson correlation between them using the utility bigWigCorrelate (http://hgdownload.soe.ucsc.edu/admin/exe/).

RNA-seq analysis was performed using the USeq package (http://useq.sourceforge.net), and multiple-replica differential gene expression analysis was performed using the R package DESeq (http://genomebiology.com/2010/11/10/R106). Genes passing two thresholds, an FDR of <5% and absolute log_2_ ratio of 0.585 (that is, 1.5-fold change), were considered differentially expressed and used in subsequent analysis. Normalized-read coverage was used for visualization in a genome browser to confirm changes in expression. Gene ontologies were determined using the Gene Ontology Term Finder available at the Saccharomyces Genome Database. Total counts, gene lists and other relevant metrics associated with the RNA-seq analysis are included in the Supplemental Tables 1 and 2.

MNase-seq and ChIP-seq analysis was peformed using the MACS version 2 (ref. 67) and BioToolBox (https://github.com/tjparnell/biotoolbox) packages. Nucleosome fragment coverage was generated by extending the reads to 148 bp and normalizing to read depth (reads per million) using BioToolBox bam2wig. Nucleosome difference maps were generated by macs2 bdgcmp by subtracting the WT nucleosome coverage from the mutant nucleosome coverage. ChIP enrichment was calculated using macs2 callpeak (keeping all duplicates, small and large lambda turned off) and macs2 bdgcmp to create fold enrichment and *q*-value tracks.

qChIP-seq analysis to calculate normalized H3K4me occupancy relative to a reference genome was performed as described^39^. Reads were first aligned to the reference *C. glabrata* genome. Unaligned reads were subsequently mapped to *S. cerevisiae*. Reads aligned to *C. glabrata* were also aligned to *S. cerevisiae* to determine the number of orthologous alignments. Depth-normalized fragment coverage was generated with BioToolBox bam2wig with an extension of 200 bp. These coverage tracks were further scaled for calibrated read depth by multiplying the coverage values with a calibration factor derived from the ratio of alignment numbers to the target and reference genomes following the formula (Input_Cg_ × ChIP_Sc_) per (Input_Sc_ × ChIP_Cg_), where Cg notation represents non-orthologous reads aligned to *C. glabrata* and Sc notation represents non-orthologous reads aligned to *S. cerevisiae*. To generate fold-enrichment tracks, genomic intervals with zero coverage were artificially set to a non-zero value of 1 (a value well below the genomic mean) and both fold enrichment and statistical *q*-value tracks were calculated with macs2 bdgcmp. Since both enrichment and depletion can occur, the *q*-value tracks were calculated in both directions, and the maximum value reported. Coverage track manipulation was performed using the script manipulate_wig (https://github.com/tjparnell/HCI-Scripts).

For H3K4me ChIP-seq in a *set1Δ* background, published data^42^ was re-analyzed. Raw sequence reads for the H3K4me ChIP in WT (BY4741) and *set1Δ* were aligned and processed using our pipeline. Since the chromatin fragments were bar-coded before mixing, immunoprecipitation and sequencing, we utilized the same qChIP-seq analysis methods to calibrate the ChIP sequence depth. The BY4741 reads were treated as the reference genome, while the *set1Δ* reads were treated as the experimental genome.

ChIP-nexus sequence reads were pre-processed before alignment using custom scripts (https://github.com/tjparnell/HCI-Scripts). This removed the random (6 bp) and fixed (4 bp) bar code sequence from the read, storing the random sequence in the read name. After alignment, reads mapping to duplicate coordinates were checked for the random barcode, and duplicates with identical bar codes were discarded, saving the best alignment.

For high level gene analysis from all ChIP experiments, read coverage or fold enrichment was mapped around TSSs using BioToolBox get_relative_data in 20 bp windows from −800 to +800 bp from mapped TSSs, avoiding neighbouring genes, as described^68^. Subsequent analysis and data processing steps were performed using programs available within the BioToolBox package. For histone turnover, normalized-read counts were summed within 20 bp windows flanking the TSS, and a ratio derived between new histone (Flag ChIP) counts and old histone (V5 ChIP) counts. A statistical *P*-value score was generated by a simple parametric repeated-measures ANOVA between corresponding windows of WT and mutant for each gene group (global, common up or down regulated genes, Ribi genes, and so on); *P*-values were converted to *q*-values using R programme. Heat maps were generated with Java Treeview and graphs were generated with GraphPad Prism.

### Data availability

Previously published data from Chabbert *et al*.^42^ were retrieved from ENA accession number ERP007035. Genome-wide Rpb3 and Rpo21 occupancy data from Venters and Pugh^51^ were retrieved from ArrayExpress under accessions numbers E-MEXP-1676 and E-MEXP-1677. Transcription rates for yeast genes from Holstege *et al*.^52^ were obtained from http://www.wi.mit.edu/young/expression.html. RNA-seq, ChIP-seq and MNase-seq data generated in this paper have been deposited at the NCBI Gene Expression Omnibus (GEO) under accession number GSE73407.

## Additional information

**How to cite this article:** Ramakrishnan, S. *et al*. Counteracting H3K4 methylation modulators Set1 and Jhd2 co-regulate chromatin dynamics and gene transcription. *Nat. Commun.* 7:11949 doi: 10.1038/ncomms11949 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-22, Supplementary Tables 1-2.

Supplementary Data 1 Stranded RNA-seq data for sense transcripts upon deletion of *SET1* or *JHD2* or upon overexpression of wild type *SET1* or the hyperactive *SET1G990E* mutant.

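For each transcript and mutant strain the table of sense transcripts compares reads on the strand of the gene with those in WT. The authors set 436 sense transcripts apart as having fewer than 10 counts. All transcripts with their own counts were used here where they passed the low-count filter. *MLS1*, a malate synthase gene of the glyoxylate cycle, rose in *set1Δ* with a log2 fold change of 1.25, from 53.7 ± 9.75 normalized counts in WT to 128 ± 15.6 (SD, n = 3 each), and was at 46.6 ± 11.7 in *jhd2Δ*, 43.8 ± 3.29 under *SET1* overexpression and 36.2 ± 6.44 under *SET1-G990E* overexpression.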

Supplementary Data 2 Stranded RNA-seq data for antisense transcripts upon deletion of *SET1* or *JHD2* or upon overexpression of wild type *SET1* or the hyperactive *SET1G990E* mutant.

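The table of antisense transcripts counts reads on the strand opposite to an annotated gene. Most of these transcripts have few reads. The authors set 1026 of them apart as having fewer than 10 counts, and the low-count filter used here kept about as many as it left out. A well counted case is the antisense RNA over *NOP8*, a ribosome biogenesis gene with an annotated feature on the other strand within 200 bp, with 293 ± 24.3 normalized counts in WT, 259 ± 31.8 in *jhd2Δ*, 454 ± 37.2 in *set1Δ*, 111 ± 20.9 under *SET1* overexpression and 106 ± 12.0 under *SET1-G990E* overexpression (SD, n = 3 each). Over *RRP45*, an exosome gene, there were 6.11 ± 2.76 in WT and 14.4 ± 0.974 under *SET1-G990E* overexpression.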

Supplementary Data 3 Gene ontology (GO) analysis of sense transcripts commonly affected in *set1Δ* or *jhd2Δ* mutant or in all four mutants (*set1Δ*, *jhd2Δ* or in strains overexpressing wild type *SET1* or the *SET1G990E* mutant)

Supplementary Data 4 Transcription rates and GO terms for genes in the k-means clusters co-regulated by Set1 and Jhd2.

## Figures and Tables

**Figure 1:**
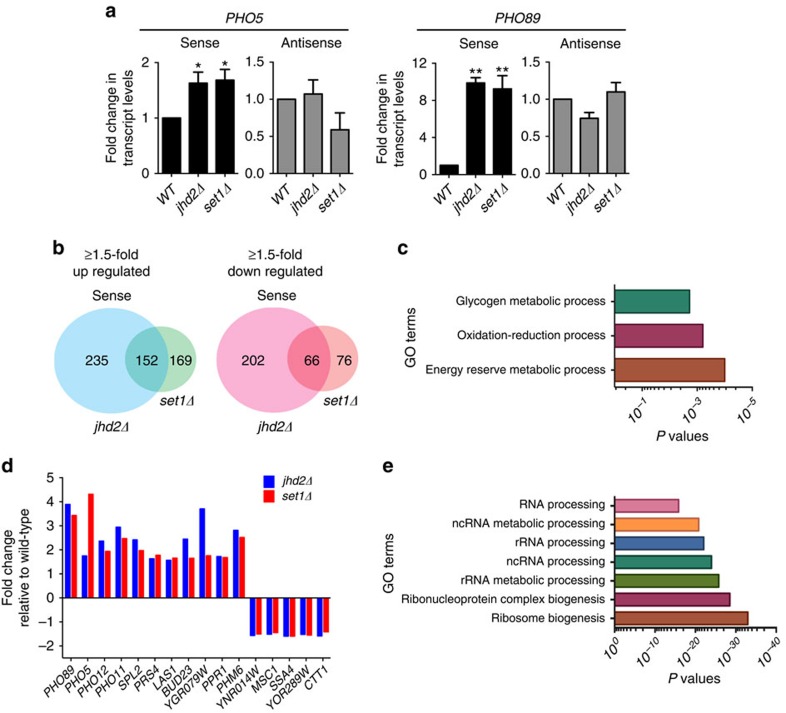
Counteracting enzymes Set1 and Jhd2 function to positively or negatively co-regulate transcription in yeast. (**a**) Strand-specific qPCR measurement of *PHO5* or *PHO89* sense and antisense transcription. Fold-change in transcript levels in a mutant is shown relative to WT strain (WT) (set as 1). Error bars denote±s.e.m. from three independent experiments (*n*=3). Statistical significance calculated using the Student's *t*-test, *P-value ≤0.02, **P-value <0.001. (**b**) Venn diagrams showing the number of up- or down regulated sense transcripts unique to and common to *jhd2Δ* and *set1Δ* mutants. Intersection *P*-value <10^−4^ (hypergeometric test). (**c**) GO terms enriched in sense transcripts down regulated in both *set1Δ* and *jhd2Δ* mutants. (**d**) Set1 and Jhd2 either positively or negatively regulate transcription at the phosphate-responsive genes. Fold-change in total RNA-seq reads obtained in *jhd2Δ* or *set1Δ* mutant relative to WT for various phosphate-responsive genes are shown. (**e**) GO terms enriched in sense transcripts up regulated in both *set1Δ* and *jhd2Δ* mutants.

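As ratios of mean normalized counts over 3 cultures, *PHO89* was 3.98 times the WT level in *jhd2Δ* and 3.53 times in *set1Δ*, and *PHO5* 1.74 and 4.35 times. *PHM6* was at 3.03 and 2.72 times and *SPL2* at 2.48 and 2.02 times. *YGR079W*, of unknown function, was at 4.49 times in *jhd2Δ* and 1.94 times in *set1Δ*. Of the falling genes, *CTT1* was at 0.650 and 0.485 and *SSA4* at 0.656 and 0.662 times the WT level.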

**Figure 2:**
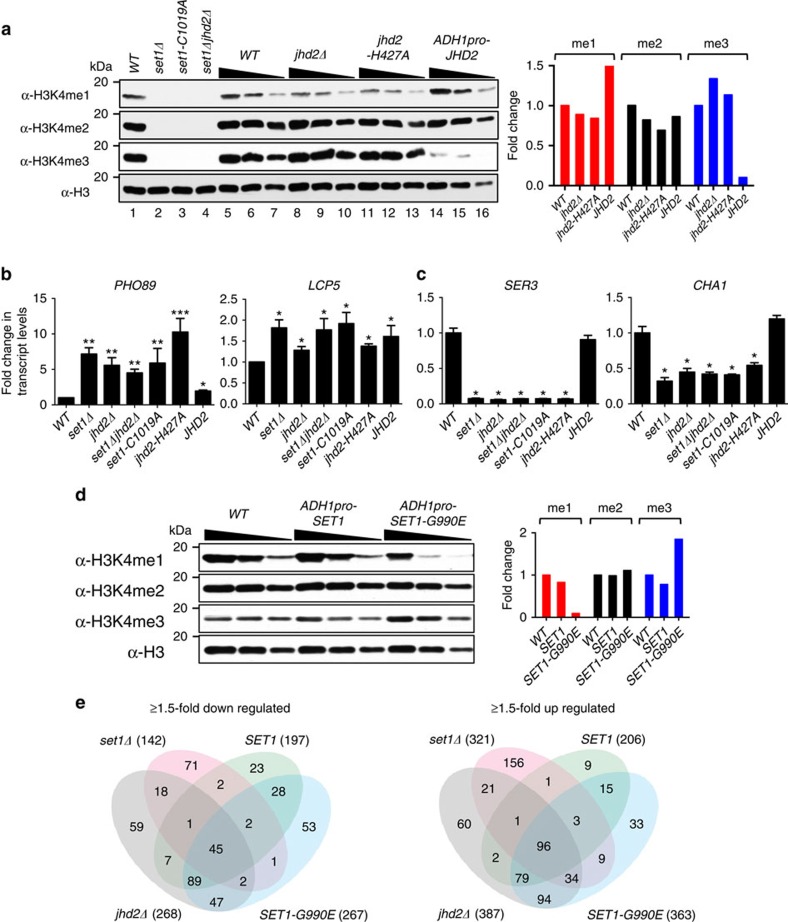
Transcriptional co-regulation is dependent on Set1 and Jhd2 catalytic activities and H3K4 methylation. (**a**) Western blots for H3K4me1, H3K4me2 and H3K4me3 in WT, deletion mutants (*set1Δ*, *jhd2Δ* and *set1Δ jhd2Δ*), catalytic-dead mutants (*set1-C1019A* and *jhd2-H427A*) and Jhd2 overexpressing strain (*ADH1pro-JHD2*) are shown. Histone H3 serves as loading control. Twofold serial dilutions of cell extracts from the indicated strains were applied in lanes 5–16. Graph shows quantitation of western blots using densitometry. Fold-change in a H3K4 methyl mark level normalized to the total H3 level in a mutant is shown relative to that in control WT (set as 1). (**b**) Fold-change in *PHO89* and *LCP5* sense transcript levels in the indicated mutants relative to WT are shown. For (**b**,**c**), error bars denote ±s.e.m. from four independent experiments (*n*=4). Statistical significance calculated using the Student's *t*-test. *PHO89*: *P-value <0.05, **P-value <0.005, ***P-value <10^−5^; *LCP5*: *P-value ≤0.005. (**c**) Fold-change in *SER3* and *CHA1* transcript levels in the indicated mutants relative to WT are shown. *SER3*: *P-value <10^−5^, *CHA1*: *P-value <10^−3^. (**d**) Western blots for bulk H3K4 methylation and H3 levels in WT strain or strains overexpressing SET1 or hyperactive SET1-G990E. Graph shows quantitation of western blots using densitometry. (**e**) Four-way Venn diagrams showing the number of shared up- or down-regulated sense transcripts in each combination of indicated deletion or overexpression mutant strains. The total number of up- or down-regulated transcripts in each mutant is indicated in parentheses. For (**a**–**d**), see Supplementary Figs 20 and 21 for full-length image of blots.

**Figure 3:**
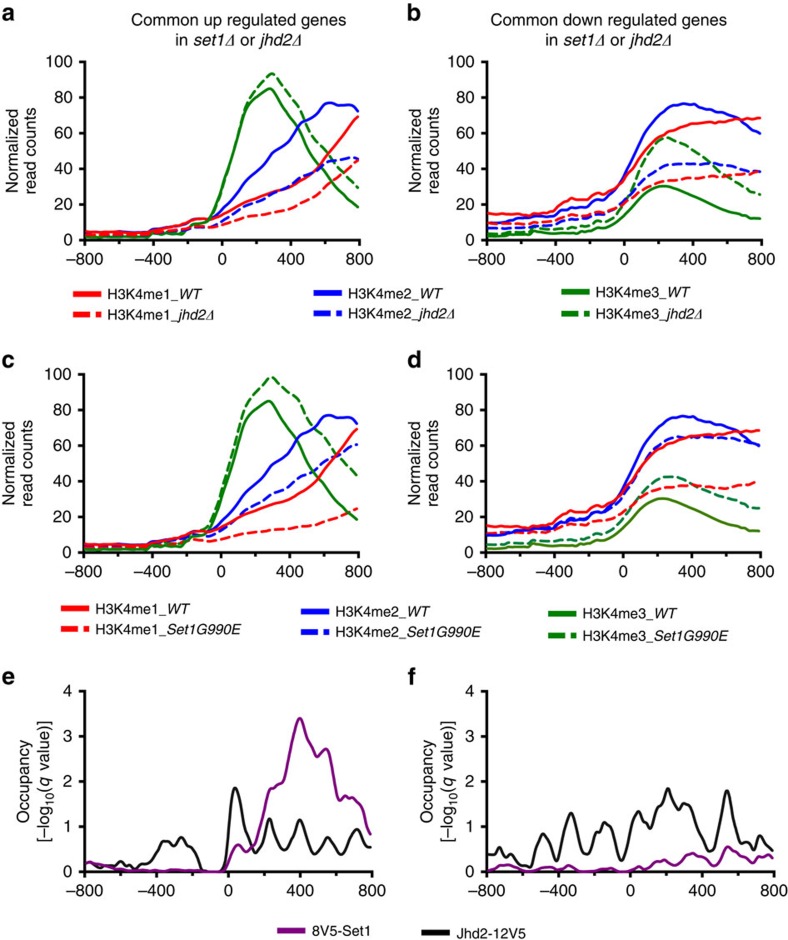
Set1 and Jhd2 localize to their shared target genes and regulate H3K4 methylation. (**a**,**b**) Normalized-read counts profiles for H3K4 monomethyl (me1), dimethyl (me2) and trimethyl (me3) marks across 800 bp region upstream (−) or downstream (+) of the TSSs (0) at target genes co-repressed (**a**) or co-activated (**b**) by Set1 and Jhd2 in WT and *jhd2Δ* null mutant. (**c**,**d**) Normalized-read counts profiles for H3K4me1, H3K4me2 and H4K4me3 marks across regions, as described for (**a**,**b**), at genes co-repressed (**c**) or co-activated (**d**) by Set1 and Jhd2 in WT and *Set1-G990E* gain-of-function or hyperactive mutant. (**e**,**f**) Statistical enrichment (qpois) profiles for 8V5-tagged Set1 or 12V5-tagged Jhd2 occupancies across 800 bp region upstream (−) or downstream (+) of the TSSs (0) at the Set1 and Jhd2 co-repressed (**e**) or co-activated (**f**) target genes.

**Figure 4:**
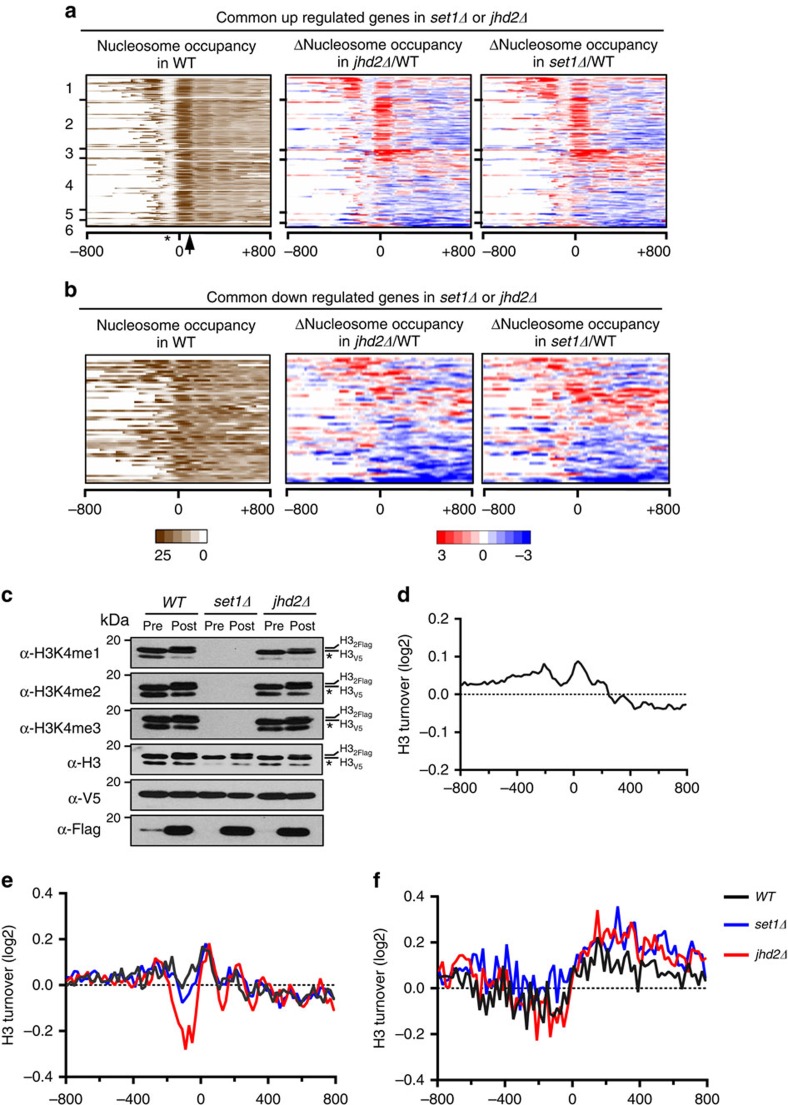
Set1 and Jhd2 co-regulate nucleosomal occupancy and histone turnover at their shared target genes. (**a**,**b**) Heat maps for nucleosome occupancy ratios (Δnucleosome occupancy) between *jhd2Δ* and *WT* or between *set1Δ* and *WT* at genes either co-repressed (**a**) or co-activated (**b**) by Set1 and Jhd2. Red, gain in nucleosome occupancy; blue, loss in nucleosome occupancy. Genes in rows are organized into six groups using *k*-means clustering. Columns represent 50 bp windows over ±800 bp regions relative to the TSS (0). Windows overlapping neighbouring genes were excluded. Total reads for mononucleosomal DNA in WT show the native state of nucleosome occupancy (leftmost panel). Asterisk, NDR; black arrow, the well-positioned +1 nucleosome. (**c**) Western blots showing RITE. *WT*, *set1Δ* and *jhd2Δ* strains expressing histone H3 tagged with V5-*LoxP*-HygMX-*LoxP*-2Flag cassette were grown overnight in YPD medium and then grown to saturation followed by addition of β-estradiol to induce tag switch. Saturated cultures were re-inoculated into fresh medium to release cells into the cell cycle in the presence of β-estradiol. Cells were arrested in G1 using α-factor. Cells before addition of β-estradiol (pre) and β-estradiol-treated G1 cells (post) were collected for whole-cell lysate preparation and detection of old (V5) and new (Flag) histone H3. The levels of H3K4me1, H3K4me2, H3K4me3 and total histone H3 in the indicated strains are shown. *2Flag*, two copies of Flag tag; asterisk, truncated H3. See Supplementary Fig. 22 for full-length image of blots. (**d**) The average mean profile for histone H3 turnover across 800 bp region upstream (−) or downstream (+) of the TSSs (0) at all yeast genes. (**e**,**f**) Mean profiles for histone H3 turnover across regions (as described for **d**) at genes co-repressed (**e**) or co-activated (**f**) by Set1 and Jhd2 in WT, *set1Δ* and *jhd2Δ* strains.

**Figure 5:**
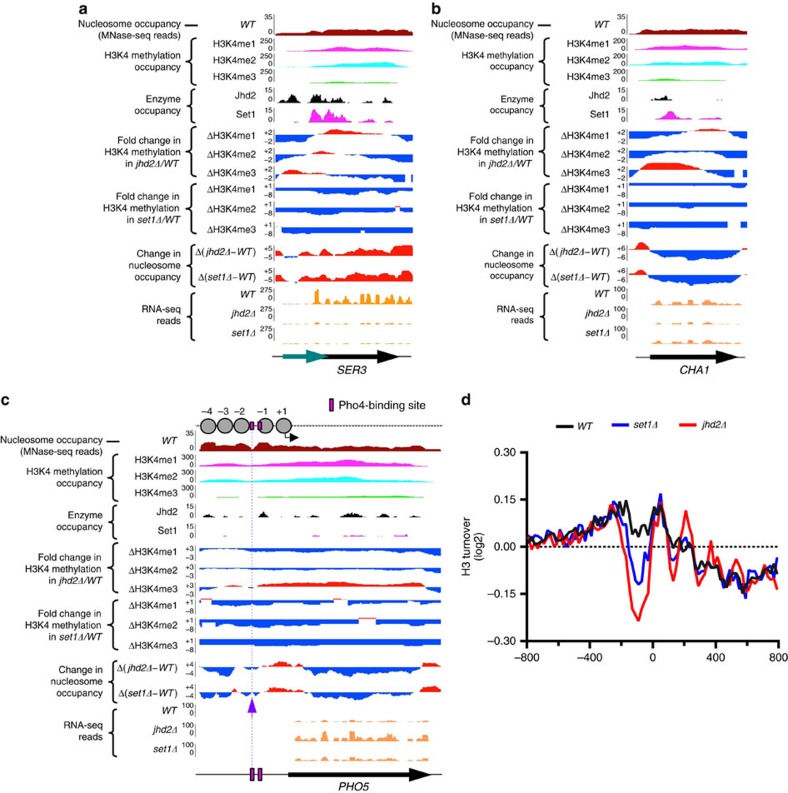
Co-regulation of nucleosomal occupancy and transcription by Set1 and Jhd2 at candidate target genes. (**a**–**c**) Changes to H3K4 methylation levels, nucleosomal occupancy and transcripts at *SER3*, *CHA1* and *PHO5* genes in *jhd2Δ* or *set1Δ* are shown. The normal nucleosomal, H3K4 methylation, Jhd2 and Set1 occupancies at target genes are also shown: reads for mononucleosomal DNA in WT shows native chromatin organization (brown). Reads for H3K4 monomethyl (me1, magenta), H3K4 dimethyl (me2, cyan) and H3K4 trimethyl (me3, green) marks in WT shows their distribution over candidate target genes. Enrichment values (qpois) for Jhd2 (black) and Set1 (pink) in WT show their occupancy at the indicated genes. Fold-change in the levels of H3K4me1, H3K4me2 and H3K4me3 marks in *jhd2Δ* or *set1Δ* relative to that in WT are shown. Fold-change in H3K4 methylation in *set1Δ* relative to WT was calculated using published datasets^42^. Increase or decrease in a given H3K4 methyl mark in the mutant is shown in red or blue, respectively. Mononucleosomal DNA from WT were subtracted from those obtained from *jhd2Δ* or *set1Δ* and visualized using a genome browser. Gain or loss in nucleosome occupancy in the mutant is represented in red or blue, respectively. RNA-seq reads showing transcript levels for the three target genes in *WT*, *jhd2Δ* or *set1Δ* strains are shown (orange). Teal arrow indicates *SRG1*, a gene coding for regulatory non-coding RNA involved in *SER3* regulation^34^. In **c**, schematic diagram at top shows the nucleosome organization at *PHO5*. Circles, well-positioned promoter nucleosomes; black arrow, TSS; and pink box, the Pho4 binding site, determined using published datasets^69^,^70^. Grape coloured arrow and dotted line indicate decrease in nucleosomal occupancy at the Pho4 binding site. (**d**) The average mean profile for histone H3 turnover across 800 bp region upstream (−) or downstream (+) of the TSSs (0) at all 236 yeast ribosome biogenesis or Ribi genes in *WT*, *set1Δ* and *jhd2Δ* are shown.

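The counts behind these reads, before normalization, were 18388, 22730 and 21421 for *SER3* in the WT libraries, 1667, 1894 and 1875 in *jhd2Δ* and 2043, 2638 and 2348 in *set1Δ*. For *CHA1* they were 3176, 3065 and 2639, 1652, 1932 and 2240 and 1042, 1030 and 1112, and for *PHO5* 1250, 1449 and 1344, 2354, 2431 and 2143 and 4792, 5105 and 5309, in the same order of strains. For all 3 genes each culture of either deletion lay outside the range of the WT cultures after normalization.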

**Figure 6:**
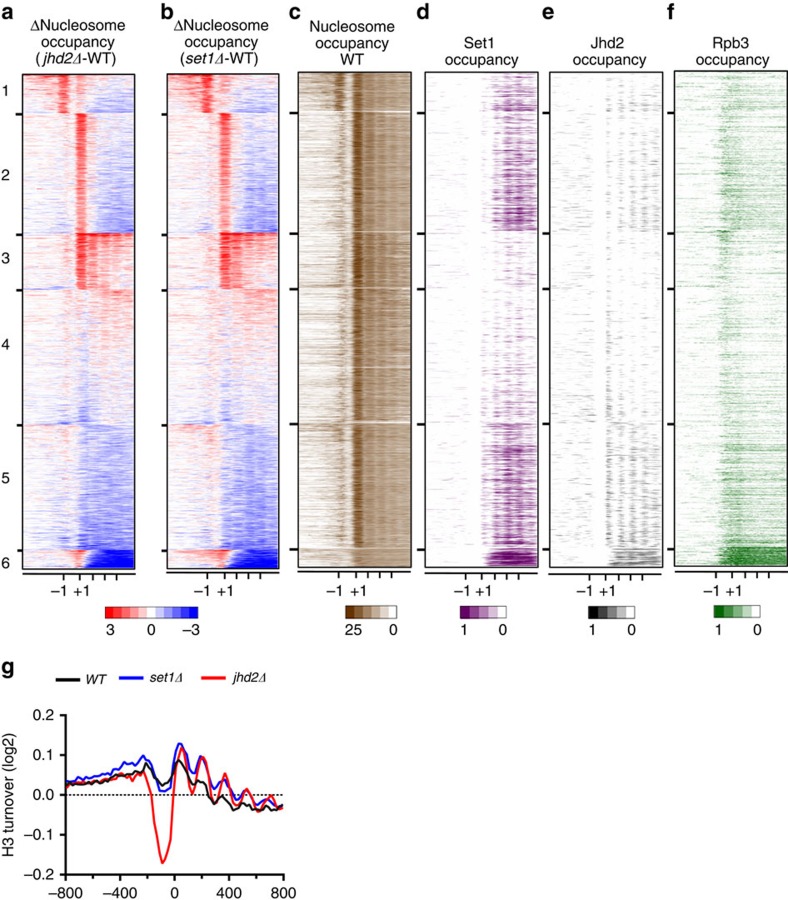
Set1 and Jhd2 co-regulate chromatin structure and nucleosomal turnover genome-wide during transcriptional regulation in yeast. (**a**) Nucleosome occupancy ratios (Δnucleosome occupancy) between *jhd2Δ* and control WT across all yeast genes are shown as a heat map, where gain or loss in nucleosome occupancy are in red and blue, respectively. Genes in rows are organized into six k-means clusters. Columns represent 50 bp windows over ±800 bp regions relative to the TSS. Relative positions for −1, +1 and other coding regions nucleosome are indicated at the bottom. Windows overlapping neighbouring genes were excluded. (**b**) Heat map for Δnucleosome occupancy between *set1Δ* and *WT* across all yeast genes. Heat map details are as described for **a**. (**c**) Native nucleosome occupancy for genes in the six *k*-means clusters generated from reads obtained in *WT* are shown. Nucleosome occupancy above global mean is in brown. (**d**,**e**) Heat maps for Set1 and Jhd2 occupancy within the six clusters are shown. (**f**) Heat map for Rpb3 occupancy within the six *k*-means clusters, using published data^51^, is shown. Pol2 subunit occupancy above global mean is in green (Supplementary Fig. 14b). (**g**) The average mean profile for histone H3 turnover across 800 bp region upstream (−) or downstream (+) of the TSSs (0) at all yeast genes in *WT*, *set1Δ* and *jhd2Δ* are shown.

**Figure 7:**
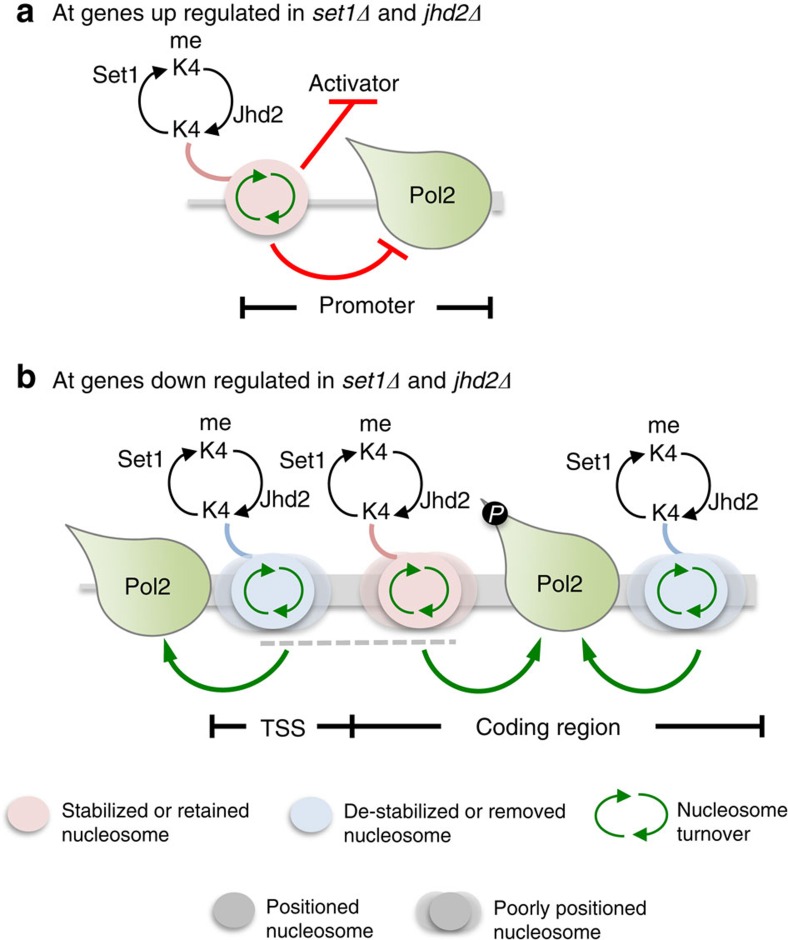
Model for Set1 and Jhd2-mediated co-regulation of chromatin structure and RNA Pol2 functions. (**a**) Target genes co-repressed by Set1 and Jhd2 are packaged into a well-defined chromatin organization. At these genes, Set1 and Jhd2 activities via H3K4 methylation–demethylation impact histone turnover at promoters leading to nucleosome retention, which restricts activator and/or RNA Pol2 binding. Thus, Set1 and Jhd2 are proposed to primarily co-regulate transcription initiation at these target genes. (**b**) Target genes co-activated by Set1 and Jhd2 are present in a poorly organized chromatin configuration, contain high levels of H3K4me2 and undergo high nucleosomal turnover over coding region. Set1 and Jhd2 activities via modulating H3K4 methylation levels impact nucleosomal turnover over coding regions, and proposed to remove +1 nucleosomes in front of RNA Pol2 and stabilize or retain nucleosomes behind the elongating RNA Pol2. Thus, Set1 and Jhd2 are proposed to co-regulate transcription elongation at these target genes. *P*, phosphorylated form of RNA Pol2 engaged in elongation.

**Table 1:** Metrics for sense and antisense transcripts with ≥1.5-fold increase (up) or decrease (down) in expression (FDR ≤5%) in *jhd2Δ* or *set1Δ* relative to WT.

	Sense			Antisense		
	Total	Up	Down	Total	Up	Down
*jhd2Δ*	655	387	268	114	56	58
*set1Δ*	463	321	142	268	155	113

**Table 2:** Total number of sense or antisense transcripts undergoing an opposite change in expression (FDR ≤5%) in *jhd2Δ* and *set1Δ* mutants.

	Down regulated in *jhd2Δ*		Down regulated in *set1Δ*	
	Sense	Antisense	Sense	Antisense
Up regulated in *jhd2Δ*	−	−	0	1
Up regulated in *set1Δ*	13	2	−	−

**Table 3:** Chart shows transcription rates for genes within the six *k*-means clusters.

Cluster	mRNA/h	*P*-value	GO terms
1	4.0–15.9	0.001	Ribosomal large subunit biogenesis
2	1.0–3.9	<0.001	Metabolic process, RNA metabolic process, Mitotic cell cycle
2	4.0–15.9	0.02	Ribosomal biogenesis, Metabolic process, ATP metabolic proces
3	<1.0	0.002	
5	1.0–3.9	0.029	Transcription, response to stimulus, transport, chromatin modification, cell cycle
5	4.0–15.9	<0.001	Proteolysis, alpha-amino acid metabolic process
5	>50.0	0.004	Translation
6	4.0–15.9	<0.001	Transport, oxoacid metabolic process
6	16.0–50.0	<0.001	Small molecule metabolic process, steroid biosynthetic process
6	>50.0	<0.001	Translation, glycolytic process

They were determined by intersecting genes in each cluster with groups of yeast genes classified based on increasing transcription rates (mRNA/h)^52^: <1, 1–3.9, 4–15.9, 16–50 and >50. Correlation *P*-value for each intersection is shown. Gene ontology (GO) terms enriched amongst the common intersecting genes are also listed.

# Supplementary material for: Counteracting H3K4 methylation modulators Set1 and Jhd2 co-regulate chromatin dynamics and gene transcription
**Source:** Nat Commun. 2016 Jun 21;7:11949. doi: 10.1038/ncomms11949
**Supplement:** Supplementary Information — Supplementary Figures 1-22, Supplementary Tables 1-2.

Strand	Gene name	Fold change<br><i>jhd2Δ</i> vs WT	Fold change<br><i>set1Δ</i> vs WT
s	**YMR118C**	0.60 ↓	1.59 ↑
s	**MTD1**	0.58 ↓	1.57 ↑
s	**SOM1**	0.65 ↓	1.53 ↑
s	**ARG1**	0.58 ↓	1.52 ↑
s	**YJR079W**	0.65 ↓	1.50 ↑
s	**BNA2**	0.66 ↓	1.90 ↑
s	**YJR154W**	0.65 ↓	1.75 ↑
s	**DSF1**	0.50 ↓	1.58 ↑
s	**YGL138C**	0.60 ↓	1.60 ↑
s	**GON3**	0.49 ↓	1.56 ↑
s	**FLO1**	0.58 ↓	5.88 ↑
s	**SPO75**	0.59 ↓	2.75 ↑
s	**YSN1**	0.62 ↓	1.71 ↑
as	**FLO10**	0.55 ↓	2.12 ↑
as	**SKN1**	0.55 ↓	1.85 ↑
as	**YDR061W**	1.68 ↑	0.61 ↓

Supplementary Figure 1. List of sense and antisense transcripts counter-regulated by Set1 and Jhd2. Fold change in sense (s) or antisense (as) transcript levels for the indicated genes in *jhd2Δ* or *set1Δ* mutant relative to the control wild type (WT) are shown. Fold change in transcript levels were calculated using sequencing reads obtained from three independent RNA samples each isolated for control WT and deletion mutants (*jhd2Δ* or *set1Δ*). Red arrows denote down-regulation of the transcript in the mutant, and green arrows indicate up-regulation of the transcript in the mutant.

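As ratios of mean normalized counts over 3 cultures, *BNA2*, which encodes the first enzyme of NAD synthesis from tryptophan, stood at 0.648 times WT in *jhd2Δ* and 1.92 times in *set1Δ*. *SPO75* stood at 0.497 and 3.05 times, *GON3* at 0.463 and 1.58, and *DSF1*, a mannitol dehydrogenase gene, at 0.439 and 1.65. Of the 13 sense transcripts listed, 13 fell in *jhd2Δ* and 12 rose in *set1Δ* by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 13 and 13 when adjusted over the list alone. DESeq2 called 12 and 10, and camera with an estimated correlation gave adjusted p = 0.071 and 0.11. In *set1Δ* *YMR118C* had an adjusted p of 0.053 over all transcripts in the same test, with 14.5 ± 2.31 normalized counts in WT and 25.3 ± 5.07 in *set1Δ* (SD, n = 3 each). In the direct test of *set1Δ* against *jhd2Δ* all 13 were higher in *set1Δ*. The list was chosen on these samples and is not independent evidence of the direction. The antisense transcripts over *FLO10*, a flocculin gene, and *SKN1*, a gene of cell wall glucan synthesis, fell in *jhd2Δ* with log2 fold changes of -0.90 and -0.88 and rose in *set1Δ* by 1.11 and 0.89. That over *YDR061W* went the other way, with 0.76 in *jhd2Δ* and -0.76 in *set1Δ*. Adjusted over the list alone, all 3 were called in both deletions.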

≥1.5-fold up-regulated

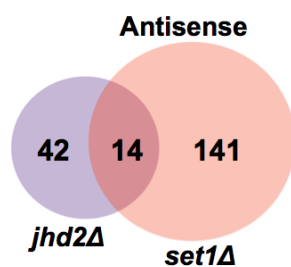

≥1.5-fold down-regulated

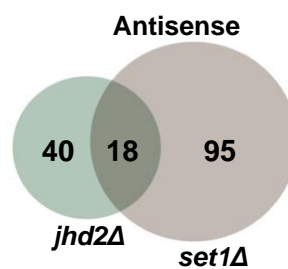

Supplementary Figure 2. Venn diagrams showing the number of up- or down-regulated antisense transcripts unique to and common to *jhd2Δ* and *set1Δ* mutants. Intersection *p-value* <10⁻⁴ (hypergeometric test).

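Antisense counts over *HXT1* are among those that fell in both deletions, from 23.2 ± 0.462 normalized counts in WT to 4.42 ± 2.65 in *jhd2Δ* and 3.86 ± 0.144 in *set1Δ* (SD, n = 3 each). Over *FYV5*, where they may be reads of *ADF1* on the other strand, they rose in both, with log2 fold changes of 1.58 and 1.23. The transcripts that rose in both were 24.3% of those that rose in *jhd2Δ* and 9.68% of those that rose in *set1Δ*, and those that fell in both were 36.7% and 23.2%. Testing the 1.5-fold threshold itself (glmTreat) left 1 that rose and 6 that fell in both.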

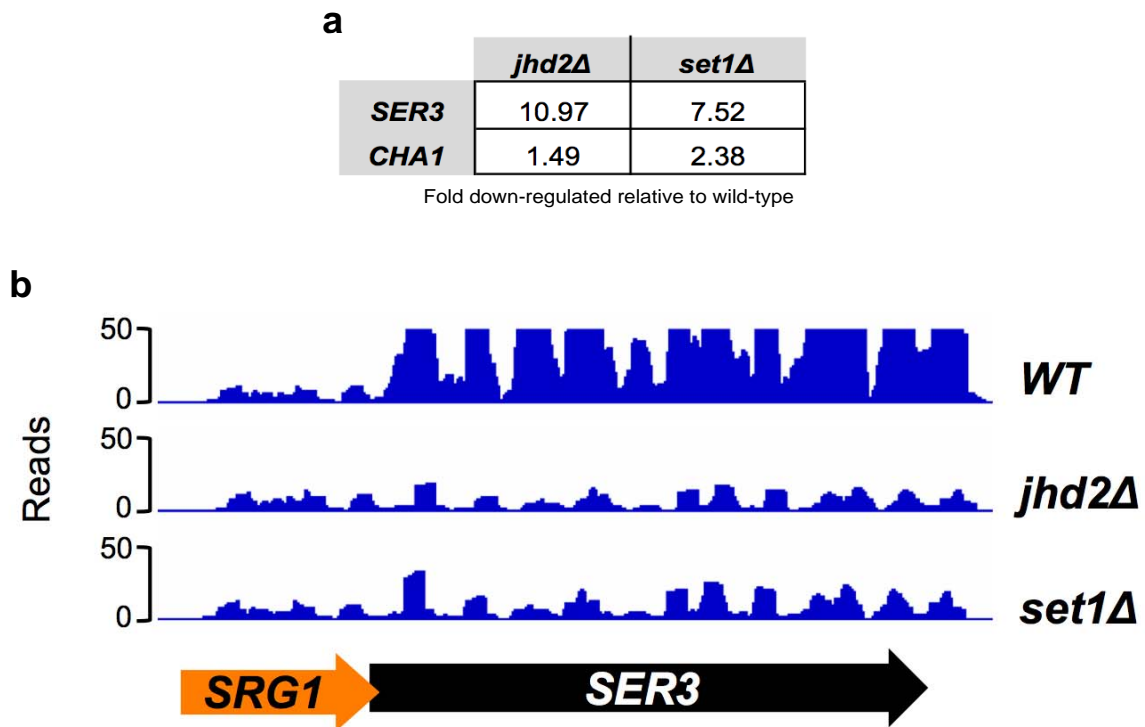

Supplementary Figure 3. *SER3* and *CHA1* genes involved in serine metabolism are target genes of Set1 and Jhd2. (a) Fold decrease in the RNA-seq reads for *SER3* and *CHA1* transcripts in *jhd2Δ* or *set1Δ* mutant relative to control wild type. (b) *SRG1* transcription is unaffected by the absence of Set1 or Jhd2. RNA-seq reads obtained for *SRG1* and *SER3* transcripts in control wild type (WT), *jhd2Δ* and *set1Δ* are shown. *SRG1* codes for an upstream non-coding RNA involved in negatively regulating *SER3* transcription.

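The WT level of *SER3* was 11.4 times the level in *jhd2Δ* and 7.69 times that in *set1Δ*, as ratios of mean normalized counts over 3 cultures each. For *CHA1* these ratios were 1.51 and 2.42. For *SRG1* they were 1.48 and 1.54, from library counts of 860, 931 and 954 in WT, 644, 600 and 587 in *jhd2Δ* and 534, 497 and 511 in *set1Δ*. These counts may include reads of *SER3*, whose start *SRG1* overlaps. *SER3* fell further in *jhd2Δ* than in *set1Δ*, by 0.56 on the log2 scale (adjusted p = 5.1e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a difference below the 1.5-fold threshold.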

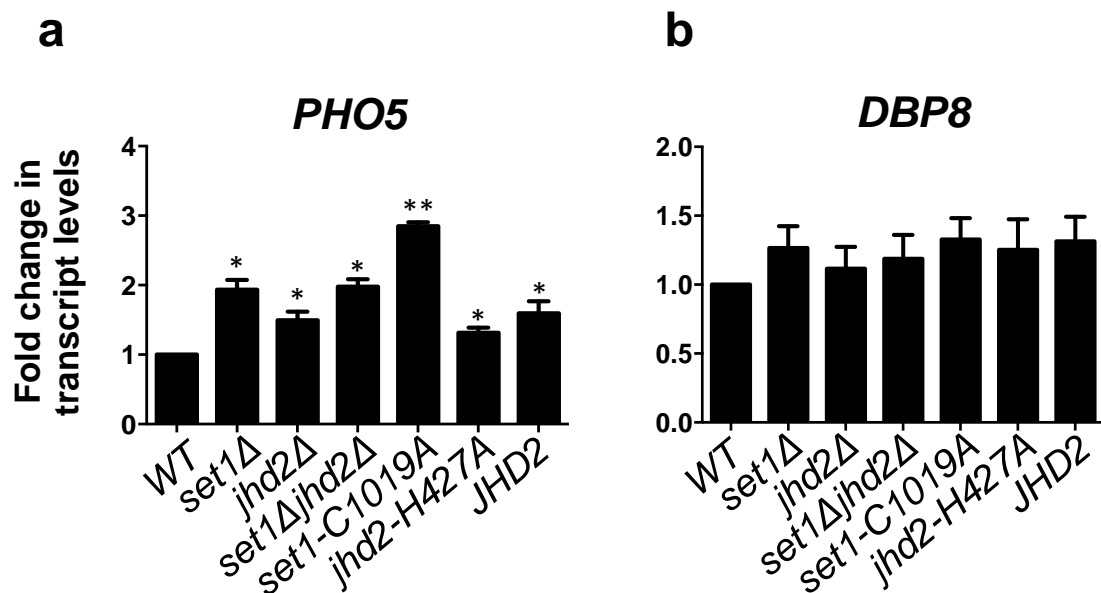

Supplementary Figure 4. Set1 and Jhd2 control transcriptional repression or attenuation at *PHO5* and *DBP8* genes. Fold-change in *PHO5* and *DBP8* sense transcript levels in deletion mutants (*set1Δ*, *jhd2Δ* and *set1Δjhd2Δ*), catalytic-dead mutants (*set1-C1019A* and *jhd2-H427A*) or a strain overexpressing Jhd2 (*JHD2*) relative to the control WT strain are shown. Error bars denote $\pm$ SEM from four independent experiments (n=4). Statistical significance calculated using Student's t-test, *p-value ≤ 0.05 , **p-value $< 10^{-4}$.

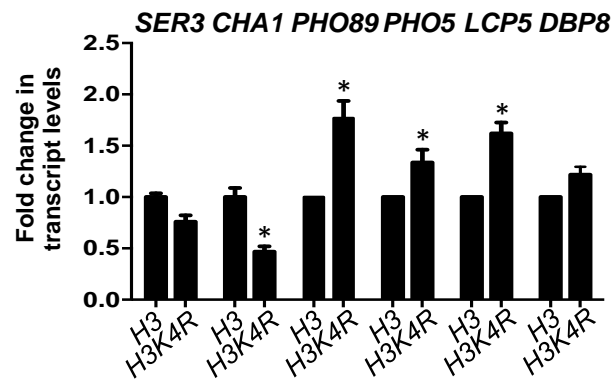

Supplementary Figure 5. Histone H3K4R mutation alters target gene expression. Fold-change in transcript levels for the indicated target genes in the *H3K4R* mutant relative to wild type H3 strain are shown. Error bars denote $\pm$ SEM from four independent experiments (n=4). Statistical significance calculated using Student's t-test, *p-value <0.05.

a

	SENSE			ANTISENSE		
1.5-fold change FDR $\leq 5\%$	Total	Up	Down	Total	Up	Down
<i>jhd2Δ</i>	655	387	268	114	56	58
<i>set1Δ</i>	463	321	142	268	155	113
<i>FlagSET1</i>	403	206	197	83	30	53
<i>FlagSET1-G990E</i>	630	363	267	146	71	75
2-fold change FDR $\leq 1\%$	Total	Up	Down	Total	Up	Down
<i>jhd2Δ</i>	149	101	48	26	13	13
<i>set1Δ</i>	71	53	18	99	61	38
<i>FlagSET1</i>	93	36	57	14	4	10
<i>FlagSET1-G990E</i>	162	92	70	40	25	15

b

Antisense transcripts up-regulated
≥1.5-fold relative to wild-type

Antisense transcripts down-regulated
≥1.5-fold relative to wild-type

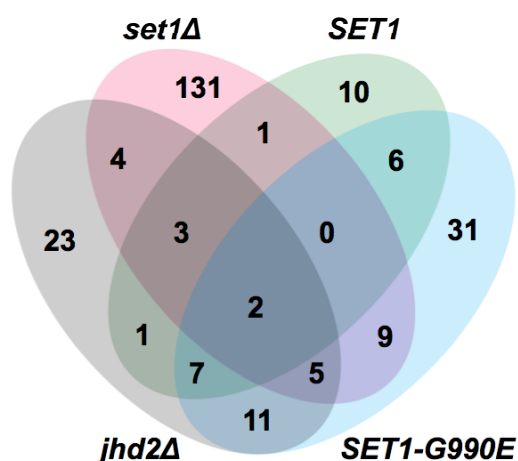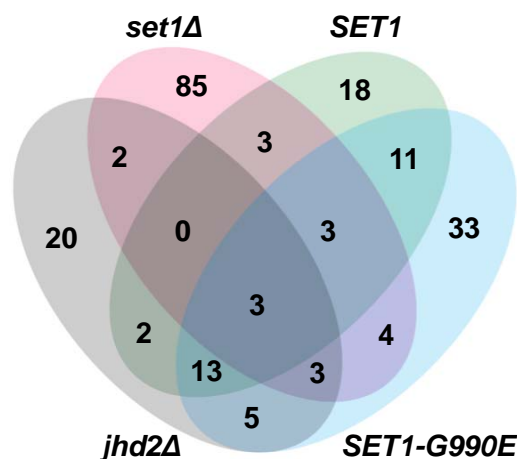

Supplementary Figure 6. Sense and antisense transcription are altered upon deletion of *SET1* or *JHD2* or following overexpression of *SET1* or hyperactive *SET1-G990E*. (a) The total number of sense or antisense transcripts undergoing a 1.5-fold (at a false discovery rate (FDR) $\leq 5\%$) or a 2-fold (FDR $\leq 1\%$) change in expression in the four indicated mutants compared to the control wild type are shown. The numbers of sense or antisense transcripts either up- or down-regulated in each of the four mutant strains are also indicated. **(b)** Four-way Venn diagrams showing the number of unique or shared up- or down-regulated antisense transcripts in each combination of the indicated deletion or overexpression mutant strains. Intersection *p-value* $< 10^{-4}$ (hypergeometric test).

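At the stricter thresholds of a 2-fold change and an adjusted p under 0.01, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 109 up and 58 down on the sense strand in *jhd2Δ*, 66 up and 25 down in *set1Δ*, 42 up and 67 down under *SET1* overexpression and 101 up and 80 down under *SET1-G990E* overexpression. Antisense calls were 19 up and 24 down in *jhd2Δ*, 80 up and 54 down in *set1Δ*, 5 up and 15 down under *SET1* overexpression and 33 up and 20 down under *SET1-G990E* overexpression, and DESeq2 called 9 up in *jhd2Δ*, 34 in *set1Δ* and 21 under *SET1-G990E* overexpression, and in the order of strains 8, 24, 7 and 11 down. Of these, the 25 sense transcripts down in *set1Δ* became 16 without WT replicate 2 and 40 without *set1Δ* replicate 2, the 5 antisense ones up under *SET1* overexpression became 8 without its replicate 1, and the 20 down under *SET1-G990E* overexpression became 13 without its replicate 2. Transcripts past the 2-fold threshold include *CAT8*, an activator of gluconeogenesis genes, which fell in *jhd2Δ* with a log2 fold change of -1.22 and stood at -0.31 in *set1Δ*, and the antisense RNA over *GIT1*, a phospholipid breakdown product transporter gene, which rose by 2.46 in *set1Δ*.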

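Over *ISA1* antisense counts rose in *jhd2Δ* and, by 1.92, under *SET1-G990E* overexpression, where their level was 24.9 ± 5.17 normalized counts against 6.43 ± 3.81 in WT (SD, n = 3 each). Over *YFL051C* they fell with log2 fold changes of -1.59 and -1.79 under *SET1* overexpression and *SET1-G990E* overexpression. *SET1-G990E* overexpression shared 37 rising and 26 falling antisense transcripts with *jhd2Δ* (2.63 and 2.86 for independent lists) and 23 and 17 with *set1Δ* (6.62 and 4.52). *SET1* overexpression shared 14 and 20 with *jhd2Δ* (0.869 and 2.11) and 7 and 15 with *set1Δ* (2.18 and 3.33). The overexpression strains shared 17 and 33 (1.10 and 1.97). All pairs rest on the same WT libraries, and part of the excess may come from these shared controls.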

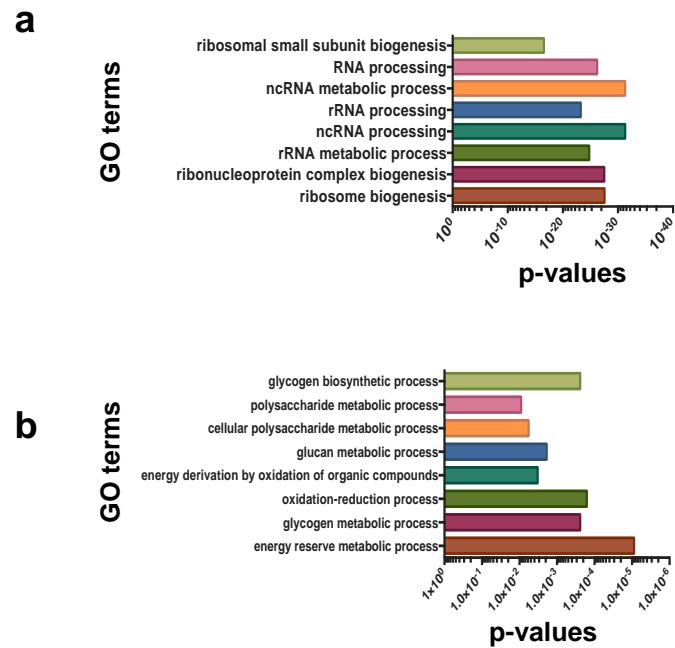

Supplementary Figure 7. Genes for glycogen metabolism and ribosome biogenesis are sensitive to the deletion of *SET1* or *JHD2* or overexpression of *SET1* or hyperactive *SET1-G990E*. (a) GO terms significantly enriched in the up-regulated sense transcripts common to deletion (*set1Δ* or *jhd2Δ*) and overexpression mutants (*SET1* or *SET1-G990E*). (b) GO terms enriched in sense transcripts down-regulated in all four mutant strains.

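Genes behind these terms include *RRN11* and *BFR2*. *RRN11* rose by 1.43 and 1.68 under *SET1* overexpression and *SET1-G990E* overexpression, and *BFR2*, which acts in early ribosome assembly, had log2 fold changes of 1.50, 1.01, 1.14 and 1.43 in *jhd2Δ*, *set1Δ*, *SET1* overexpression and *SET1-G990E* overexpression. *IPI1*, which acts in large subunit assembly and replication licensing, rose by 1.44, 0.68, 1.11 and 1.31 in that order. Of the energy reserve genes, *RGI1* fell from 11858 ± 1153 normalized counts in WT to 2528 ± 221 and 2683 ± 95.4 under *SET1* overexpression and *SET1-G990E* overexpression (SD, n = 3 each), and *GIP2* with log2 fold changes of -1.24 and -1.08. The median log2 fold change of the large subunit list was 0.51 under *SET1* overexpression and 0.68 under *SET1-G990E* overexpression, and that of the glycogen and trehalose list -1.01 and -1.01, beside -0.82 in *jhd2Δ* and -0.47 in *set1Δ*.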

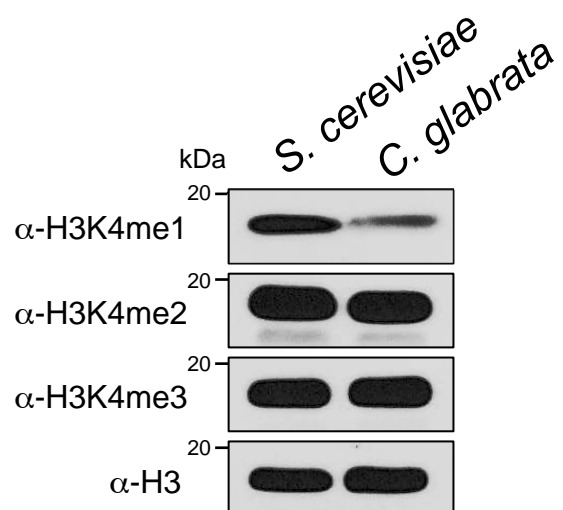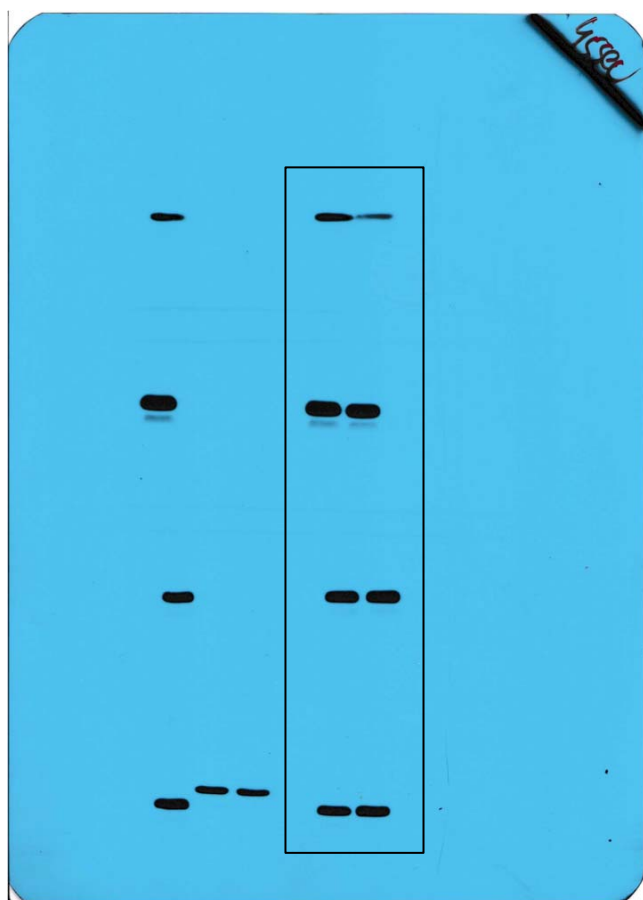

Supplementary Figure 8. H3K4 methylation occurs in *Candida glabrata*. Western blots showing H3K4me1, H3K4me2 and H3K4me3 levels in whole cell lysates prepared from *S. cerevisiae* (experimental genome) and *C. glabrata* (reference genome). H3 serves as loading control. The full-image of the blot is also shown and panels at the top are indicated.

aCommon up-regulated genes in *set1Δ* or *jhd2Δ*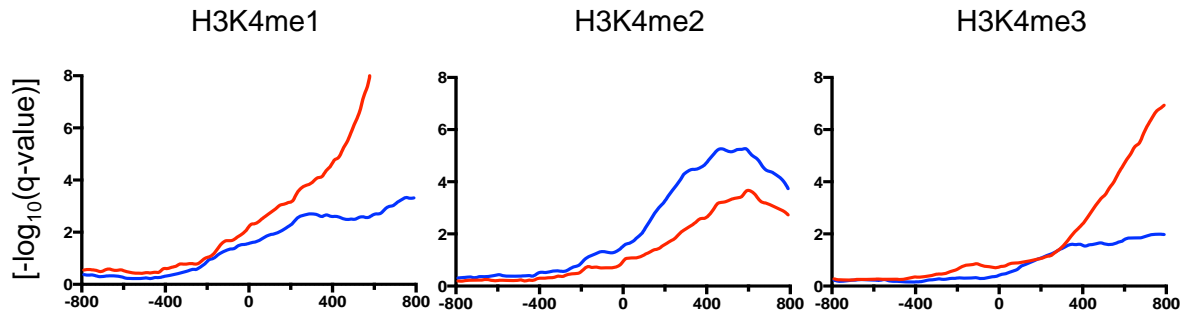**b**Common down-regulated genes in *set1Δ* or *jhd2Δ*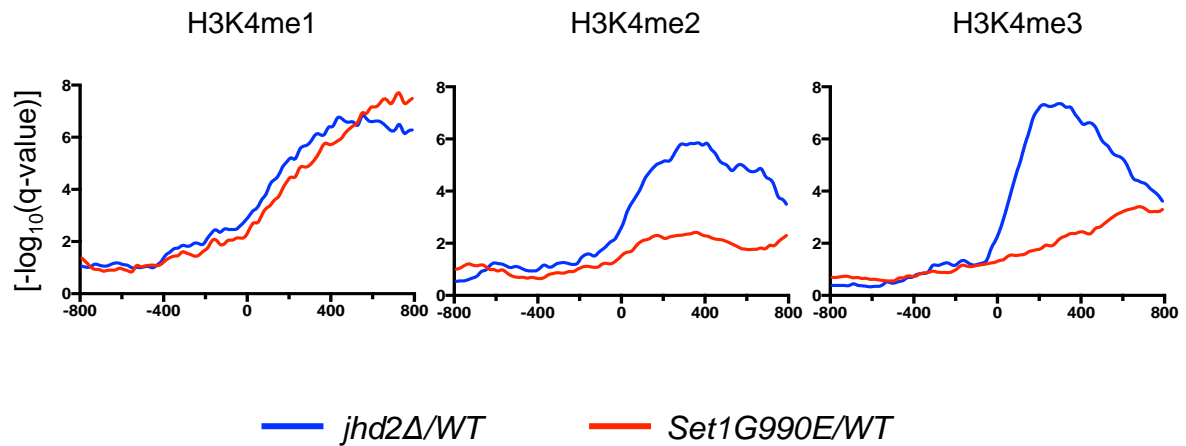

Supplementary Figure 9. Statistical significance are shown for the changes in H3K4 methylation levels at Set1 and Jhd2 co-repressed (a) or co-activated (b) target genes in *jhd2Δ* or *Set1G990E* mutant compared to wild type.

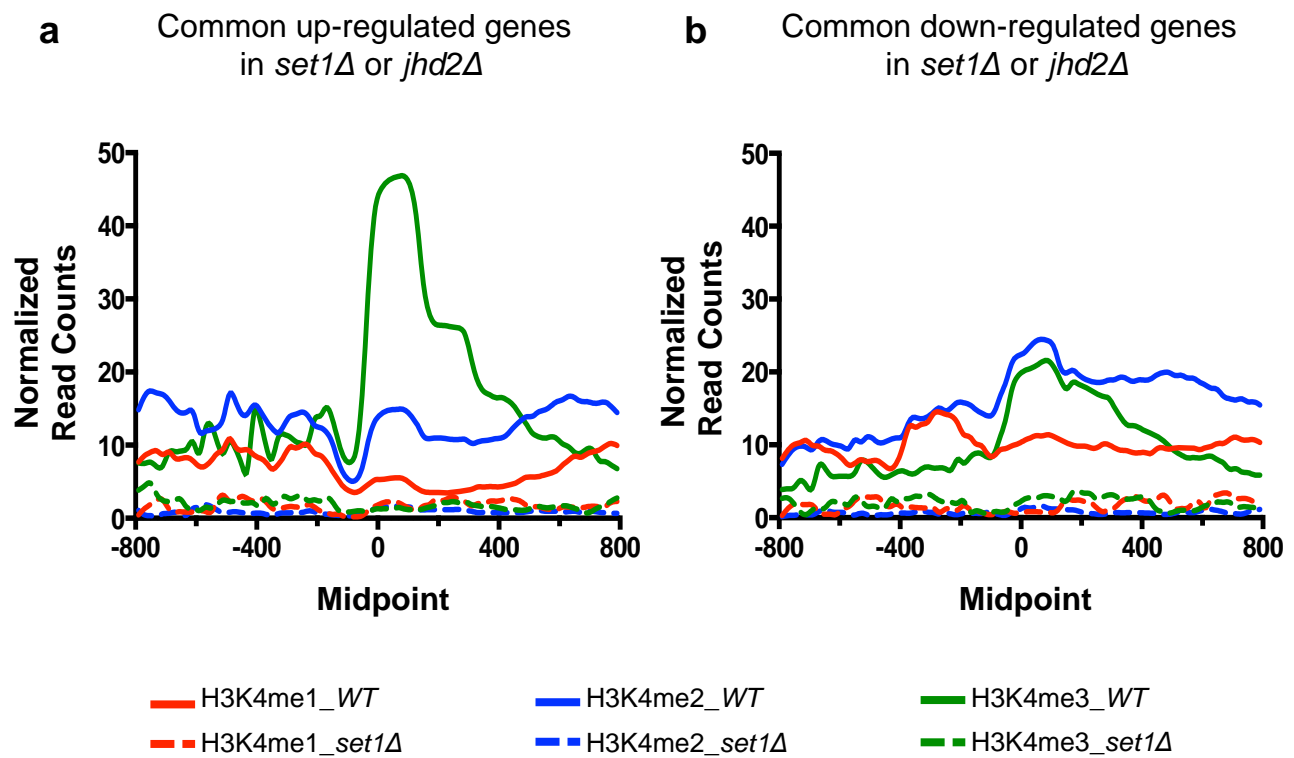

Supplementary Figure 10. H3K4 methylation is abolished at shared target genes in the *set1Δ* mutant. Normalized read counts profiles for H3K4 monomethyl (me1), dimethyl (me2) and trimethyl (me3) marks across 800 bp region upstream (-) or downstream (+) of the TSSs (0) at genes co-repressed (**a**) or co-activated (**b**) by Set1 and Jhd2 in BY4741 (WT) and *set1Δ* null mutant. Read counts for *set1Δ* null mutant and its control wild type strain BY4741 were obtained from published datasets of Chabbert et al (2015).

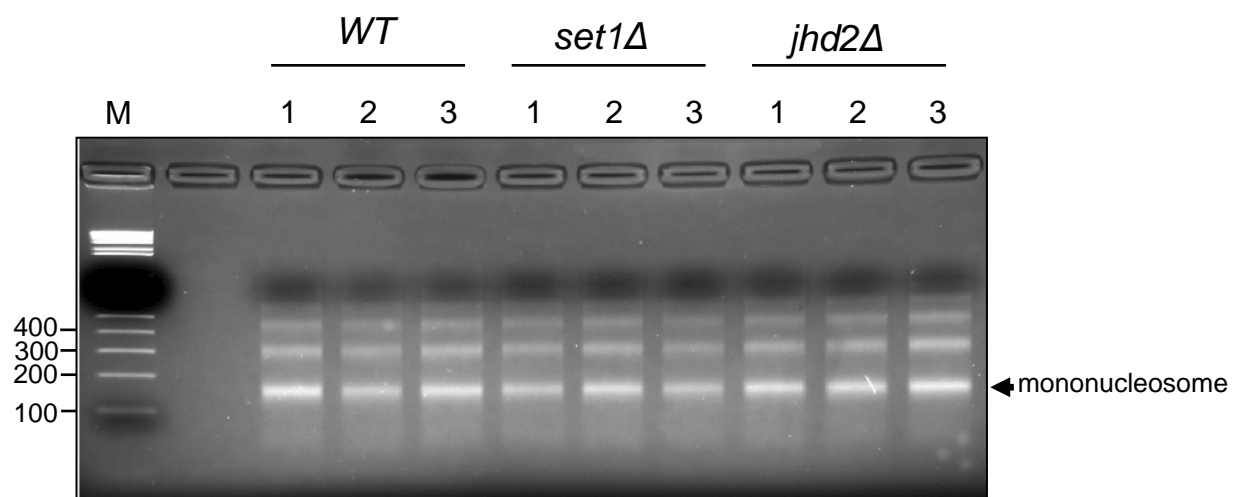

Supplementary Figure 11. Bulk chromatin structure in wild type, *set1Δ* and *jhd2Δ* strains. A 2% agarose gel stained with ethidium bromide and containing limited micrococcal nuclease (MNase) digested DNA isolated from three independent cultures each for the wild type (WT), *set1Δ* and *jhd2Δ* strains is shown. These MNase-digested DNA were subjected to library preparation. Adaptor-ligated DNA corresponding to mononucleosomes was size selected by gel purification and subjected to next generation sequencing. M, 1kb DNA ladder.

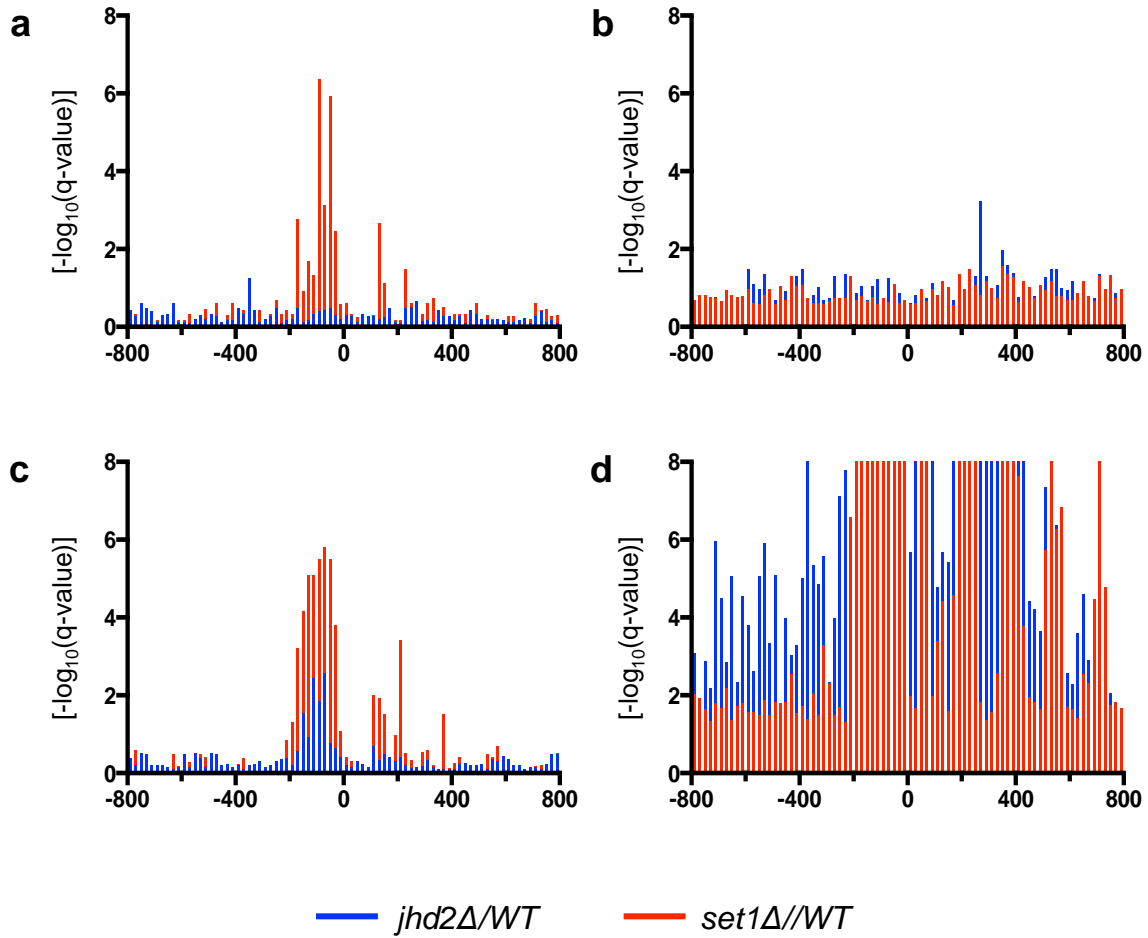

Supplementary Figure 12. Statistical significance are shown for the histone turnover changes at Set1 and Jhd2 co-repressed (a) or co-activated (b) target genes, all yeast ribi genes (c) and across all yeast genes (d) in *jhd2Δ* or *set1Δ* mutant compared to wild type.

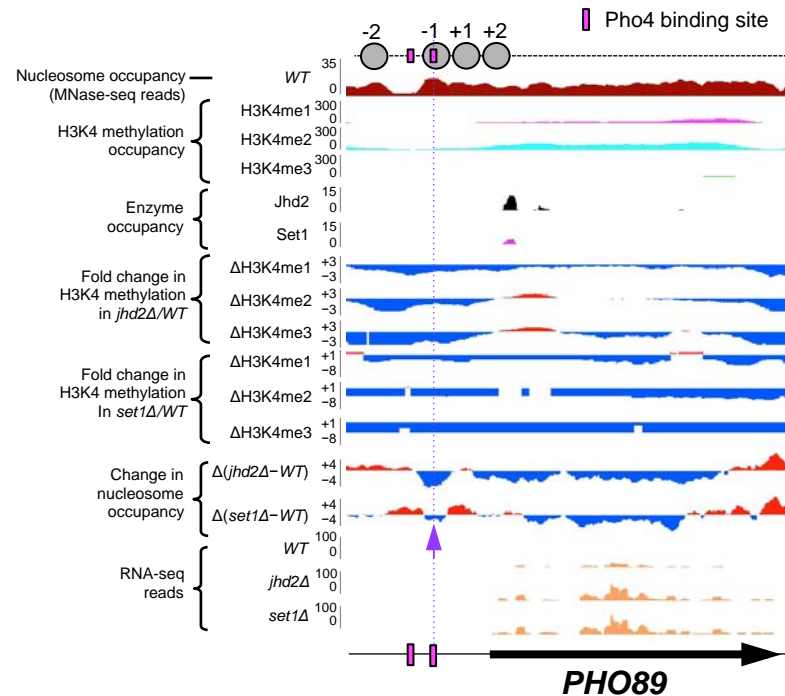

Supplementary Figure 13. Occupancy of a *PHO89* promoter nucleosome containing the Pho4 binding site is reduced in *set1Δ* or *jhd2Δ* mutant. Changes to H3K4 methylation levels, nucleosomal occupancy and transcripts at the *PHO89* gene in *jhd2Δ* or *set1Δ* are shown. The normal nucleosomal, H3K4 methylation, Jhd2 and Set1 occupancies at these genes are also shown: Reads for mononucleosomal DNA in wild type (WT) shows the native chromatin organization (*brown*). Reads for H3K4 monomethyl (me1, *magenta*), H3K4 dimethyl (me2, *cyan*) and H3K4 trimethyl (me3, *green*) marks in WT shows their distribution over the *PHO89* gene. Jhd2 (*black*) and Set1 (*pink*) occupancy (qpois) in WT strain at the *PHO89* gene are shown. Fold change in the levels of H3K4me1, H3K4me2 and H3K4me3 marks in *jhd2Δ* or *set1Δ* relative to that in WT are shown. Fold change in H3K4 methylation in *set1Δ* relative to WT was calculated using data from Chabbert et al (2015). Increase or decrease in a given H3K4 methyl mark in the mutant is shown in red or blue, respectively. Mononucleosomal DNA from WT were subtracted from those obtained from *jhd2Δ* or *set1Δ* and visualized using a genome browser. Gain or loss in nucleosome occupancy in the mutant is represented in red or blue, respectively. RNA-seq reads for *PHO89* transcript levels in WT, *jhd2Δ* or *set1Δ* strains are also shown (*orange*). Schematic diagram at top shows the nucleosome organization over promoter and TSS regions of the *PHO89* gene. *Circles*, well-positioned promoter nucleosomes; *black arrow*, TSS; and *pink box*, Pho4 binding sites, predicted from the published studies of Badis et al. (2008) and Harbison et al. (2004). *Grape colored arrow and dotted line* indicate decrease in nucleosomal occupancy at one of the two predicted Pho4 binding sites.

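*PHO89* had 196, 198 and 188 counts in the WT libraries, 737, 767 and 784 in *jhd2Δ* and 595, 632 and 550 in *set1Δ*, before normalization. Reads on the strand opposite to *PHO89* were few, with 13, 14 and 13, 5, 3 and 10 and 9, 15 and 12 counts. Their log2 fold change was -1.01 in *jhd2Δ* (standard error 0.41, adjusted p = 0.11) and 0.31 in *set1Δ* (standard error 0.35) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.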

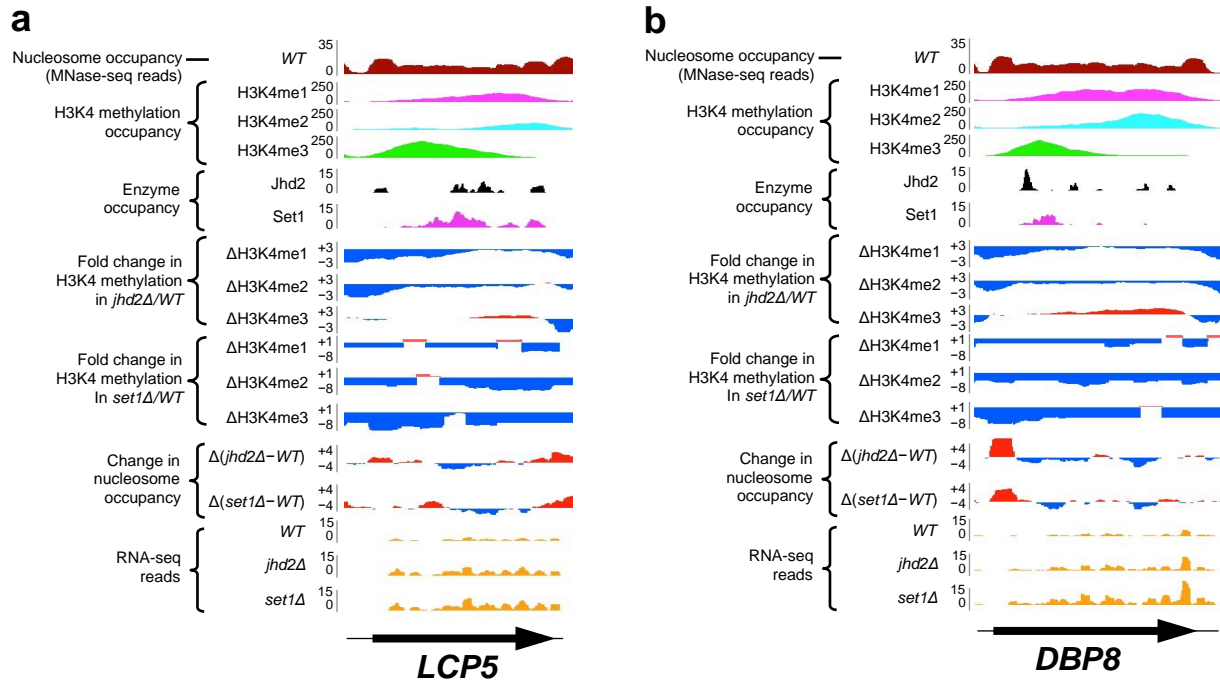

Supplementary Figure 14. Set1 and Jhd2 co-regulate H3K4 methylation, nucleosomal occupancy and expression of candidate Ribi genes, *LCP5* and *DBP8*. (a-b) Changes in H3K4 methylation levels, nucleosomal occupancy and transcript levels for *LCP5* and *DBP8* genes in *jhd2Δ* or *set1Δ* are shown. The normal nucleosomal, H3K4 methylation, Jhd2 and Set1 occupancies at these genes are also shown. Reads for mononucleosomal DNA in wild type (WT) shows the native chromatin organization (*brown*). Reads for H3K4 monomethyl (me1, *magenta*), H3K4 dimethyl (me2, *cyan*) and H3K4 trimethyl (me3, *green*) marks in WT shows their distribution over the *LCP5* and *DBP8* genes. Jhd2 (*black*) and Set1 (*pink*) occupancy (qpois) in WT strain at the *LCP5* and *DBP8* genes are shown. Fold change in the levels of H3K4me1, H3K4me2 and H3K4me3 marks in *jhd2Δ* or *set1Δ* relative to that in WT are shown. Fold change in H3K4 methylation in *set1Δ* relative to WT was calculated using data from Chabbert et al (2015). Increase or decrease in a given H3K4 methyl mark in the mutant is shown in red or blue, respectively. Mononucleosomal DNA from WT were subtracted from those obtained from *jhd2Δ* or *set1Δ* and visualized using a genome browser. Gain or loss in nucleosome occupancy in the mutant is represented in red or blue, respectively. RNA-seq reads for *LCP5* and *DBP8* transcript levels in WT, *jhd2Δ* or *set1Δ* strains are also shown (*orange*).

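*LCP5* (YER127W, chromosome V, 414481 to 415554, plus strand) and *DBP8* (YHR169W, chromosome VIII, 442181 to 443476, plus strand) both encode proteins of small subunit assembly, *DBP8* an RNA helicase. *LCP5* went from 127 ± 29.3 normalized counts in WT to 429 ± 47.7 in *jhd2Δ* and 356 ± 52.9 in *set1Δ* (SD, n = 3 each), log2 fold changes of 1.76 (standard error 0.16, adjusted p = 1.0e-07) and 1.49 (standard error 0.17, adjusted p = 2.0e-06) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *DBP8* went from 156 ± 12.4 to 593 ± 108 and 329.8 ± 75.7 counts, log2 fold changes of 1.93 and 1.08, and it was lower in *set1Δ* than in *jhd2Δ*, with a log2 fold change of -0.85 between them (adjusted p = 2.3e-04 from the same edgeR test).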

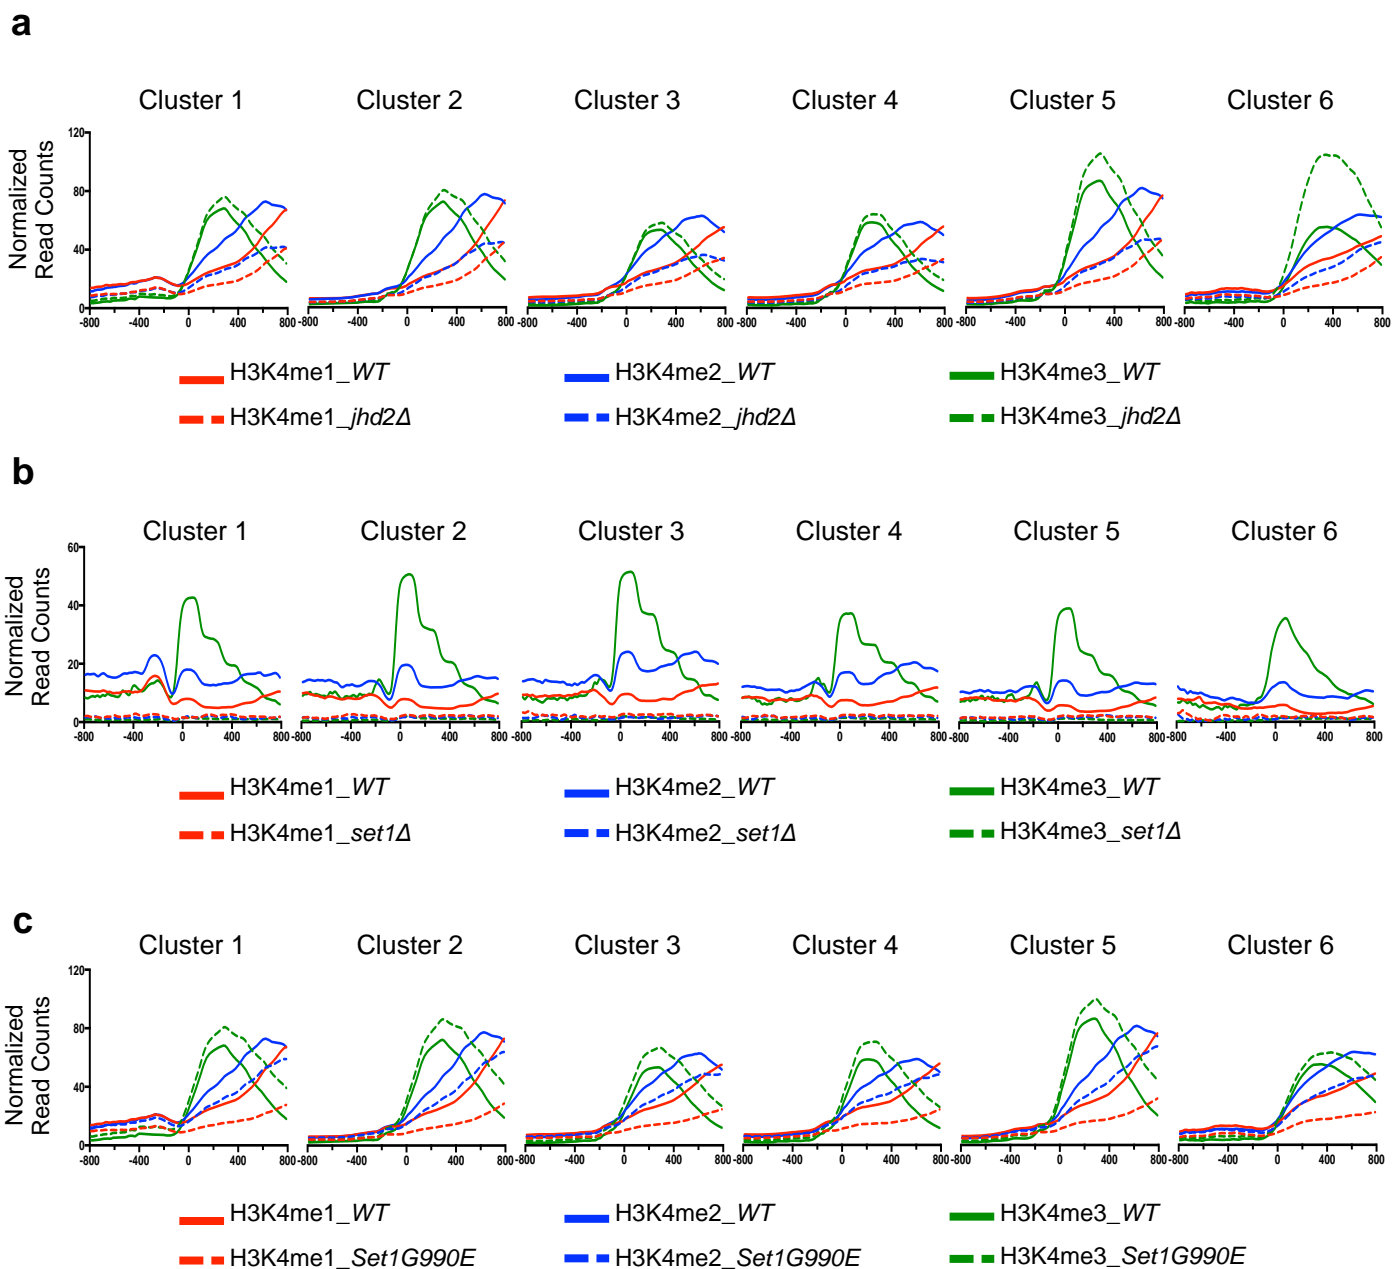

Supplementary Figure 15. Deletion of *JHD2* or *SET1* or the expression of hyperactive *Set1-G990E* alters H3K4 methylation levels at all six k-means clusters. Normalized read counts profiles for H3K4me1, H3K4me2 and H3K4me3 marks across 800 bp region upstream (-) or downstream (+) of the TSSs (0) at genes within the six k-means clusters (Fig. 6a-b) in control wild type (WT), *jhd2*Δ or *set1*Δ null mutant and hyperactive *Set1-G990E* expressing strain are shown. Read counts for *set1*Δ null mutant and its control wild type strain BY4741 were obtained from published datasets of Chabbert et al (2015).

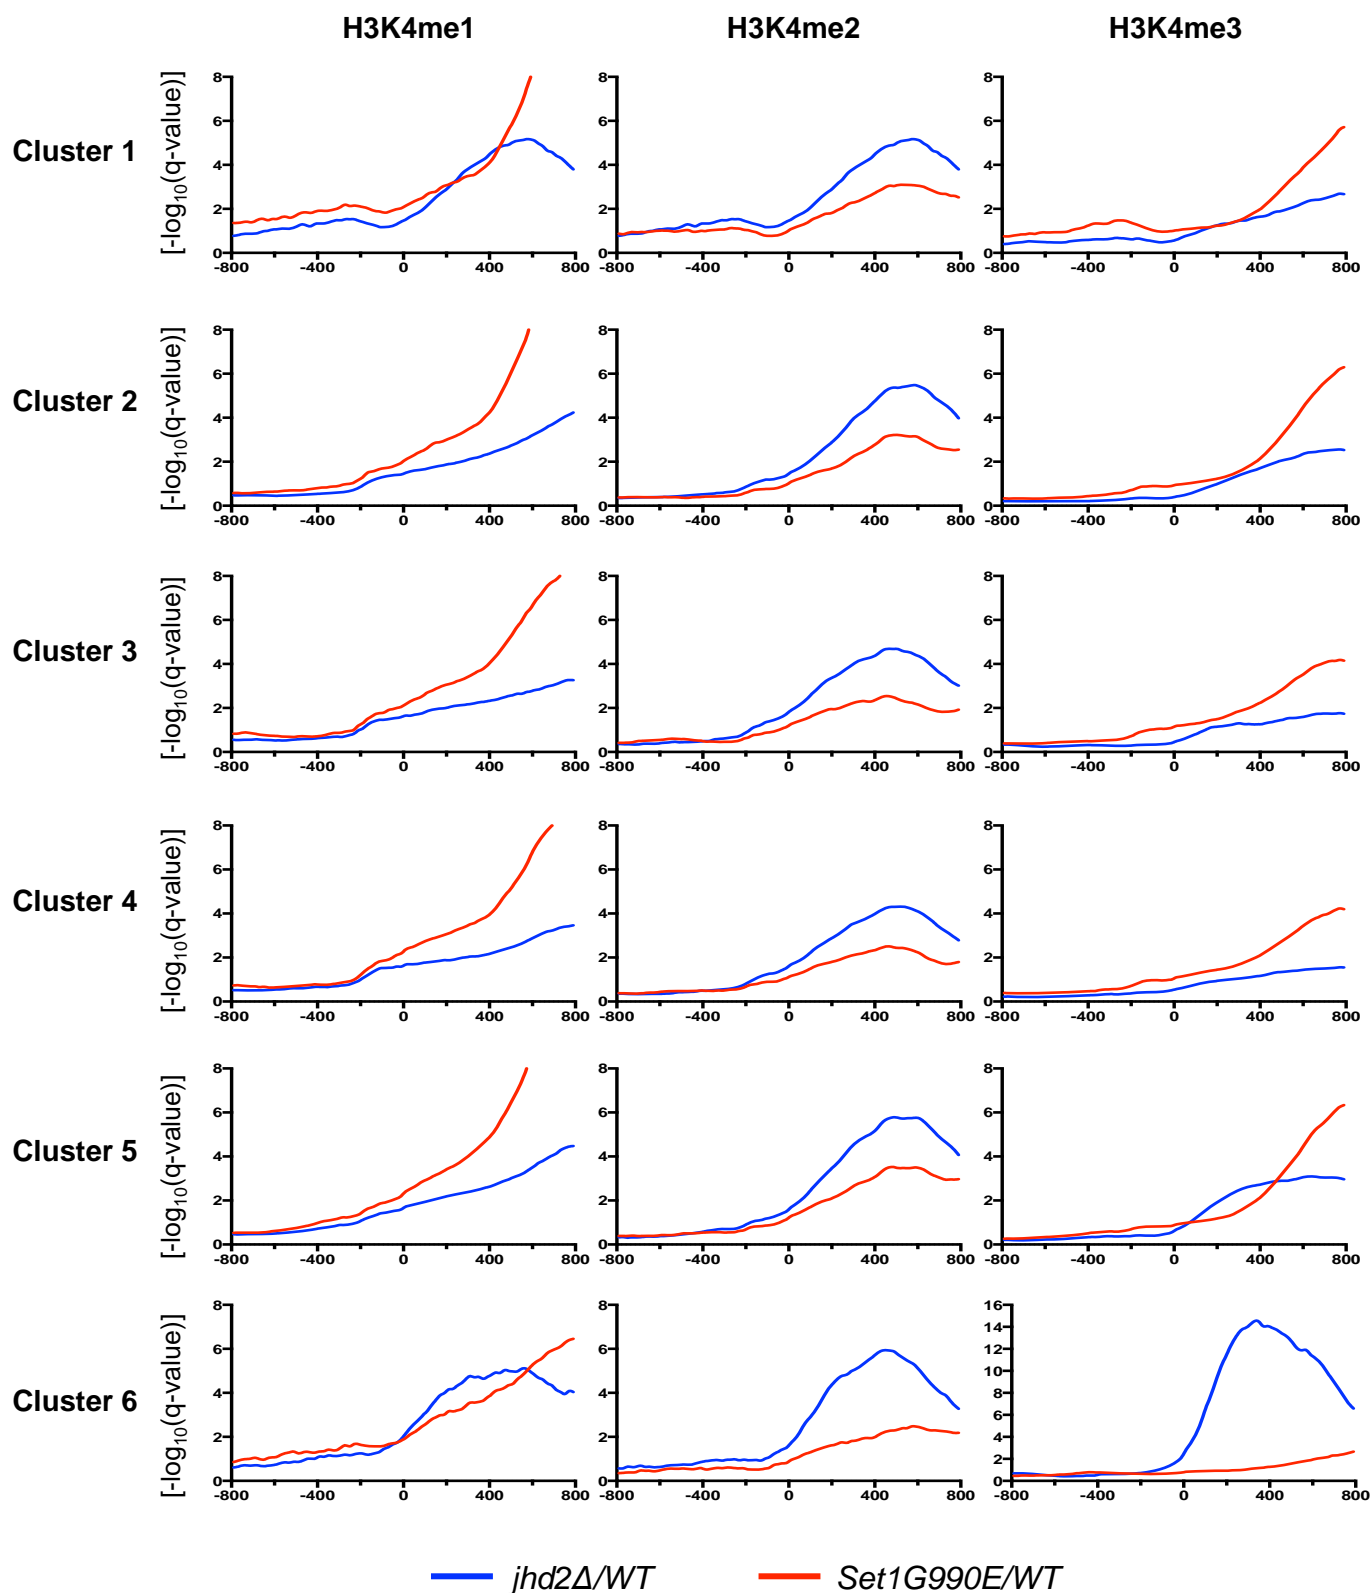

Supplementary Figure 16. Statistical significance are shown for the changes in H3K4 methylation levels at the six gene clusters in *jhd2Δ* or *Set1G990E* mutant compared to control wild type.

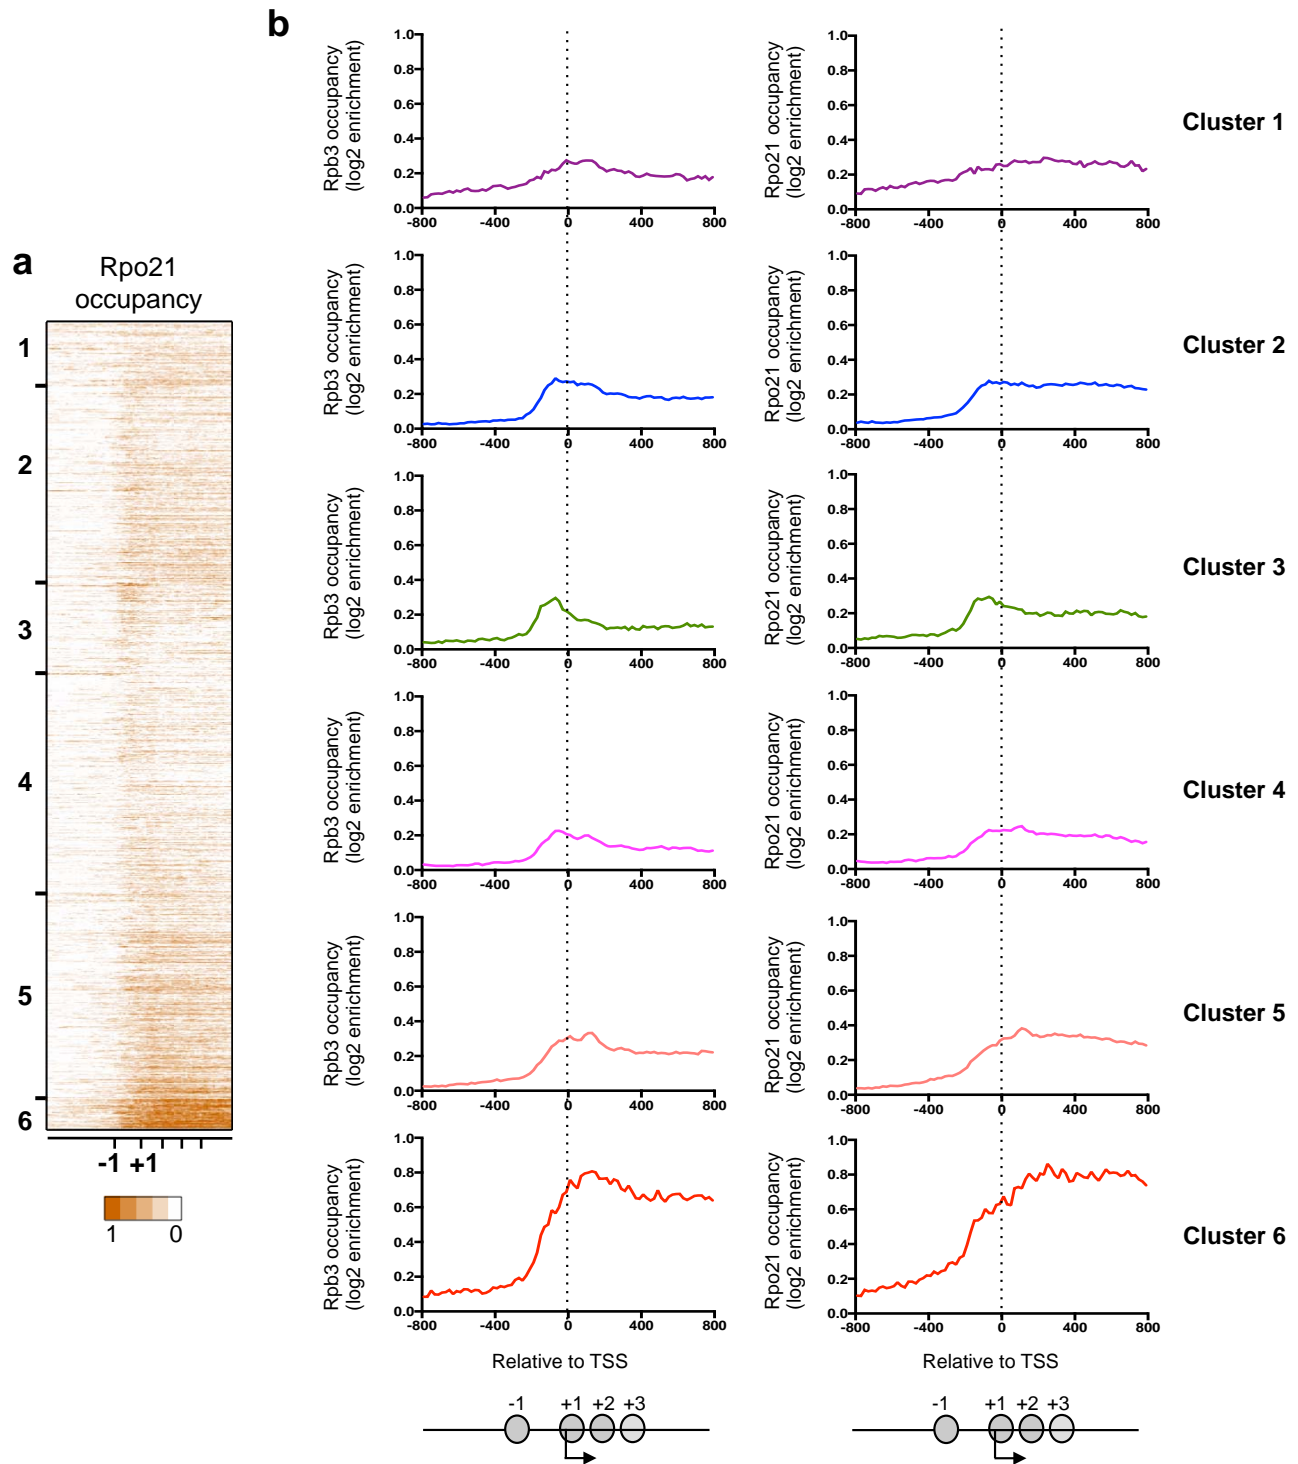

Supplementary Figure 17. Occupancy and distribution of Rpb3 and Rpo21 at all six k-means clusters. (a) Heat map for Rpo21 occupancy within the six k-means clusters, using data from Venters and Pugh (2009), is shown. Rpo21 occupancy above global mean is in orange. The mean occupancy profiles over each of the six k-means clusters (shown in Fig. 6a-b) are shown for two RNA polymerase II (Pol2) subunits, Rpb3 and Rpo21 (Venters and Pugh, 2009). Dotted line marks TSS (0). In the schematic at the bottom, circles denote the positions of -1, +1 and coding region nucleosomes and the arrow denotes the TSS.

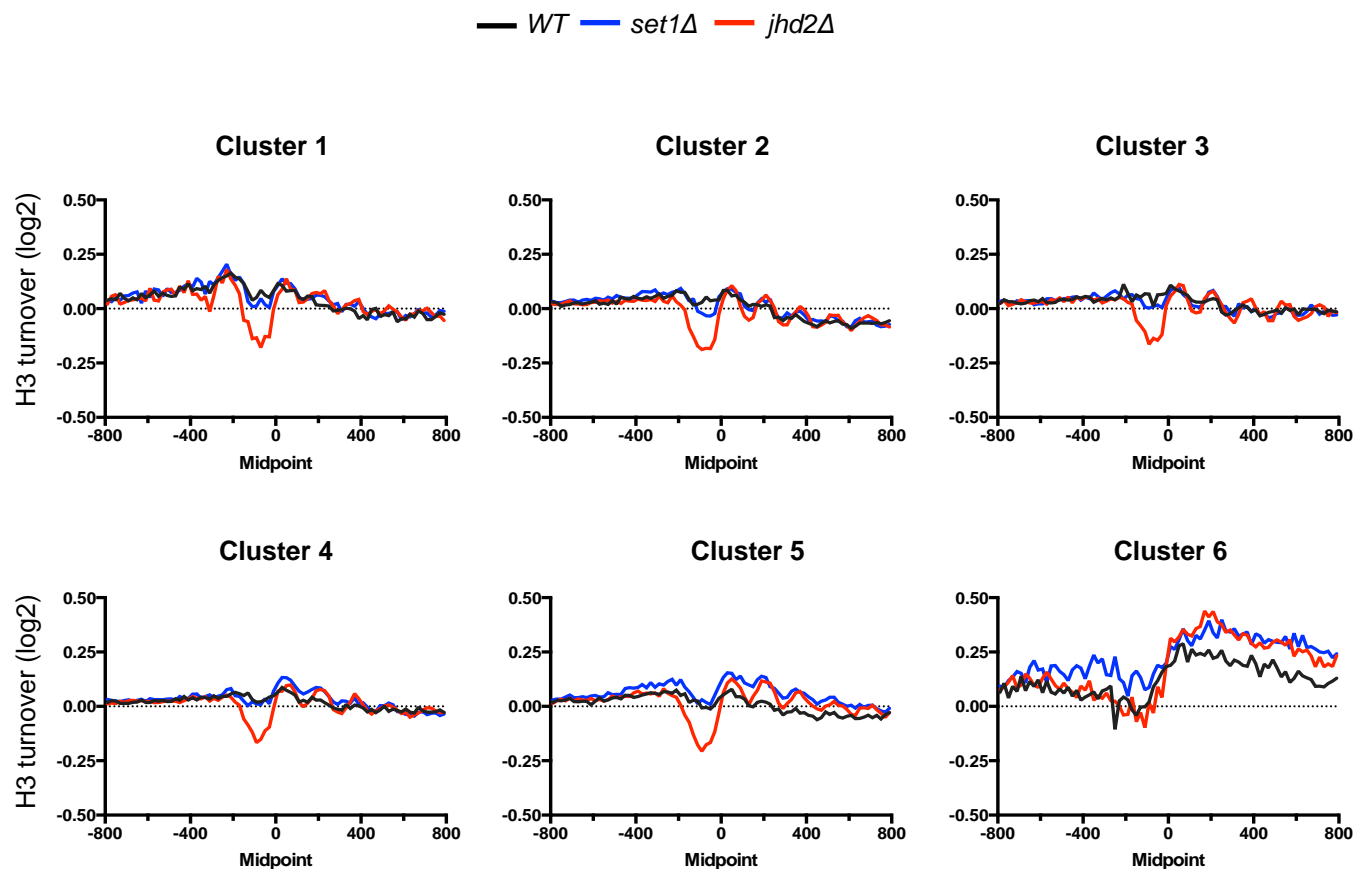

Supplementary Figure 18. Set1 and/or Jhd2 controls nucleosomal turnover at genes within the six k-means clusters. Mean profile for histone H3 turnover across 800 bp region upstream (-) or downstream (+) of the TSSs (0) at genes within the six k-means clusters (Fig. 6a-b) are shown in wild type (*WT*), *set1Δ* and *jhd2Δ* strains.

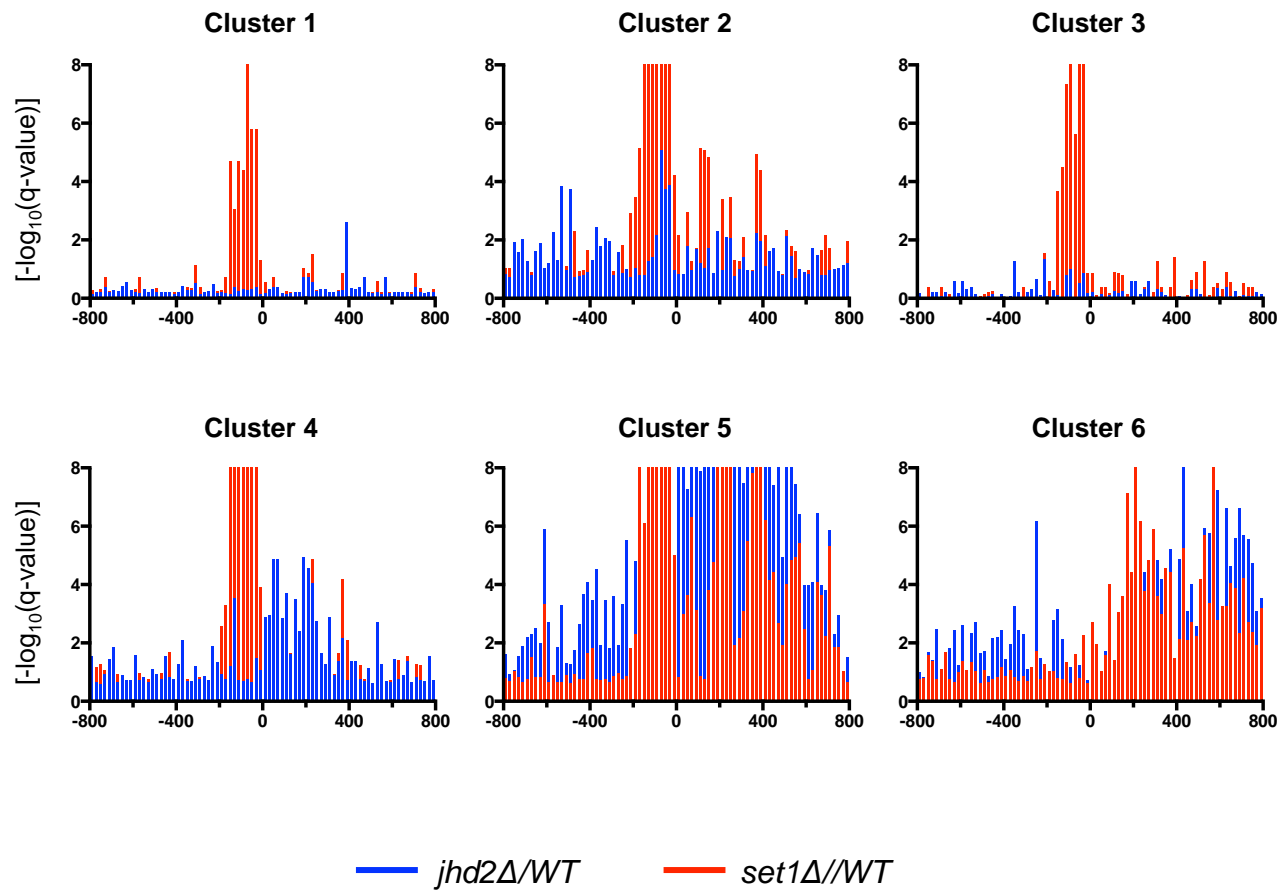

Supplementary Figure 19. Statistical significance are shown for the histone turnover changes at the six k-means clusters in *jhd2Δ* or *set1Δ* mutant compared to wild type.

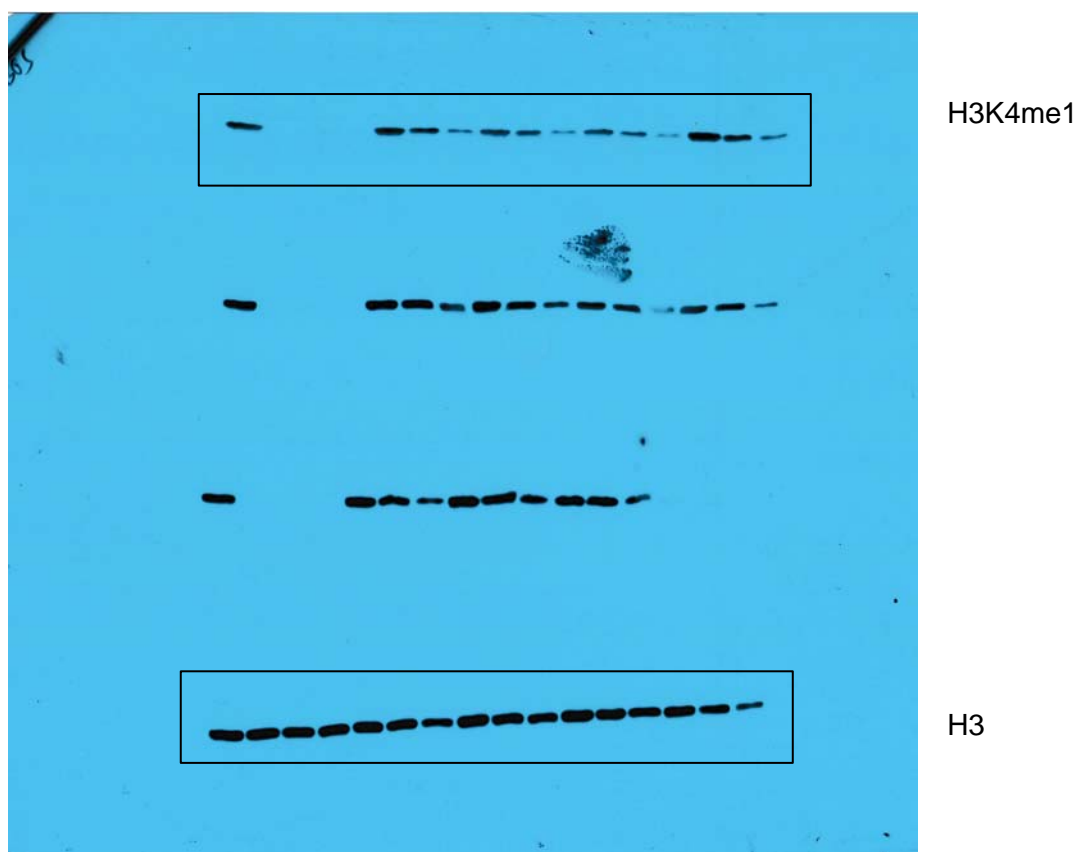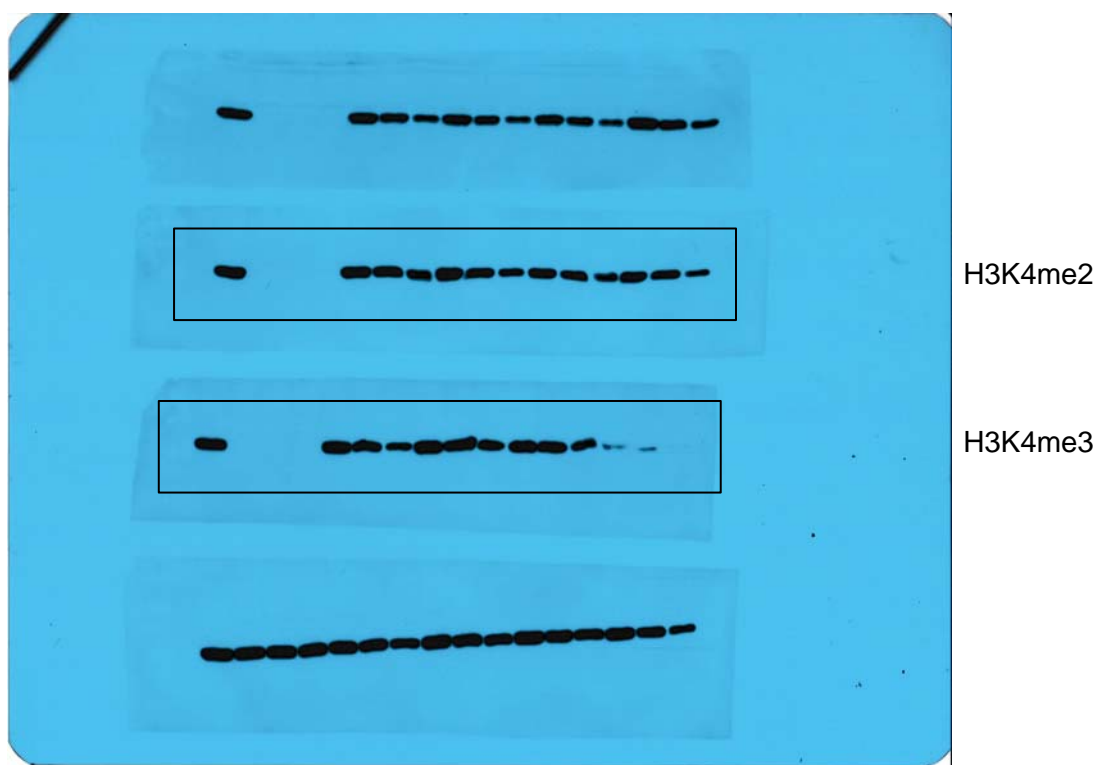

Supplementary Figure 20. Full-length image of the blots shown in Fig. 2a. Panels displayed in Fig. 2a are shown within rectangles.

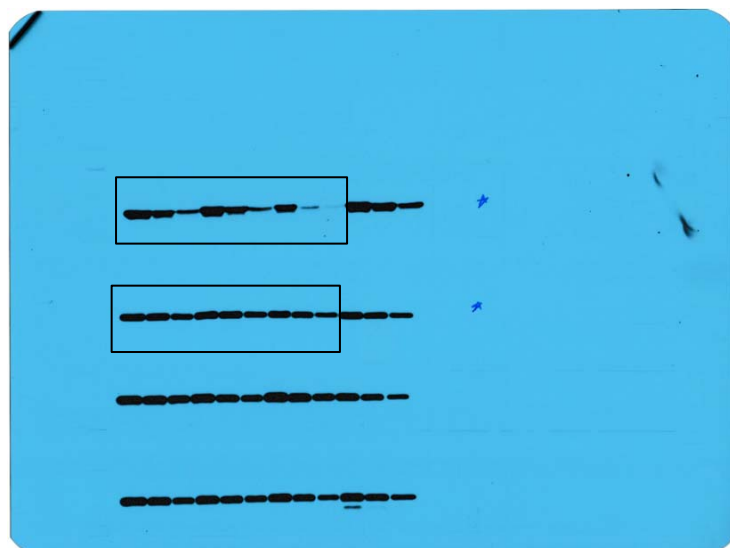

H3K4me1 H3K4me2

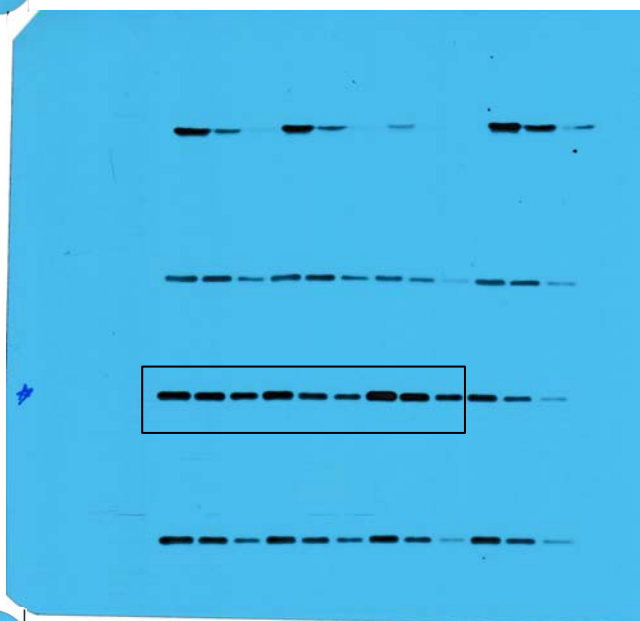

H3K4me3

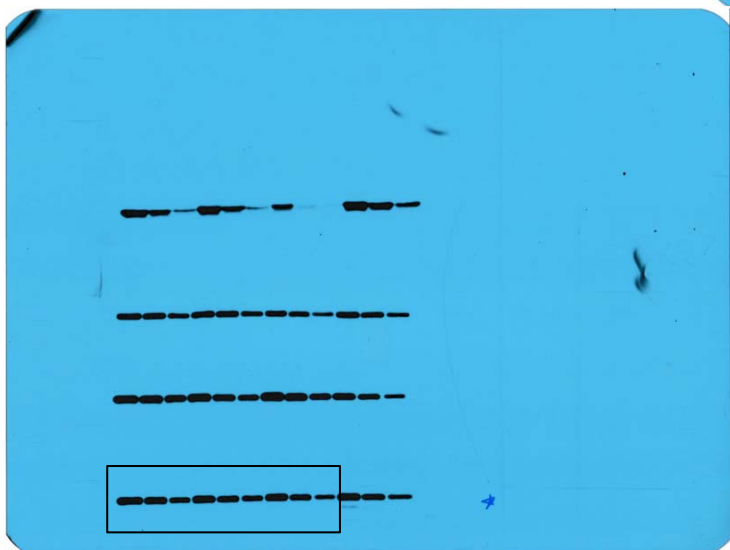

H3

Supplementary Figure 21. Full-length image of the blots shown in Fig. 2d. Panels displayed in Fig. 2d are shown within rectangles.

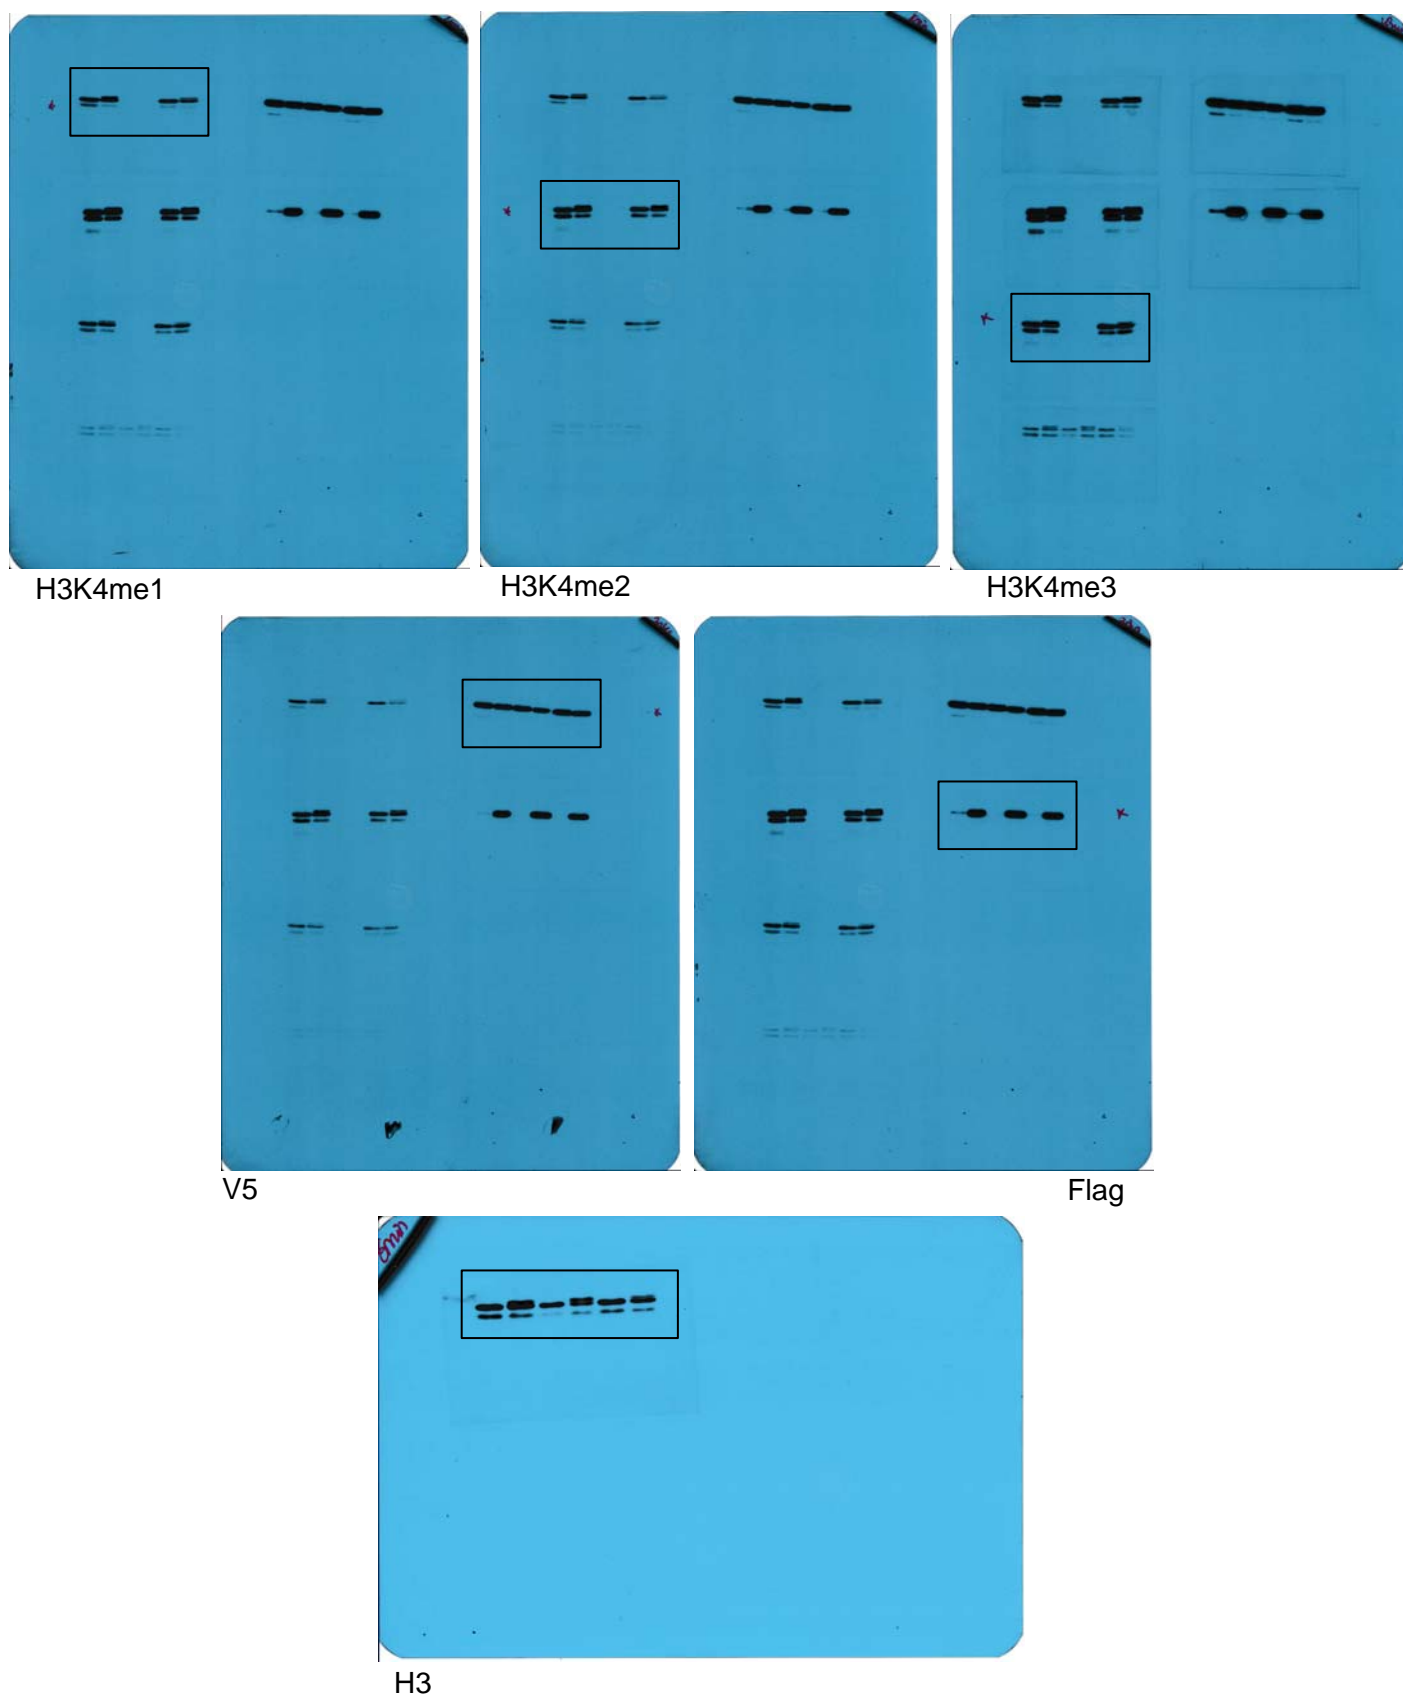

Supplementary Figure 22. Full-length image of the blots shown in in Fig. 4c. Panels shown are within rectangles.

Supplementary Table 1. *Saccharomyces cerevisiae* strains used

Strain	Genotype	Source
FY406	<i>Mat a hta1-htb1Δ hta2-htb2Δ lys2-128δhis3Δ200 ura3-52 pSAB6 [HTA1-HTB1 (CEN URA3)]</i>	(1)
HTABWT	<i>HTA1-HTB1 (CEN HIS3)</i> ; derived from FY406	(2)
YZS515	<i>Mat a ura3-52 leu2-3,112 his3 trp1Δ set1Δ::KanMX6</i>	(3)
YZS652	<i>jhd2Δ::KanMX6</i> ; derived from FY406	(2)
YMC42	<i>ADH1p-FlagSET1::URA3 HTA1-HTB1 (CEN HIS3)</i> ; derived from HTABWT	This study
YMC43	<i>ADH1p-FlagSET1G990E::URA3 HTA1-HTB1 (CEN HIS3)</i> ; derived from HTABWT	This study
YMC44	<i>ADH1p-JHD2-9myc::URA3 HTA1-HTB1 (CEN HIS3)</i> ; derived from HTABWT	This study
YMC64	<i>set1Δ::KanMX6 HTA1-HTB1 (CEN HIS3)</i> ; derived from HTABWT	(2)
YMC65	<i>jhd2Δ::NatMX6 set1Δ::KanMX6 HTA1-HTB1 (CEN HIS3)</i> ; derived from YMC64	This study
YMC70	<i>jhd2Δ::KanMX6 HTA1-HTB1 (CEN HIS3)</i> ; derived from YZS652	(2)
YMC78	<i>ADH1p-jhd2H427A-9myc::URA3 HTA1-HTB1 (CEN HIS3)</i> ; derived from YMC70	This study
YMC84	<i>Jhd2-12V5::KanMX6</i> ; derived from FY406	(2)
YMC85	<i>Jhd2-12V5::KanMX6 HTA1-HTB1 (CEN HIS3)</i> ; derived from YMC84	(2)
YMC127	<i>8V5-Set1::URA3</i> ; derived from HTABWT	This study
YMC120	<i>P_{TDH3}-Cre-EBD78::URA3</i> ; derived from HTABWT	This study
YMC122	<i>HHT1-V5-LoxP-HphMX-LoxP-2FLAG</i> ; derived from YMC120	This study
YMC124	<i>(hht2-hhf2)Δ::NatMX6</i> ; derived from YMC122	This study
YMC125	<i>set1Δ::KanMX6</i> ; derived from YMC124	This study
YMC128	<i>jhd2Δ::KanMX6</i> ; derived from YMC124	This study

1. Hirschhorn, J. N., Bortvin, A. L., Ricupero-Hovasse, S. L., and Winston, F. (1995) A new class of histone H2A mutations in *Saccharomyces cerevisiae* causes specific transcriptional defects in vivo. *Mol Cell Biol* **15**, 1999-2009
2. Huang, F., Ramakrishnan, S., Pokhrel, S., Pflueger, C., Parnell, T. J., Kasten, M. M., Currie, S. L., Bhachech, N., Horikoshi, M., Graves, B. J., Cairns, B. R., Bhaskara, S., and Chandrasekharan, M. B. (2015) Interaction of the Jhd2 H3K4 demethylase with chromatin is controlled by histone H2A surfaces and restricted by H2B ubiquitination. *J Biol Chem* **290**, 28760-28777
3. Huang, F., Chandrasekharan, M. B., Chen, Y. C., Bhaskara, S., Hiebert, S. W., and Sun, Z. W. (2010) The JmjN domain of Jhd2 is important for its protein stability, and the plant homeodomain (PHD) finger mediates its chromatin association independent of H3K4 methylation. *J Biol Chem* **285**, 24548-24561

Supplementary Table 2. Primers used in qRT-PCR

Primer	Sequence
PHO5 Sense For	CAGATACGTCATTAACGATGCTGTT
PHO5 Sense Rev	CCGGCTACTCTCTTTTCAGCA
PHO5 Antisense For	CCTCGACTTAGCAAAACATCA
PHO5 Antisense Rev	CGCACATGCCAAATTATCAA
PHO89 Sense For	TCAATTGAACTAGCTGTTGCTATTACT
PHO89 Sense Rev	AACCAACAGCGACAATACCA
PHO89 Antisense For	GTCACTCATTCTATGACAATTCATGT
PHO89 Antisense Rev	TAAGCCCGGTTTTCGATATGA
5'-SER3-For	GACCAAGAGAACTGTGCGTGTG
3'-SER3-Rev	GAGATCTTAGCAGAGGTTTGATTTAG
5'-CHA1-For	TTGTAATAGAGGACAAAGATGTTATTG
3'-CHA1-Rev	AAATTGTCAGCGACTTCTATTACAGG
LCP5-For	CAGAGAAGGAACGTAGAGTCACTTC
LCP5-Rev	TACAGTCTCCTTTGAGCTCTATCCC
DBP8-For	CATAGATCTGGTCGTACGGCCC
DBP8-Rev	TCAAGAGCGCAAACCTTTTCCCGTC

How the deposited data were processed for this re-analysis (not part of the article)

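RNA was measured by stranded RNA-seq in 15 libraries, 3 independent cultures of each of 5 yeast strains: WT, *jhd2Δ*, *set1Δ*, a strain that overexpresses Flag-tagged *SET1* from the *ADH1* promoter and a strain that overexpresses the *SET1-G990E* allele in the same way. Cultures were grown in YPAD to mid-log phase. The other assays of the paper (among them ChIP-seq, nucleosome mapping and turnover, qPCR and western blots) were not analysed here.

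The authors aligned the reads with Novoalign 2.8.1 to the sacCer3 genome and known splice junctions and counted and tested them with the USeq package and DESeq, which the deposited table headers name as DESeq2. The deposited count of a gene is the raw number of sense or antisense alignments that overlap it by at least 1 bp, with paired ends counted once and replicates kept apart. The deposited FPKM values were made by the authors by scaling counts to exon length in kb and to the reads mapped to the gene table. The deposited log2 values are of 2 kinds, regularized log2 counts per library and log2 ratios between strains, each from the authors' DESeq2 run. A ratio sets the first-named strain over the second, so that a negative value means a higher level in the second, and this direction was checked on *SET1* and *JHD2*. The deposited score of a comparison is -10 times the log10 of the Benjamini-Hochberg adjusted p from the authors' DESeq2 run. The authors set apart 436 sense and 1026 antisense features with fewer than 10 counts, and 9 of each with very high counts, and their names alone were read. The FPKM and regularized log2 values were not used in any test.

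The sense table holds 5712 features, 5610 with a systematic ORF name, and the antisense table 5122. Both carry some noncoding RNAs, and neither has a mitochondrial feature. A few lines of the tables without values were left out. Reads shared by near-identical genes or overlapping features were not separated, and some such genes are marked where named. Sense counts per library summed to between 6903094 and 8947346, and antisense counts to between 72664 and 106762. The common biological coefficient of variation was 0.067 on the sense and 0.080 on the antisense strand.

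Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Each strand was normalized by TMM on its own totals and filtered with filterByExpr (min.count 10), which kept 5619 sense and 2640 antisense transcripts. All 15 libraries entered a single quasi-likelihood fit (glmQLFit and glmQLFTest) with a mean per strain, so that the strains share an estimate of the spread. The comparisons were each mutant against WT, *set1Δ* against *jhd2Δ* and *SET1-G990E* against *SET1* overexpression. Transcripts were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.585, and for the 2-fold counts under 0.01 and at least 1, the paper's thresholds. Normalized counts are TMM counts per library scaled to a common library size, given as mean ± SD. The tests were tested on simulated data in which 200 transcripts were changed by known folds.

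Lists of calls were intersected, and the overlap was set beside that of independent lists and of 40 simulations of unchanged groups. In these every library, WT included, was drawn anew from the mean WT levels, each transcript on its own. They gave almost no calls and so measure the sampling effect of shared controls on correlations alone, not a state of the real WT cultures. In all, 33 gene lists were written from general knowledge of yeast pathways or copied from the paper, and 32 were tested with camera on log2 counts scaled by library size (prior count 2) at its preset correlation of 0.01 and with an estimated correlation, with adjustment over the lists in each comparison. For each list the calls were also counted with adjustment over its members alone. Genes within 20 kb of a chromosome end, and calls on both strands of a gene, were tested with Fisher's exact test.

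Genes were named by a rule: every gene that the paper names for RNA-seq in its text, Fig. 1d, Supplementary Figs 1 and 3 and among the energy reserve genes of Supplementary Data 3, with *SRG1*, *LCP5* and *DBP8*. To these were added the 10 largest rises and 10 largest falls per mutant on the sense strand among called transcripts with every mutant library beyond every WT library, the 5 largest of each on the antisense strand and between mutants, and up to 4 called members of each list per comparison. The first part of Supplementary Data 1 and 2 and the figures were open to view when the rule was written, so the values in them count as seen. Genes named outside the rule are marked as such, and genes beside *SET1*, *JHD2* and *URA3* were read in every strain.

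The alternatives were DESeq2, DESeq2's size factors (RLE) in edgeR, no filter, a strict filter of at least 50 counts in 3 libraries, glmTreat on the fold threshold, a fit of the 2 strains compared, the replicate number as a block, each library left out in turn, and the authors' deposited statistics over the transcripts kept. Others were features with a systematic ORF name alone, antisense counts scaled by sense library sizes, antisense features with no opposite feature within 200 bp, distances of 10 and 40 kb, and for lists an estimated correlation, fry and Fisher's exact test above the median level. A fit that leaves out a library keeps 2 in that strain.

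Libraries with the same replicate number were compared by the correlation of their deviations from the strain means. On the sense strand it was 0.58, 0.28 and 0.55 for WT with *set1Δ* and 0.31, 0.26 and 0.14 for *jhd2Δ* with *set1Δ*, each above 0.1, so that the numbers were taken as pairs in these 2 comparisons. This pairing comes from the data alone, since the paper gives the numbers no meaning, and no other comparison met the bound. The reported fit has no block, so that its p-values ignore this pairing. The block set beside it is a single effect of the number over all 15 libraries.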

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

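All tests of an explanation in this part were chosen after the results were seen, except those of the *URA3* marker and of reads from neighbouring genes. Large changes were also found among genes that the paper does not discuss, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In *jhd2Δ* the largest rise among them was of *YGR035C*, a gene of unknown function (log2 fold change 2.26), and the largest fall of *HPF1'* (-2.76), which may share reads with *HPF1*. In *set1Δ* *LOH1*, a sporulation gene, rose most (2.26) and the small nucleolar RNA snR61 fell most (-2.17). Under *SET1* overexpression the largest rise was of *BTN2* (1.85) and under *SET1-G990E* overexpression that of *SET6*, a gene for a SET domain protein (2.49). The largest fall in both overexpression strains was of *URA1* (-2.30 and -2.15). *ORC6*, which encodes a subunit of the origin recognition complex, lies 415 bp from *SET1* and rose in *set1Δ* by 1.30 (standard error 0.076, adjusted p = 1.6e-09). It is listed because the paper does not report on the genes beside the deletion. Each of these calls was kept without any single library and under every alternative in which the transcript was tested, which leaves out the strict filter for *LOH1*, snR61 and *SET6* and the fit of systematic ORF names for snR61.

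Other results came from direct tests between mutant strains, for which the paper's text and tables give no counts. The direct test of *set1Δ* against *jhd2Δ* in edgeR, which asks whether the effects of the 2 deletions differ, called 467 sense and 362 antisense transcripts. Of the antisense ones, the 160 lower in *set1Δ* became 106 without *set1Δ* replicate 2. The antisense calls, 202 higher and 160 lower, became 105 and 73 by DESeq2, 42 and 55 with the strict filter and 132 and 282 with scaling by the sense library sizes. By glmTreat 93 sense transcripts were higher and 31 lower, and 54 and 31 antisense ones. *SET1-G990E* overexpression against *SET1* overexpression gave 13 sense and 22 antisense calls. Of these glmTreat kept 1 antisense call and 0 sense calls (11 higher and 2 lower sense transcripts at an unadjusted p under 0.05 by glmTreat, 14 and 2 by DESeq2), and the 18 higher antisense calls became 9 by DESeq2 and 37 with scaling by the sense library sizes. Without *SET1-G990E* overexpression replicate 2, the 11 higher sense calls became 4, the 18 higher antisense calls 8 and the 4 lower antisense calls 0 (1 by DESeq2 with all libraries). Without *SET1* overexpression replicate 1 the 11 became 5 and the 18 became 11, without its replicate 3 the 4 lower antisense calls became 2, and the 2 lower sense calls became 4 without *SET1-G990E* overexpression replicate 3. Middle sporulation genes, a group the paper does not discuss, rose in *set1Δ*, with 12 of 27 called, also 12 when adjusted over the list alone (adjusted p = 0.0072 in camera at its preset correlation and 0.11 with an estimated one).

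Splits of the libraries other than the real one were run for each count of calls. For a strain against another, 3 libraries against 3 make 10 splits, too few for a share under 0.05, and in each comparison 1 split, the real one, gave a count as large as the real count. The real sense counts and the highest count of any other split were 686 and 0 for *jhd2Δ*, 482 and 2 for *set1Δ*, 432 and 0 for *SET1* overexpression, 673 and 0 for *SET1-G990E* overexpression, 467 and 0 for *set1Δ* against *jhd2Δ*, and 13 and 0 between the overexpression strains. The antisense counts in the same order were 164 and 0, 328 and 0, 93 and 1, 178 and 1, 362 and 0, and 22 and 0. For calls shared between strains 100 regroupings were drawn, the real one included. Of these, 1, the real one, gave as many sense calls in all 4 strains as the real 149 (highest other 0), and 1 as many antisense calls as the real 6 (highest other 0). A random regrouping mixes strains within most groups, which leaves few calls by its design. A highest other count of 0 therefore cannot decide whether chance or the state of the WT cultures gave the shared calls. For both deletions 4 splits gave as many sense calls as the real 229, the others being 241, 299 and 314, and 2 gave as many antisense calls as the real 51, the other being 138, shares under 0.05. These larger counts arose where all 3 WT, all 3 *jhd2Δ* or all 3 *set1Δ* libraries served as the control group against mixed groups, which points to a structure of the samples: a strain set against any mixture of the others shares many calls.

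The transcripts that changed in the same direction in all 4 mutant strains, 149 on the sense strand, rest on the same 3 WT cultures. Variation from culture to culture was set beside the difference from WT in a score of ribosome biogenesis against glycogen genes. In *jhd2Δ* and the overexpression strains the smallest difference was 11.1 times the largest SD between cultures, past the bound of 3. In *set1Δ* it was 2.63 times, below the bound, so that such variation is not excluded there. With the SD of the differences between cultures of the same number it was 3.23 times in *set1Δ*. Genes of the score are among the calls to be explained, which favours a high ratio. Nor can an SD within strains show a state common to all cultures of a strain, so these ratios decide no cause. A different state of the WT cultures would leave the mutants alike, and 22.8% of these transcripts (34, exact 95% interval 16.3 to 30.4) were called between *set1Δ* and *jhd2Δ*, against 8.31% of all transcripts tested, an interval that holds the bound of 16.6, so that WT state and a shared effect of the mutations cannot be told apart, nor for the 115 with no such call, since WT is 1 group of 3 cultures. More glucose left in the mutant cultures at harvest also stays open, as the medians of the low-glucose transporter genes lay below 0 in all 4 strains (-1.63, -0.53, -1.70 and -1.79), although *HXT6* (-0.30) and *HXT2* (-0.48) were not called in *set1Δ* nor *HXT2* under overexpression (-0.51 and -0.54), while of the high-glucose genes *HXT3*, called in no strain, stood at -0.37 in *jhd2Δ* and -0.46 and -0.44 under overexpression, which goes against it, but the higher of *HXT1* and *HXT3* was no lower than -0.038 in any strain. The biological explanation that the paper gives, a response to any loss or gain of H3K4 methylation, stays open too. The paper also reports separate qPCR of target genes such as *LCP5*, *PHO5* and *SER3*. It gives similar changes in the deletions, catalytic-dead mutants and H3K4R, and those measurements were not analysed here.

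*URA1* fell in both overexpression strains, and both carry a *URA3* marker that WT and the deletion strains lack. A gain of H3K4 methylation such as that in *jhd2Δ* is argued against as the cause, since *URA1* stood at 0.07 there. How the gain under overexpression compares with it in amount or place was not analysed here, so a different gain stays open. The marker may lower the genes that Ppr1 activates by depleting a pyrimidine intermediate, and *URA4* fell (-0.85 and -0.87), but *URA10* stood at -0.26 and -0.29, short of the bound of -0.3 set for it. The marker and an effect of more Set1 that is not shared by *jhd2Δ* cannot be told apart, because every overexpression library carries both.

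Loss of Set1 changed 328 antisense transcripts, 186 of them up. Leakage of sense reads onto the other strand is argued against, as 6.10% of them (20) had a sense call of the same gene in the same direction. Reads of a neighbouring gene on the opposite strand are argued against for most of them, since only 82 of the 328 had an annotated feature there within 200 bp. In 14 of these 82, 4.27% of all, such a feature was called in the same direction, and in 1 in the opposite direction. At those 14 sites reads of the neighbour stay open. The balance of rises and falls stays open, because scaling by the sense library sizes gave 93 up and 341 down. A response of antisense transcription to the loss of H3K4 methylation is the biological explanation that the design offers, and it remains a hypothesis.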

How the results depend on the processing

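The main settings and every alternative below were written down before the deposited counts were examined. The first part of Supplementary Data 1 and 2, which hold results of these samples, and the figures were open to view by then. Counts of sense calls against WT at the 1.5-fold threshold kept within 1.5 times of the reported ones in 8 of the 9 alternatives that keep all libraries, with 378 to 406 up and 267 to 297 down in *jhd2Δ*, 274 to 335 and 140 to 157 in *set1Δ*, 206 to 221 and 197 to 221 under *SET1* overexpression and 360 to 397 and 267 to 302 under *G990E* overexpression, which here stands for overexpression of *SET1-G990E*. The exception was glmTreat, which tests the 1.5-fold threshold itself, a stricter null hypothesis that lowers every count by construction. Sense calls in both deletions ranged from 152 to 160 up and 65 to 73 down in those 8, and calls in all 4 strains from 96 to 104 up and 45 to 50 down. *SER3* had log2 fold changes from -3.51 to -3.46 in *jhd2Δ* and from -2.95 to -2.91 in *set1Δ*, and *ORC6* from 1.28 to 1.30 in *set1Δ*. No called result for a gene, a gene list or chromosome ends reversed its direction with a call the other way, under any alternative or left-out library in which it was tested. Odds ratios near chromosome ends that were not called did cross 1, as for antisense transcripts down in *jhd2Δ* (1.59, and 0.681 without WT replicate 1), in *set1Δ* (1.72, and 0.977 within 10 kb) and under *SET1* overexpression (0.738, and 2.33 within 10 kb). The balance of antisense rises and falls turned with scaling by sense library sizes, from 186 up and 142 down in *set1Δ* to 93 and 341, and from 202 higher and 160 lower in *set1Δ* against *jhd2Δ* to 132 and 282. Counts restricted to features with a systematic ORF name all stayed within 1.5 times. The strict filter tests fewer transcripts (5360 sense and 416 antisense), and Fisher's exact test above the median level leaves fewer members of a list in the test. For the other changes listed here the cause was not tested.

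Single named genes kept their call in most settings. Among them glmTreat ended 165 calls, DESeq2 ended 13 and added 1, the authors' deposited statistics ended 24 and added 1, a fit of the 2 strains compared ended 5 and added 4, RLE ended 2 and added 2, and leaving out 1 library at a time ended 167 and added 34. An estimated correlation ended 74 calls of gene lists. Of these, 35 were kept under every other alternative that keeps all libraries, 29 were also lost by Fisher's exact test above the median level and by nothing else among those, and 13 were lost when some single library was left out.

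The labels give every strain the replicate numbers 1 to 3, and a fit with the replicate number as a block was set beside the reported fit. On the sense strand the correlation of deviations from the strain means between libraries with the same number had a median of 0.12 and a lowest value of -0.48 over 30 pairs, with 15 above 0.1, and on the antisense strand 2 of 30 were above 0.1. All 3 correlations were above 0.1 on the sense strand for WT with *set1Δ* and for *jhd2Δ* with *set1Δ*, and the numbers were taken as possible pairs for these 2 comparisons alone. The block was a single effect of the number over all strains, so that a pairing within these 2 comparisons alone was not fitted. As a hint from the data alone, 10 of 15 sense libraries and 9 of 15 antisense libraries were closest to their own number. The block moved no count of calls by more than 1.5 times. In the 2 paired comparisons it gave 330 sense transcripts up and 157 down in *set1Δ* and 282 higher and 188 lower in *set1Δ* against *jhd2Δ*, and it changed no call of a named gene or list there. In the other comparisons, where the libraries share only a number, the adjusted p of the Fig. 1d list under *G990E* overexpression was 0.0525 under the block, no longer past the threshold, and among named genes it added 2 calls and ended 1.

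Depth limits the antisense strand most. In counts simulated for *jhd2Δ* against WT, with 50 transcripts changed per fold, the test found 100% of 4-fold and 100% of 2-fold rises among 5619 sense transcripts, 98% of falls to 0.5 and 100% of falls to 0.25 of the WT level, with 1 false call. Among 2640 antisense transcripts it found 100% and 72% of the rises and 44% and 82% of the falls in the same order, with 6 false calls. Counts of falling antisense transcripts thus miss more of the true changes than counts of rising ones.

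With the 1.5-fold or 2-fold threshold itself tested (glmTreat), sense calls were 175 up and 97 down in *jhd2Δ*, 78 up and 29 down in *set1Δ*, 57 up and 86 down under *SET1* overexpression, 166 up and 119 down under *G990E* overexpression, 93 higher and 31 lower in *set1Δ* against *jhd2Δ* and 0 higher and 0 lower in *G990E* against *SET1* overexpression. Antisense calls were 6 up and 11 down in *jhd2Δ*, 33 up and 31 down in *set1Δ*, 2 up and 7 down under *SET1* overexpression, 16 up and 10 down under *G990E* overexpression, 54 higher and 31 lower in *set1Δ* against *jhd2Δ* and 1 higher and 0 lower in *G990E* against *SET1* overexpression. Sense calls at 2-fold were 26 up and 7 down in *jhd2Δ*, 9 up and 3 down in *set1Δ*, 3 up and 15 down under *SET1* overexpression and 18 up and 17 down under *G990E* overexpression. Antisense calls at 2-fold were 1 up and 2 down in *jhd2Δ*, 2 up and 3 down in *set1Δ*, 1 up and 0 down under *SET1* overexpression and 1 up and 1 down under *G990E* overexpression. Sense calls in common were 30 up and 9 down in both deletions, 16 up and 4 down in all 4 strains and 0 up in *set1Δ* and down in *jhd2Δ*. Antisense calls in common were 1 up and 6 down in both deletions, 0 up and 1 down in all 4 strains, 0 up in *set1Δ* and down in *jhd2Δ* and 0 up in *jhd2Δ* and down in *set1Δ*. Genes called on both strands numbered 3 in *jhd2Δ*, 4 in *set1Δ*, 1 under *SET1* overexpression and 4 under *G990E* overexpression. The chromosome end call by Fisher's exact test was lost, with odds ratios of 0 for sense transcripts up under *SET1* overexpression (adjusted p = 0.72), 0 for sense transcripts up under *G990E* overexpression (adjusted p = 0.14), 1.73 for sense transcripts down in *jhd2Δ* (adjusted p = 0.61) and 4.73 for antisense transcripts up in *set1Δ* (adjusted p = 0.14). *CHA1* in *jhd2Δ* was no longer called (log2 fold change -0.59). *SRG1* in *set1Δ* was no longer called (log2 fold change -0.62). Beside these counts of 0, glmTreat in edgeR at an unadjusted p under 0.05 gave 11 higher and 2 lower sense and 11 lower antisense transcripts in *G990E* against *SET1* overexpression, and DESeq2 called 14, 2 and 1. For sense and antisense transcripts up in *set1Δ* and down in *jhd2Δ* these numbers were 2 and 3 for glmTreat and 11 and 1 for DESeq2, for antisense transcripts up in *jhd2Δ* and down in *set1Δ* 0 and 0, for those up in all 4 strains 1 and 1, and for those down at 2-fold under *SET1* overexpression 8 and 7.

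With DESeq2, antisense calls were 39 up and 36 down in *jhd2Δ*, 100 up and 68 down in *set1Δ*, 11 up and 30 down under *SET1* overexpression, 46 up and 47 down under *G990E* overexpression, 105 higher and 73 lower in *set1Δ* against *jhd2Δ* and 9 higher and 1 lower in *G990E* against *SET1* overexpression. Antisense calls at 2-fold were 9 up and 8 down in *jhd2Δ*, 34 up and 24 down in *set1Δ*, 7 down under *SET1* overexpression and 21 up and 11 down under *G990E* overexpression. Shared sense calls were 11 up in *set1Δ* and down in *jhd2Δ*. Antisense calls in common were 11 up and 8 down in both deletions, 1 up and 2 down in all 4 strains, 1 up in *set1Δ* and down in *jhd2Δ* and 0 up in *jhd2Δ* and down in *set1Δ*. Genes called on both strands numbered 13 in *jhd2Δ*, 29 in *set1Δ*, 6 under *SET1* overexpression and 13 under *G990E* overexpression. The chromosome end call by Fisher's exact test was lost, with odds ratios of 0.302 for sense transcripts up under *G990E* overexpression (adjusted p = 0.060) and 3.12 for antisense transcripts up in *set1Δ* (adjusted p = 0.060).

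With at least 50 counts in 3 libraries, antisense calls were 34 up and 28 down in *jhd2Δ*, 45 up and 41 down in *set1Δ*, 21 down under *SET1* overexpression, 42 up and 24 down under *G990E* overexpression, 42 higher and 55 lower in *set1Δ* against *jhd2Δ* and 2 lower in *G990E* against *SET1* overexpression. Sense calls at 2-fold were 37 up in *set1Δ*. Antisense calls at 2-fold were 7 up and 7 down in *jhd2Δ*, 9 up and 11 down in *set1Δ*, 3 up and 5 down under *SET1* overexpression and 12 up and 6 down under *G990E* overexpression. Shared sense calls were 10 up in *set1Δ* and down in *jhd2Δ*. Antisense calls in common were 7 down in both deletions, 1 down in all 4 strains, 1 up in *set1Δ* and down in *jhd2Δ* and 1 up in *jhd2Δ* and down in *set1Δ*. Genes called on both strands numbered 11 in *jhd2Δ*, 17 in *set1Δ*, 5 under *SET1* overexpression and 7 under *G990E* overexpression. The sense correlation was 0.58 for *jhd2Δ* and *set1Δ*, 0.79 for *jhd2Δ* and *SET1* overexpression, 0.86 for *jhd2Δ* and *G990E* overexpression, 0.47 for *set1Δ* and *SET1* overexpression, 0.49 for *set1Δ* and *G990E* overexpression and 0.94 for *SET1* overexpression and *G990E* overexpression. The antisense correlation was 0.55 for *jhd2Δ* and *SET1* overexpression, 0.72 for *jhd2Δ* and *G990E* overexpression, 0.010 for *set1Δ* and *SET1* overexpression, 0.11 for *set1Δ* and *G990E* overexpression and 0.77 for *SET1* overexpression and *G990E* overexpression. The chromosome end call by Fisher's exact test was lost, with odds ratios of 0 for sense transcripts up under *SET1* overexpression (adjusted p = 0.13), 0.277 for sense transcripts up under *G990E* overexpression (adjusted p = 0.21), 2.49 for sense transcripts down in *jhd2Δ* (adjusted p = 0.083) and 1.68 for antisense transcripts up in *set1Δ* (adjusted p = 0.72). The list call was lost, with an adjusted p in *set1Δ* of 0.16 for middle sporulation. Under *SET1* overexpression it was 0.16 for counter-regulated. Under *G990E* overexpression it was 0.052 for a-mating. In *set1Δ* against *jhd2Δ* it was 0.24 for middle sporulation. The list call was gained, with an adjusted p in *set1Δ* of 0.044 for glucose-repressed. Under *G990E* overexpression the value was 0.045 for Gcn4.

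With no filter beyond 1 count, shared antisense calls were 1 up in *jhd2Δ* and down in *set1Δ*. The sense correlation was 0.75 for *jhd2Δ* and *SET1* overexpression, 0.81 for *jhd2Δ* and *G990E* overexpression and 0.89 for *SET1* overexpression and *G990E* overexpression. The antisense correlation was 0.41 for *jhd2Δ* and *set1Δ*, 0.36 for *set1Δ* and *SET1* overexpression, 0.42 for *set1Δ* and *G990E* overexpression and 0.55 for *SET1* overexpression and *G990E* overexpression.

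With antisense counts scaled by the sense library sizes, antisense calls were 140 down in *jhd2Δ*, 93 up and 341 down in *set1Δ*, 132 higher and 282 lower in *set1Δ* against *jhd2Δ* and 37 higher in *G990E* against *SET1* overexpression. Antisense calls at 2-fold were 42 down in *jhd2Δ* and 31 up and 124 down in *set1Δ*. Common antisense calls were 7 up and 70 down in both deletions and 1 up and 14 down in all 4 strains.

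With the authors' deposited log2 ratios and adjusted p, antisense calls were 58 down in *jhd2Δ*. Antisense calls at 2-fold were 13 down in *jhd2Δ*. Common antisense calls were 18 down in both deletions and 1 up in *jhd2Δ* and down in *set1Δ*. Genes called on both strands numbered 16 in *jhd2Δ*. The sense correlation was 0.56 for *jhd2Δ* and *set1Δ*, 0.80 for *jhd2Δ* and *SET1* overexpression, 0.87 for *jhd2Δ* and *G990E* overexpression and 0.92 for *SET1* overexpression and *G990E* overexpression. The chromosome end call by Fisher's exact test was lost, with odds ratios of 2.14 for sense transcripts down in *jhd2Δ* (adjusted p = 0.060). A chromosome end call by Fisher's exact test was gained, with odds ratios of 2.10 for sense transcripts up in *set1Δ* (adjusted p = 0.042). *CHA1* in *jhd2Δ* was no longer called (log2 fold change -0.57). With only the 2 strains compared in the fit, sense calls were 17 higher in *G990E* against *SET1* overexpression. Shared antisense calls were 1 up in *jhd2Δ* and down in *set1Δ*. A chromosome end call by Fisher's exact test was gained, with odds ratios of 2.06 for sense transcripts up in *set1Δ* (adjusted p = 0.035), 2.13 for sense transcripts down under *G990E* overexpression (adjusted p = 0.035) and 3.54 for antisense transcripts down under *G990E* overexpression (adjusted p = 0.035). *CHA1* in *jhd2Δ* was no longer called (log2 fold change -0.58). The list call was lost, with an adjusted p in *set1Δ* of 0.057 for construct and marker. Under *G990E* overexpression it was 0.062 for Fig. 1d and 0.056 for serine. The list call was gained, with an adjusted p in *jhd2Δ* of 0.031 for flocculins. Under *SET1* overexpression the value was 0.046 for core histones.

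With RLE normalization, the chromosome end call by Fisher's exact test was lost, with odds ratios of 0.294 for sense transcripts up under *G990E* overexpression (adjusted p = 0.068). Without antisense features within 200 bp of an opposite feature, shared antisense calls were 1 up in all 4 strains. Over transcripts called in at least 1 of the 2 strains, the sense correlation was 0.57 for *jhd2Δ* and *set1Δ*, 0.80 for *jhd2Δ* and *SET1* overexpression, 0.85 for *jhd2Δ* and *G990E* overexpression and 0.97 for *SET1* overexpression and *G990E* overexpression. The antisense correlation was 0.43 for *jhd2Δ* and *set1Δ*, 0.59 for *jhd2Δ* and *SET1* overexpression, 0.70 for *jhd2Δ* and *G990E* overexpression, 0.32 for *set1Δ* and *SET1* overexpression, 0.35 for *set1Δ* and *G990E* overexpression and 0.84 for *SET1* overexpression and *G990E* overexpression. Within 10 kb of a chromosome end, the chromosome end call by Fisher's exact test was lost, with odds ratios of 0 for sense transcripts up under *SET1* overexpression (adjusted p = 0.92), 0.650 for sense transcripts up under *G990E* overexpression (adjusted p = 1.0), 2.27 for sense transcripts down in *jhd2Δ* (adjusted p = 0.46), 3.58 for sense transcripts down in *set1Δ* (adjusted p = 0.37) and 2.50 for antisense transcripts up in *set1Δ* (adjusted p = 0.58). Within 40 kb of a chromosome end, the chromosome end call by Fisher's exact test was lost, with odds ratios of 0.565 for sense transcripts up under *SET1* overexpression (adjusted p = 0.18), 0.807 for sense transcripts up under *G990E* overexpression (adjusted p = 0.54) and 1.68 for sense transcripts down in *set1Δ* (adjusted p = 0.14). A chromosome end call by Fisher's exact test was gained, with odds ratios of 2.08 for sense transcripts up in *set1Δ* (adjusted p = 7.0e-04), 2.26 for antisense transcripts down in *jhd2Δ* (adjusted p = 0.038) and 2.70 for antisense transcripts down under *G990E* overexpression (adjusted p = 0.0088).

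With an estimated correlation in camera, the list call was lost, with an adjusted p in *jhd2Δ* of 0.056 for PHO regulon, Fig. 1d, small subunit, large subunit, RNA polymerase I and III, tRNA modification and stress, 0.67 for cytosolic ribosomal proteins, 0.16 for glycogen and trehalose, 0.17 for energy reserve and proteasome, 0.071 for Gcn4, respiration and counter-regulated, 0.24 for glucose-repressed, 0.60 for glycolysis and 0.20 for seripauperin and *COS*. In *set1Δ* it was 0.11 for PHO regulon, Fig. 1d, middle sporulation and counter-regulated, 0.16 for small subunit, large subunit, RNA polymerase I and III and seripauperin and *COS*, 0.22 for tRNA modification, 0.41 for glycogen and trehalose, 0.25 for energy reserve and a-mating, 0.14 for stress, 0.59 for heat shock, 0.56 for respiration and 0.27 for construct and marker. Under *SET1* overexpression it was 0.21 for PHO regulon and iron regulon, 0.085 for small subunit, large subunit, RNA polymerase I and III, tRNA modification, stress, respiration and NAD synthesis, 0.74 for cytosolic ribosomal proteins, 0.50 for mitochondrial ribosomal proteins and glycolysis, 0.091 for glycogen and trehalose and energy reserve, 0.16 for glucose-repressed, 0.15 for COMPASS, 0.093 for proteasome and 0.32 for counter-regulated. Under *G990E* overexpression it was 0.11 for PHO regulon, 0.13 for Fig. 1d and glycogen and trehalose, 0.079 for small subunit, large subunit, RNA polymerase I and III, tRNA modification, stress and respiration, 0.79 for cytosolic ribosomal proteins, 0.14 for energy reserve, 0.24 for serine, 0.18 for glucose-repressed, iron regulon and proteasome, 0.53 for glycolysis, 0.12 for COMPASS, 0.27 for a-mating and 0.17 for counter-regulated. In *set1Δ* against *jhd2Δ* it was 0.35 for small subunit and large subunit, 0.39 for glycogen and trehalose and 0.056 for middle sporulation.

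The null hypothesis of fry is that a list did not change at all, whereas camera sets it against all other genes, so that the values of fry stand beside the calls of camera and neither end nor add to them. Past the threshold by camera and short of it by fry were cytosolic ribosomal proteins, with an adjusted p of 0.12 in *jhd2Δ*, 0.31 under *SET1* overexpression and 0.17 under *G990E* overexpression. Short of the threshold by camera and past it by fry were others, with an adjusted p in *jhd2Δ* of 1.2e-05 for serine, 0.048 for heat shock, 3.9e-05 for NAD synthesis, 0.021 for iron regulon, 0.0035 for zinc regulon and 2.9e-05 for construct and marker. In *set1Δ* the value was 6.0e-05 for Gcn4, 8.1e-04 for COMPASS, 0.0090 for alpha cells and 0.0030 for sterol synthesis. Under *SET1* overexpression the value was 0.0093 for Fig. 1d, 0.011 for core histones, 0.0011 for middle sporulation, 0.024 for a-mating, 0.025 for alpha cells, 0.040 for sterol synthesis and 3.3e-06 for construct and marker. Under *G990E* overexpression the value was 7.1e-05 for Gcn4, 0.012 for seripauperin and *COS*, 5.8e-05 for NAD synthesis and 2.9e-06 for construct and marker.

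With Fisher's exact test among transcripts above the median level, the list call was lost, with an adjusted p in *jhd2Δ* of 0.88 for PHO regulon, 1.0 for Fig. 1d, cytosolic ribosomal proteins, Gcn4, glycolysis and proteasome and 0.59 for seripauperin and *COS*. In *set1Δ* it was 0.25 for PHO regulon and RNA polymerase I and III, 0.41 for Fig. 1d, 1.0 for heat shock, seripauperin and *COS* and middle sporulation, 0.66 for respiration, 0.12 for a-mating and 0.55 for construct and marker. Under *SET1* overexpression it was 1.0 for PHO regulon, cytosolic ribosomal proteins, mitochondrial ribosomal proteins, glycolysis, iron regulon, proteasome and counter-regulated, 0.056 for RNA polymerase I and III, 0.49 for COMPASS and 0.98 for NAD synthesis. Under *G990E* overexpression it was 1.0 for PHO regulon, Fig. 1d, cytosolic ribosomal proteins, a-mating, iron regulon and proteasome, 0.28 for serine, 0.69 for glycolysis, 0.78 for COMPASS and 0.45 for counter-regulated. In *set1Δ* against *jhd2Δ* it was 0.061 for small subunit, 0.24 for large subunit, 0.70 for Gcn4 and 1.0 for middle sporulation. The list call was gained, with an adjusted p in *jhd2Δ* of 0.048 for serine. In *set1Δ* the value was 0.033 for glucose-repressed.

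Leaving out each of the 15 libraries in turn moved counts by more than 1.5 times as follows, each given as the range with, in brackets, the strain and replicate number whose absence moved it (*SET1* and *G990E* for the overexpression strains). Sense calls up in *G990E* against *SET1* overexpression ranged from 4 to 14 (*G990E* 2 and *SET1* 1). Sense calls down in *G990E* against *SET1* overexpression ranged from 2 to 4 (*G990E* 3). Sense calls down at 2-fold in *set1Δ* ranged from 16 to 40 (WT 2 and *set1Δ* 2). Sense calls down in all 4 strains ranged from 38 to 74 (*set1Δ* 2). Sense calls up in *set1Δ* and down in *jhd2Δ* ranged from 10 to 17 (WT 1 and 3, *jhd2Δ* 1 and *set1Δ* 2). Sense calls up in *jhd2Δ* and down in *set1Δ* ranged from 0 to 1 (*set1Δ* 1 and 3). Antisense calls up under *SET1* overexpression ranged from 16 to 34 (*SET1* 1 and 3 and WT 1). Antisense calls down under *SET1* overexpression ranged from 36 to 62 (*SET1* 3 and WT 2). Antisense calls up under *G990E* overexpression ranged from 61 to 97 (*G990E* 2). Antisense calls down in *set1Δ* against *jhd2Δ* ranged from 106 to 165 (*set1Δ* 2). Antisense calls up in *G990E* against *SET1* overexpression ranged from 8 to 19 (*G990E* 2 and *SET1* 1). Antisense calls down in *G990E* against *SET1* overexpression ranged from 0 to 6 (*G990E* 2 and *SET1* 3). Antisense calls up at 2-fold under *SET1* overexpression ranged from 4 to 8 (*SET1* 1). Antisense calls down at 2-fold under *G990E* overexpression ranged from 13 to 25 (*G990E* 2). Antisense calls down in both deletions ranged from 21 to 35 (WT 2). Antisense calls down in all 4 strains ranged from 2 to 8 (WT 2 and 3). Antisense calls up in *set1Δ* and down in *jhd2Δ* ranged from 1 to 4 (*jhd2Δ* 1). Antisense calls up in *jhd2Δ* and down in *set1Δ* ranged from 0 to 2 (*SET1* 3, WT 1, 2 and 3, *jhd2Δ* 1, 2 and 3 and *set1Δ* 1). Genes called on both strands ranged from 5 to 11 under *SET1* overexpression (*SET1* 3) and from 18 to 32 under *G990E* overexpression (WT 2).

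The sense correlation ranged from 0.47 to 0.59 for *jhd2Δ* and *set1Δ* (*set1Δ* 1, 2 and 3), from 0.76 to 0.78 for *jhd2Δ* and *SET1* overexpression (*SET1* 1 and 2, WT 1 and 3 and *jhd2Δ* 2 and 3), from 0.81 to 0.85 for *jhd2Δ* and *G990E* overexpression (*G990E* 2 and *jhd2Δ* 1 and 3), from 0.34 to 0.48 for *set1Δ* and *SET1* overexpression (WT 1 and *set1Δ* 1 and 2), from 0.38 to 0.52 for *set1Δ* and *G990E* overexpression (WT 1 and *set1Δ* 1, 2 and 3) and from 0.90 to 0.92 for *SET1* overexpression and *G990E* overexpression (*G990E* 1 and 3 and *SET1* 1, 2 and 3). The antisense correlation ranged from 0.29 to 0.40 for *jhd2Δ* and *set1Δ* (WT 1, 2 and 3 and *jhd2Δ* 2), from 0.44 to 0.57 for *jhd2Δ* and *SET1* overexpression (*SET1* 3, WT 1, 2 and 3 and *jhd2Δ* 1), from 0.53 to 0.64 for *jhd2Δ* and *G990E* overexpression (WT 1, 2 and 3 and *jhd2Δ* 1 and 3), from 0.21 to 0.34 for *set1Δ* and *SET1* overexpression (WT 1, 2 and 3), from 0.26 to 0.38 for *set1Δ* and *G990E* overexpression (WT 1, 2 and 3 and *set1Δ* 3) and from 0.57 to 0.69 for *SET1* overexpression and *G990E* overexpression (*SET1* 1, 2 and 3 and WT 1, 2 and 3). The odds ratio within 20 kb of a chromosome end changed its side of the threshold for sense transcripts down in *jhd2Δ* (range 1.85 to 2.53, WT 1, 2 and 3 and *jhd2Δ* 1 and 2), for sense transcripts up in *set1Δ* (range 1.49 to 2.26, *SET1* 1, WT 2 and *set1Δ* 1 and 3), for sense transcripts up under *SET1* overexpression (range 0 to 0.334, *G990E* 2, *SET1* 2, WT 1 and 3 and *jhd2Δ* 1), for sense transcripts up under *G990E* overexpression (range 0.202 to 0.524, *G990E* 1, 2 and 3, *SET1* 2, WT 1, 2 and 3 and *jhd2Δ* 1), for sense transcripts down under *G990E* overexpression (range 1.53 to 2.22, WT 2 and *set1Δ* 1) and for antisense transcripts down under *G990E* overexpression (range 1.53 to 3.68, *set1Δ* 1). *CHA1* in *jhd2Δ* lost its call (log2 fold change -0.70 to -0.49, *G990E* 2, *SET1* 2, WT 1 and 2 and *jhd2Δ* 1 and 2), and *SRG1* in *jhd2Δ* gained a call (log2 fold change -0.61 to -0.53, *jhd2Δ* 1).

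Some gene lists crossed the threshold when a library was left out. In *jhd2Δ* the adjusted p ranged from 4.0e-08 to 0.070 for cytosolic ribosomal proteins (WT 1), from 0.039 to 0.23 for heat shock (*jhd2Δ* 3), from 0.0011 to 0.065 for glycolysis (WT 2), from 0.0073 to 0.24 for flocculins (WT 1 and *jhd2Δ* 2) and from 0.024 to 0.086 for seripauperin and *COS* (WT 2 and *jhd2Δ* 2). In *set1Δ* the adjusted p ranged from 3.4e-04 to 0.91 for cytosolic ribosomal proteins (WT 3 and *set1Δ* 1 and 2), from 0.026 to 0.39 for mitochondrial ribosomal proteins (WT 2), from 0.029 to 0.12 for Gcn4 (WT 3, *jhd2Δ* 2, *set1Δ* 1 and *SET1* 2), from 0.0022 to 0.12 for heat shock (*set1Δ* 2), from 4.4e-04 to 0.088 for respiration (*set1Δ* 1), from 0.014 to 0.46 for glucose-repressed (*set1Δ* 2) and from 0.0092 to 0.15 for construct and marker (WT 3, *jhd2Δ* 3 and *set1Δ* 1). Under *SET1* overexpression the adjusted p ranged from 3.3e-06 to 0.72 for cytosolic ribosomal proteins (WT 1 and *SET1* 2), from 0.0029 to 0.17 for mitochondrial ribosomal proteins (WT 3 and *SET1* 2), from 0.041 to 0.16 for core histones (WT 2), from 0.015 to 0.37 for flocculins (WT 1 and *SET1* 2) and from 0.0037 to 0.073 for iron regulon (WT 3). Under *G990E* overexpression the adjusted p ranged from 0.036 to 0.072 for Fig. 1d (WT 2 and 3, *jhd2Δ* 1, *set1Δ* 1, 2 and 3, *SET1* 2 and *G990E* 2), from 3.5e-07 to 0.19 for cytosolic ribosomal proteins (WT 1), from 0.031 to 0.084 for serine (WT 2 and *G990E* 1), from 0.036 to 0.13 for Gcn4 (WT 1 and *G990E* 3), from 0.011 to 0.25 for flocculins (WT 1) and from 0.016 to 0.100 for a-mating (WT 2 and *G990E* 1).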

Differences from the paper's values

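No test in this part was chosen after results were seen. The paper's counts of calls were set beside those of edgeR at the same thresholds, and 4 of them, all on the antisense strand, differed by more than 1.5 times. The paper counts 58 antisense transcripts down in *jhd2Δ*, and here there were 90. Of the alternatives set before the deposited counts were examined, those with values within 1.5 times of the paper's were the authors' deposited statistics, no filter, a fit of the 2 strains alone, and only features with no opposite feature within 200 bp. DESeq2, DESeq2's size factors, glmTreat, the replicate block, scaling by the sense library sizes and the strict filter were not within it. Leaving out 1 library at a time gave 61 to 92, with 9 of 15 not differing.

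At the 2-fold threshold the paper counts 13 antisense transcripts down in *jhd2Δ*, and here there were 24. The authors' deposited statistics did not differ, and the other 9 alternatives that keep all libraries did. Leaving out 1 library at a time gave 19 to 26, with 1 of 15 not differing.

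For antisense transcripts down in both deletions the paper counts 18, and here there were 33. The authors' deposited statistics, no filter, and features with no opposite feature within 200 bp did not differ. DESeq2, DESeq2's size factors, glmTreat, a fit of the 2 strains alone, the replicate block, scaling by the sense library sizes and the strict filter did. Leaving out 1 library at a time gave 21 to 35, with 6 of 15 not differing.

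The paper counts 1 antisense transcript up in *jhd2Δ* and down in *set1Δ*, and here there were 2. The authors' deposited statistics, no filter, a fit of the 2 strains alone and the strict filter did not differ. DESeq2, DESeq2's size factors, glmTreat, features with no opposite feature within 200 bp, the replicate block and scaling by the sense library sizes did. Leaving out 1 library at a time gave 0 to 2 (0 by DESeq2 with all libraries), with 7 of 15 not differing. The authors' deposited statistics, over the transcripts that the filter keeps, gave the paper's value for each of the 4 counts, 58, 13, 18 and 1.

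Among the sense transcripts that the paper lists as changed in opposite directions, *YMR118C* was not called up in *set1Δ* here (log2 fold change 0.80, adjusted p = 0.053 in edgeR's quasi-likelihood test). It was called with the authors' deposited statistics (0.67, adjusted p = 0.034), with features of a systematic ORF name alone (adjusted p = 0.049), in a fit of the 2 strains alone (adjusted p = 0.032) and without *SET1-G990E* overexpression replicate 2 or 3, *jhd2Δ* replicate 1 or 3 or *set1Δ* replicate 1. Over all these alternatives and left-out libraries, glmTreat aside, the adjusted p ranged from 0.032 to 0.17. The other 12 listed transcripts were called in both deletions.

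The legend of Supplementary Fig. 3b describes *SRG1* as not changed in either deletion. Here its WT level was 1.48 times that in *jhd2Δ* and 1.54 times that in *set1Δ*, with log2 fold changes of -0.56 and -0.62 (adjusted p = 2.4e-06 and 2.1e-06 in edgeR's quasi-likelihood test), lower in 3 of 3 libraries of each. The value in *jhd2Δ* is short of the paper's 1.5-fold threshold and that in *set1Δ* past it, and *SER3*, beside which the legend shows it, fell in both as the paper states. The end of *SRG1* overlaps the start of *SER3* on the same strand, and reads there may belong to either. The lower counts may thus be lost *SER3* reads, and they cannot tell this from a change of *SRG1* itself.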

Other observations

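No test in this part was chosen after results were seen. Some genes of sporulation and 2 pheromone genes of the other mating type rose in *set1Δ*, in MATa cells that grew in rich medium. *LOH1* went from 8.40 ± 2.28 normalized counts in WT to 40.5 ± 6.27 in *set1Δ* (SD, n = 3 each), and the middle sporulation genes *SPR28*, *SPO75* and *SPO74* rose by 1.64, 1.60 and 1.33 on the log2 scale. Of the 27 genes of that list 12 rose in *set1Δ*, also 12 when adjusted over the list alone, but the result for the list was lost with an estimated correlation in camera (adjusted p = 0.11), with the strict filter (0.16) and by Fisher's exact test above the median level (1.0). In edgeR's quasi-likelihood test 11 of them were called higher and 2 lower in *set1Δ* than in *jhd2Δ*, also 11 and 2 when adjusted over the list alone (adjusted p = 0.056 in camera with an estimated correlation). In *jhd2Δ* *SPS4* rose (0.75) and *SPO75* fell (-1.00), and 1 rose and 1 fell by DESeq2 and at an unadjusted p under 0.05 in edgeR, but 0 passed when adjusted over the list alone. *SPO75* also fell under *SET1* overexpression (-1.15), and *SSP2* rose under *SET1-G990E* overexpression (0.69). These calls of *SPO75* ended without WT replicate 1 or 2, *jhd2Δ* replicate 1 or 2 (-0.97 to -0.85 in *jhd2Δ*) and *SET1* overexpression replicate 1 or 3 (-1.12 to -0.75 under overexpression), and that of *SSP2* without WT replicate 2 (0.58). The pheromone genes of alpha cells, *MF(ALPHA)1* and *MF(ALPHA)2*, rose in *set1Δ* by 1.58 and 1.13, 2 of 4 genes of that list, 2 when adjusted over the list alone (adjusted p = 0.61 with an estimated correlation). The call of *MF(ALPHA)2* ended without any single WT replicate (1.07 to 1.18) or without *set1Δ* replicate 3 (0.80). Of 16 genes of a-cell mating, *STE2* (-0.68), the alpha-factor receptor gene, and *BAR1* (-0.60) fell in *set1Δ*, 2 also over the list alone (adjusted p = 0.25), and *BAR1* lost its call without WT replicate 2 (-0.58) or *set1Δ* replicate 3 (-0.55).

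Genes near chromosome ends had more falls in both deletions and more antisense rises in *set1Δ*, results that depend on the settings. Of 138 sense transcripts within 20 kb of an end, 10 fell in *set1Δ* (odds ratio 2.94, adjusted p = 0.021 by Fisher's exact test) and 16 in *jhd2Δ* (2.44, 0.021), and 15 rose in *set1Δ* (2.00, 0.067) but 5 in *jhd2Δ* (0.498, 0.27). Of 57 antisense transcripts there, 13 rose in *set1Δ* (4.12, adjusted p = 0.0017 by the same exact test) and 1 in *jhd2Δ* (0.614, adjusted p = 1.0). The antisense result lost its call by DESeq2 (3.12), glmTreat (4.73), the strict filter (1.68) and within 10 kb (2.50). It was not tested with scaling by the sense library sizes, which gave 93 antisense rises in *set1Δ* in place of 186. Nor was it tested without features near an opposite one. The result for falls in *set1Δ* lost its call within 10 kb (3.58) and 40 kb (1.68), and that of falls in *jhd2Δ* within 10 kb (2.27), in the authors' statistics (2.14), by glmTreat (1.73) and with the strict filter (2.49). In the direct test of *set1Δ* against *jhd2Δ* 22 sense transcripts near ends were higher in *set1Δ* (odds ratio 3.81) and 13 antisense ones (3.74). The enrichment of falls in *jhd2Δ* lost its call without any single WT replicate or *jhd2Δ* replicate 1 or 2 (odds ratios 1.85 to 2.16), and that of rises in *set1Δ* gained one without *SET1* overexpression replicate 1, WT replicate 2 or *set1Δ* replicate 1 or 3 (2.01 to 2.26). Under *SET1-G990E* overexpression 2 of the 138 rose (odds ratio 0.202, adjusted p = 0.033 by Fisher's exact test), a call that ended by DESeq2 (0.302), with RLE (0.294), with the strict filter (0.277), by glmTreat, within 10 kb (0.650) and 40 kb (0.807), and without any single WT or *SET1-G990E* overexpression replicate, *SET1* overexpression replicate 2 or *jhd2Δ* replicate 1 (0.293 to 0.524). None of the 214 transcripts that rose under *SET1* overexpression lay among the 138 (adjusted p = 0.033 by Fisher's exact test), a call that ended within 10 or 40 kb, by glmTreat, with the strict filter and without *SET1-G990E* overexpression replicate 2, *SET1* overexpression replicate 2, WT replicate 1 or 3 or *jhd2Δ* replicate 1 (odds ratios 0.163 to 0.334 without these libraries). Members of families at chromosome ends may share reads.

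Genes with calls on both strands were more frequent than separate lists give in the deletions, and less clearly so in the overexpression strains. Of 2586 genes tested on both strands, 29 were called on both in *jhd2Δ*, 44 in *set1Δ*, 10 under *SET1* overexpression and 28 under *SET1-G990E* overexpression (p = 0.015, 0.00090, 0.15 and 0.044 by Fisher's exact test, not adjusted over the strains). DESeq2 called 13, 29, 6 and 13. The strands moved in opposite directions for 16, 24, 5 and 17 of them and in the same direction for 13, 20, 5 and 11. Across the 2586 genes Pearson's correlation of sense and antisense log2 fold changes was -0.003, 0.049, 0.018 and -0.038, so neither direction prevailed. Among the opposite cases in *jhd2Δ*, the antisense RNA over *MTH1* rose as its sense transcript fell (-1.56). That over *SOL4* rose by 1.32 as its sense transcript fell (-0.65), and both genes were chosen after their values were seen. The 10 became 5 without *SET1* overexpression replicate 3, and the 28 became 18 without WT replicate 2. Over *PHO5*, antisense log2 fold changes were 0.11 in *jhd2Δ*, -0.25 in *set1Δ*, 0.76 under *SET1* overexpression and 0.57 under *SET1-G990E* overexpression.

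The strains that overexpress *SET1-G990E* and *SET1* were compared directly as well. Antisense RNA over *EAF1*, a subunit gene of the NuA4 acetyltransferase, was 1.78 higher with *SET1-G990E* on the log2 scale and that over *RIM15*, a kinase gene of quiescence, 1.30 higher. Sense *OPT2* was 0.99 higher, with adjusted p = 2.6e-04 in edgeR's quasi-likelihood test. These 3 calls were kept without any single library, but glmTreat, which tests the 1.5-fold threshold itself, ended those of *RIM15* (adjusted p = 0.25) and *OPT2* (1.0). The calls of *SET6* (1.52) and *FRE7* (1.02) ended without *SET1-G990E* overexpression replicate 2 or 3 or *SET1* overexpression replicate 1 or 3, and that of *FRE7* also without the other replicates of these strains (1.25 to 1.54 for *SET6* and 0.88 to 1.18 for *FRE7*). As sets, with an estimated correlation in camera, the genes of Fig. 1d were higher with *SET1-G990E* (adjusted p = 0.036, 2 of 16 called, 2 when adjusted over the list alone) and middle sporulation genes too (adjusted p = 0.046), while genes of serine metabolism and Gcn4 targets were lower (adjusted p = 0.046 for each). In the last 3 lists 0 members were called by edgeR, over all transcripts or over the list alone, or by DESeq2, and at an unadjusted p under 0.05 6 sporulation genes were higher, 9 serine genes lower, and 3 Gcn4 targets higher and 13 lower. More of the ribosome assembly genes moved at that p in edgeR. Of 79 small subunit genes 45 were higher with *SET1-G990E* and 0 lower, and of 73 large subunit genes 42 and 0. Of these, 2 and 1 were called. List results between these 2 strains were not followed with single libraries left out.

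Other gene lists gave few calls, stated here for *jhd2Δ*, *set1Δ*, *SET1* overexpression and *SET1-G990E* overexpression in that order, by edgeR's quasi-likelihood test and with adjusted p from camera with an estimated correlation. Adjusting over the list alone gave the same counts except where stated. Of 15 NAD synthesis genes 2 fell (*PNC1*, -0.81, and *BNA2*), 3 rose (*BNA4*, 0.98, *BNA2*, 0.94, and *TNA1*, 0.69), 2 fell (*PNC1*, -0.76, and *BNA5*) and 1 fell (*PNC1*, -0.79), with adjusted p = 0.26, 0.42, 0.085 and 0.18. The call of *BNA2* in *jhd2Δ* ended without WT replicate 3 (-0.56) and that of *BNA5* without WT replicate 2 or *SET1* overexpression replicate 3 (-0.55 and -0.57). Of 22 iron regulon genes 2 rose (*SIT1*, 0.75, and *FTR1*, 0.69), none passed, 2 rose (*TIS11*, 0.77, and *CTH1*, 0.69) and 4 rose (*FRE5*, 1.35, *SIT1*, 0.89, *CTH1*, 0.75, and *FTR1*, 0.72), with adjusted p = 0.67, 0.84, 0.21 and 0.18. In *set1Δ* DESeq2 called 0 of them and 6 were higher and 7 lower at an unadjusted p under 0.05. Of 12 zinc regulon genes 1 fell (*PST1*, -1.15), 1 rose and 1 fell (*ZRT1*, 0.89, and *INO1*, -0.86), none passed (0 by DESeq2, 3 higher and 2 lower at an unadjusted p under 0.05), and 1 rose and 1 fell (*ZRT1*, 0.91, and *PST1*, -0.83), with adjusted p = 0.60, 0.68, 0.74 and 0.92. Of 12 genes for COMPASS and H3K4 methylation, the deleted or overexpressed gene was called in each strain and *BRE2* rose besides in *jhd2Δ*, *set1Δ* and *SET1-G990E* overexpression (0.62, a call that ended without WT replicate 3, at 0.58), with adjusted p = 0.52, 0.98, 0.15 and 0.12.

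Of 13 flocculin and adhesin genes 2 fell in *jhd2Δ* (*FLO1* and *FLO10*), 3 rose and 1 fell in *set1Δ* (*FLO1*, *DAN1*, 2.00, *FLO9*, 1.11, and *AGA1*, -0.77), 1 fell under *SET1* overexpression (*MUC1*, -0.93) and 3 under *SET1-G990E* overexpression (*MUC1*, -1.51, *FLO1*, -0.89, and *FLO10*, -0.80). Adjusting over the list alone ended the call of *MUC1* under *SET1* overexpression, and leaving out single libraries ended it (-0.93 to -0.61 without any *SET1-G990E* overexpression replicate, *SET1* overexpression replicate 1 or 3, WT replicate 2 or 3, *jhd2Δ* replicate 2 or *set1Δ* replicate 3), that of *AGA1* (-0.78 to -0.52 without WT replicate 2 or 3 or *set1Δ* replicate 1 or 3) and that of *FLO10* in *jhd2Δ* (-0.49 without WT replicate 2 and -0.57 without *jhd2Δ* replicate 1). The adjusted p by camera with an estimated correlation was 0.67, 0.84, 0.68 and 0.72. Of 15 seripauperin and COS genes *COS111* (-1.06) and *COS12* (-0.70, and -0.56 without *jhd2Δ* replicate 2, no longer called) fell in *jhd2Δ*, *COS12* fell in *set1Δ*, and *COS111* fell in the overexpression strains (-1.04 and -1.14), the same over the list alone, with adjusted p = 0.20, 0.16, 0.68 and 0.49. These families may share reads between members. Of 18 heat shock genes *FES1* rose in *jhd2Δ* (0.74) and the overexpression strains (1.01 and 1.06), *HSP104* fell in *jhd2Δ* (-0.67) and *SSA4* in both deletions (calls that ended without WT replicate 2, *jhd2Δ* replicate 1 or *set1Δ* replicate 2, at -0.57 to -0.50), with the same counts over the list alone and adjusted p = 0.67, 0.59, 0.68 and 0.92. Of 24 sterol synthesis genes *IDI1* (0.84), *ERG10* (0.83) and *ERG25* (0.71) rose in *set1Δ*, also 3 over the list alone. In the other 3 strains edgeR and DESeq2 called 0, with 5 higher and 4 lower, 7 and 3, and 8 and 5 at an unadjusted p under 0.05, and adjusted p in the order of strains was 0.80, 0.77, 0.64 and 0.79.

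Proteasome genes and core histone genes gave 0 calls in every strain by edgeR's quasi-likelihood test, over all transcripts or over the list alone, and by DESeq2. At an unadjusted p under 0.05, 21 of 31 proteasome genes were lower in *jhd2Δ*, 4 higher and 2 lower in *set1Δ*, and 19 and 16 lower under *SET1* and *SET1-G990E* overexpression, with adjusted p = 0.17, 0.84, 0.093 and 0.18 in camera with an estimated correlation. Of the 10 core histone genes 3 were higher and 1 lower, 4 lower, 5 lower, and 1 higher and 2 lower, with adjusted p = 0.73, 0.61, 0.39 and 0.79. Of 15 glycolysis genes *TDH2* fell in *jhd2Δ* (-0.62, and -0.53 without WT replicate 2), *TDH1* under *SET1* overexpression (-0.66, and -0.53 without that library), and *TDH1* (-0.75) and *ENO1* (-0.68, and -0.57 without that library) under *SET1-G990E* overexpression, each value without WT replicate 2 being short of the 1.5-fold threshold. The counts were the same over the list alone, in *set1Δ* 0 were called by edgeR or DESeq2 (1 higher and 2 lower at an unadjusted p under 0.05), and adjusted p was 0.60, 0.92, 0.50 and 0.53. Of 19 early meiosis genes *DMC1* fell in *jhd2Δ* (-0.79). *MEI4* rose in *set1Δ* (0.63), *ZIP2* fell under *SET1* overexpression (-0.74) and *MEK1* under *SET1-G990E* overexpression (-1.04), and the calls of *MEI4* and *MEK1* ended over the list alone. That of *MEI4* also ended without WT replicate 2 or 3 or *set1Δ* replicate 1 (0.49 to 0.62), that of *ZIP2* without WT replicate 1 or *SET1* overexpression replicate 3 (-0.55 and -0.53) and that of *MEK1* without WT replicate 1 or 3 or *SET1-G990E* overexpression replicate 2 or 3 (-0.99 to -0.83). Their adjusted p was 0.60, 0.95, 0.68 and 0.79.

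For lists given at the claims for the deletions, the overexpression strains had these calls by edgeR's quasi-likelihood test, *SET1* first. Of the 20 genes of the Pho4 regulon 1 rose (*PHO84*, 0.71, and 2 over the list alone) and 6 rose (6 over the list alone), with adjusted p = 0.21 and 0.11 with an estimated correlation. Of the 16 genes of Fig. 1d 3 rose and 4 fell (4 and 4 over the list alone) and 9 rose and 4 fell (9 and 4), with adjusted p = 0.34 and 0.13. Serine and one-carbon genes gave 0 calls with *SET1* by edgeR, also over the list alone, or by DESeq2 (3 higher and 5 lower at an unadjusted p under 0.05), and 3 falls with *SET1-G990E*, also over the list alone (*SHM2*, -0.74, *GCV2*, -0.69, and *MTD1*, -0.61), with adjusted p = 0.83 and 0.24, beside 0.41 in *jhd2Δ* and 0.46 in *set1Δ*. The calls of *GCV2* and *MTD1* ended without *SET1-G990E* overexpression replicate 2 (-0.58 and -0.50), and that of *MTD1* without WT replicate 1 (-0.57). Of the 40 Gcn4 targets 0 were called with *SET1* by edgeR, also over the list alone, or by DESeq2 (4 higher and 7 lower at an unadjusted p under 0.05), and *MET6* fell with *SET1-G990E* (-0.91, and 1 more rose over the list alone), with adjusted p = 0.84 and 0.23, beside 0.071 in *jhd2Δ* and 0.27 in *set1Δ*. Of the cytosolic ribosomal protein genes 3 rose (*RPS9A*, 0.99, *RPS28B*, 0.78, and *RPL22B*, 0.67) and 2 rose, the same over the list alone, with adjusted p = 0.74 and 0.79, beside 0.67 and 0.84 in the deletions. Of the mitochondrial ones 0 were called with *SET1* by edgeR, also over the list alone, or by DESeq2 (1 higher and 15 lower at an unadjusted p under 0.05), and *MRP8* fell with *SET1-G990E* (-0.65, also over the list alone), with adjusted p = 0.50 and 0.79, beside 0.74 and 0.68. Of the 13 sense transcripts that the paper lists as changed in opposite directions 3 fell (5 over the list alone) and 5 fell (5 over the list alone), with adjusted p = 0.32 and 0.17, beside 0.071 and 0.11 in the deletions.

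Mating genes in the other strains were few. Of the 16 genes of a-cell mating *FAR1* rose with *SET1-G990E* (0.65, also over the list alone, adjusted p = 0.27 with an estimated correlation). In *jhd2Δ* and under *SET1* overexpression 0 were called by edgeR, also over the list alone, or by DESeq2, with 4 higher and 7 lower and 6 higher and 1 lower at an unadjusted p under 0.05. Of the 4 alpha cell genes tested *MF(ALPHA)2* rose with *SET1-G990E* (1.25) and *STE3* fell with *SET1* (-0.62), a call that ended without WT replicate 2 or 3 (-0.54 each) or *SET1* overexpression replicate 3 (-0.47), the same over the list alone, and in *jhd2Δ* 0 were called by edgeR or DESeq2 (1 lower at an unadjusted p under 0.05). The list of genes of the constructs and markers, 11 in all, held no calls beyond *JHD2*, *SET1* and *URA3* in the strains made with them, also over the list alone, with adjusted p = 0.41, 0.27, 0.98 and 0.92.

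Genes beside the altered loci were read too. *RPR1*, the RNA of RNase P next to *URA3*, fell in *set1Δ* (-0.94) and stood at -0.55 in *jhd2Δ*, strains without the *URA3* marker, and *MSH1*, next to *SET1*, rose in *jhd2Δ* (0.62). Transcripts changed in both deletions and in neither overexpression strain numbered 20 up and 18 down, and those changed in both overexpression strains and in neither deletion 18 up and 31 down.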
